# Unexpected contribution of fibroblasts to muscle lineage as a mechanism for limb muscle patterning

**DOI:** 10.1038/s41467-021-24157-x

**Published:** 2021-06-22

**Authors:** Joana Esteves de Lima, Cédrine Blavet, Marie-Ange Bonnin, Estelle Hirsinger, Glenda Comai, Laurent Yvernogeau, Marie-Claire Delfini, Léa Bellenger, Sébastien Mella, Sonya Nassari, Catherine Robin, Ronen Schweitzer, Claire Fournier-Thibault, Thierry Jaffredo, Shahragim Tajbakhsh, Frédéric Relaix, Delphine Duprez

**Keywords:** Cell biology, Differentiation, Musculoskeletal development, Muscle stem cells

## Abstract

Positional information driving limb muscle patterning is contained in connective tissue fibroblasts but not in myogenic cells. Limb muscles originate from somites, while connective tissues originate from lateral plate mesoderm. With cell and genetic lineage tracing we challenge this model and identify an unexpected contribution of lateral plate-derived fibroblasts to the myogenic lineage, preferentially at the myotendinous junction. Analysis of single-cell RNA-sequencing data from whole limbs at successive developmental stages identifies a population displaying a dual muscle and connective tissue signature. BMP signalling is active in this dual population and at the tendon/muscle interface. In vivo and in vitro gain- and loss-of-function experiments show that BMP signalling regulates a fibroblast-to-myoblast conversion. These results suggest a scenario in which BMP signalling converts a subset of lateral plate mesoderm-derived cells to a myogenic fate in order to create a boundary of fibroblast-derived myonuclei at the myotendinous junction that controls limb muscle patterning.

## Abstract (web summary)

The dogma is that limb muscle cells originate from somite, while connective tissue fibroblasts derive from lateral plate mesoderm. Here the authors identify a fibroblast population that undergoes myoblast conversion in response to BMP and contributes nuclei to myotubes at the myotendinous junction.

## Introduction

Skeletal muscle patterning is a developmental process that controls the formation of each muscle at the right position and time, leading to the highly complex organisation of over 600 individual skeletal muscles in human, each of them with a specific shape, size, innervation and attachment sites to the skeletal system. The cellular and molecular mechanisms that regulate limb muscle patterning remain poorly understood, although we know from embryological experiments that the positional information is not contained in myogenic cells themselves but in connective tissues (CTs)^1–7^. CTs, primarily composed of fibroblasts and extracellular matrix, support and connect organs together^2^. Muscle attachments are composed of two types of CTs, the tendons that link muscle to bone and the muscle CT that is a continuum of tendon surrounding individual muscles and also present in between muscle fibres^2^. The long-standing consensus emerging from experimental embryology in avians is that limb myogenic cells are derived from somitic mesoderm, while CT fibroblasts originate from the lateral plate mesoderm^1,2,8–10^. Consistently, genetic lineage tracing experiments in mice during development have shown that PAX7+ muscle progenitors originate from the *Pax3* lineage in the limb^11–13^ and that limb muscle attachment originates from CT fibroblast lineages^14,15^. Previous embryological surgical experiments in chicken embryos demonstrated that the positional information for limb muscles and associated innervation (motoneuron axons) is contained in the lateral plate mesoderm and not in somite-derived tissues^1,5,6,16–18^. This positional information for muscle patterning is maintained over time in lateral plate-derived tissues, such as muscle CT^3^ and tendons^4^. The molecular signals produced by lateral plate-derived tissues that drive the correct positioning of limb muscles during development are not fully identified. To date, the TBX4/5, TCF4 and OSR1 transcription factors expressed in limb CT fibroblasts are recognised to act in a non-cell-autonomous manner to regulate limb muscle patterning^15,19,20^. While it is possible that CT fibroblasts and myogenic cells interact through secreted signals at the CT/muscle interface, the precise nature and mechanisms of these interactions are currently unknown. The CT/muscle interface is likely to be the place where muscle patterning occurs and one would expect that these junctional cells show specificities in relation to their interface status. The myotendinous junction is a type of CT/muscle interface, where the muscle attaches to the tendon, and it is fully formed at postnatal stages^21^. The mechanisms driving the establishment of the myotendinous junction during development are poorly studied. There is regionalisation of patterning signals at the tendon/muscle interface, since known signalling molecules display a restricted expression in a subset of myonuclei at muscle tips close to tendons during foetal myogenesis^22–25^. However, the function of these genes with regionalised expression in muscle patterning and myotendinous junction formation is not understood.

Here we identify an unexpected contribution of CT fibroblast nuclei to myotubes preferentially at the tips of muscles close to tendons, which provides a novel cellular mechanism underlying limb muscle patterning and subsequent myotendinous junction formation. We also found that BMP signalling regulates the recruitment of CT fibroblast nuclei to myotubes.

## Results

### A junctional population of muscle cells does not originate from somite

To characterise the CT/muscle interface in developing limbs, we first revisited the embryological origins of CT and myogenic cells using cell lineage experiments in avian embryos and genetic lineage tracing in mice. As previously demonstrated^8,9^, isotopic/isochronic quail-into-chicken presomitic mesoderm grafts performed at the presumptive limb regions showed that the vast majority of muscle cells were labelled with the quail-specific antibody, QCPN (Fig. 1a–c). This key experiment is at the basis of the dogma saying that limb muscle cells derive from somites. However, careful examination of these grafts also identified a subpopulation of myonuclei (nuclei of multinucleated myotubes) that were QCPN-negative and thus were not of somitic origin (Fig. 1d). At E9, when muscle patterning is set, these QCPN-negative myonuclei were located at the extremities of myosin+ myotubes, close to tendons visualised with collagen XII expression (Fig. 1a–e and Supplementary Fig. 1). Accordingly, a subset of MYOG+ myoblasts located at muscle tips was also not of somitic origin (QCPN-negative) (Fig. 1f, g). Quantification of MYOG+/QCPN− cells versus total MYOG+ cells shows that about 9.5% (±3.7 SD) of MYOG+ cells were not somite-derived (Fig. 1h). As the QCPN/PAX7 double immunolabelling could not be performed due to antibody incompatibility, we performed presomitic mesoderm grafts using the available cytoplasmic GFP-chicken reporter line^26^. This analysis identified a population of PAX7+GFP− cells at muscle tips in close proximity to tendons (Supplementary Fig. 2). From these presomitic mesoderm grafting experiments, we conclude that a small fraction of PAX7+ muscle progenitors, MYOG+ myoblasts and myonuclei are not derived from somites.

**Fig. 1:**
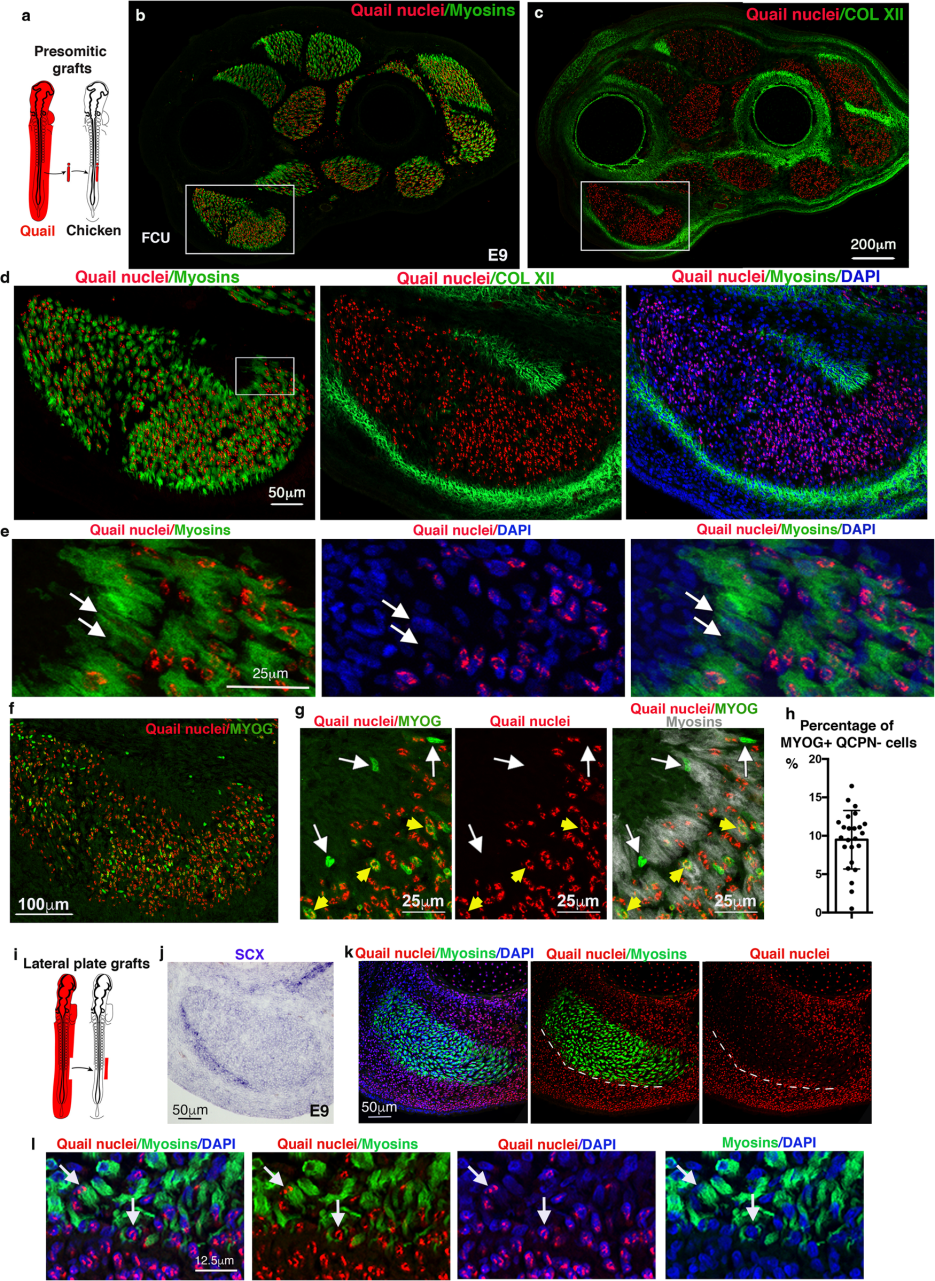
A subpopulation of muscle cells does not originate from somites but from the lateral plate in the chicken limb. **a**–**c** Limb muscle organisation after quail-into-chicken presomitic mesoderm grafts. **a** Schematic of limb presomitic mesoderm grafts. **b**, **c** Transverse and adjacent forelimb sections of E9 presomitic mesoderm grafted embryos immunostained with QCPN (quail nuclei, red) and MF20 (myosins, green) (**b**), and with QCPN (quail nuclei, red) and ColXII (tendons, green) antibodies (**c**). **d** High magnification of FCU, a ventral and posterior muscle immunostained with QCPN (quail nuclei, red), MF20 (myosins, green) and COLXII (tendons, green) antibodies combined with DAPI (nuclei, blue). **e** High magnification of muscle tips (close to tendons), squared in **d**, showing non-quail nuclei within myosin+ cells (arrows). **f** High magnification of FCU immunostained with QCPN (quail nuclei, red) and MYOG (green) antibodies. **g** Focus on muscle tip regions showing MYOG+ nuclei (green) that are not quail+ (red) (white arrows) close to myosin+ cells (grey). Yellow arrowheads point to MYOG+ (green) that are quail+ (red). **h** Percentage of MYOG+/QCPN− cells versus total MYOG+ cells. Data are presented as mean values ± SD from 3 grafted limbs. **i**–**l** Limb muscle organisation after quail-into-chicken lateral plate mesoderm grafts. **i** Schematic of limb lateral plate mesoderm grafts. **j**, **k** Transverse and adjacent limb sections were hybridised with SCX probe (blue) to label tendons (**j**) and immunostained with QCPN (quail nuclei, red), MF20 (myosins, green) antibodies combined with DAPI (blue) (**k**), focused on the FCU muscle. **l** High magnification of muscle tip regions (close to tendons) showing the high density of quail nuclei of lateral plate mesoderm origin. Arrows point to quail myonuclei (red) in myosin+ fibres (green).

To determine the embryonic origin of these non-somite-derived muscle cells, we performed the converse experiment and replaced the limb lateral plate mesoderm of chicken embryos by the equivalent region of quail embryos. Consistent with classical lineage descriptions^1,8,9^, this type of graft confirmed the lateral plate mesoderm origin of cartilage, tendons and muscle connective tissue (Supplementary Fig. 3). However, we also found lateral plate-derived myonuclei (QCPN+) at the extremities of myosin+ myotubes in close vicinity to tendons visualised with *SCX* expression at E9 (Fig. 1i–l). To assess lateral plate contribution to the muscle lineage, we electroporated the lateral plate mesoderm of chicken embryos at the forelimb level with a plasmid co-expressing membrane-Tomato and nuclear-GFP reporters under the control of a ubiquitous promoter^27^. Successfully electroporated forelimbs were screened for Tomato expression (Supplementary Fig. 4a–c) and nuclear-GFP labelling was used to accurately assess the contribution of lateral plate cells to syncytial myofibers and interstitial myogenic cells. As expected, GFP+ nuclei encompassed all lateral plate-derived tissues but in a mosaic manner (Supplementary Fig. 4d, e), unlike tissue graft experiments (Supplementary Fig. 3). Despite this mosaic labelling, we observed sporadic GFP+ myonuclei, GFP+MYOG+ myoblasts and GFP+PAX7+ muscle progenitors located at muscle tips in E10 chicken limbs (Supplementary Fig. 4f–i).

Altogether, these grafting and electroporation experiments performed in avian embryos show an unexpected contribution of lateral plate-derived cells to the myogenic lineage in limb muscles with a preferential location at the muscle tips close to tendons.

### *Scx* and *Osr1* lineages contribute to myogenic cells

It is well recognised that the *Pax3* lineage corresponds to the somite-derivatives in mouse limbs^28^. To assess if the lateral plate contribution to limb muscles observed in chicken was conserved in mice, we analysed PAX7 expression with respect to the *Pax3* lineage. Using a Tomato reporter mouse line to trace the *Pax3* lineage^28,29^, we observed the expected contribution of *Pax3*-derived cells to limb foetal muscles at E14.5 and E15.5 when the muscle pattern is set (Fig. 2a, b and Supplementary Fig. 5a). Notably, we observed a fraction of PAX7+ cells that were not *Pax3*-derived (Tomato-negative cells), with a preferential location close to tendons at foetal stages (Fig. 2a–d and Supplementary Fig. 5a–d). Quantifications showed that 4.6% (±1.35 SD) of PAX7+ cells were Tomato-negative at E15.5 (Fig. 2d), while 7.5% (±2.3 SD) of PAX7+ cells were Tomato-negative at E14.5 (Supplementary Fig. 5d). In addition, using a nuclear H2B-GFP reporter mouse line to trace the *Pax3* lineage^28,30^, we further identified 3.1% (±1.1 SD) of PAX7+ muscle progenitors and 2.6% (±1.2 SD) of MYOD+ myoblasts that were not *Pax3*-derived (nuclear-GFP-negative cells), at muscle tips close to tendons at E15.5 (Fig. 2e–h). We conclude that a small fraction of PAX7+ and MYOD+ myogenic cells are not derived from the *Pax3* lineage in mouse limb muscles at the foetal stage. These results are in contrast to the established model supporting that *Pax3*+ somitic cells give rise to the entirety of PAX7+ cells in mouse limbs^11–13^.

**Fig. 2:**
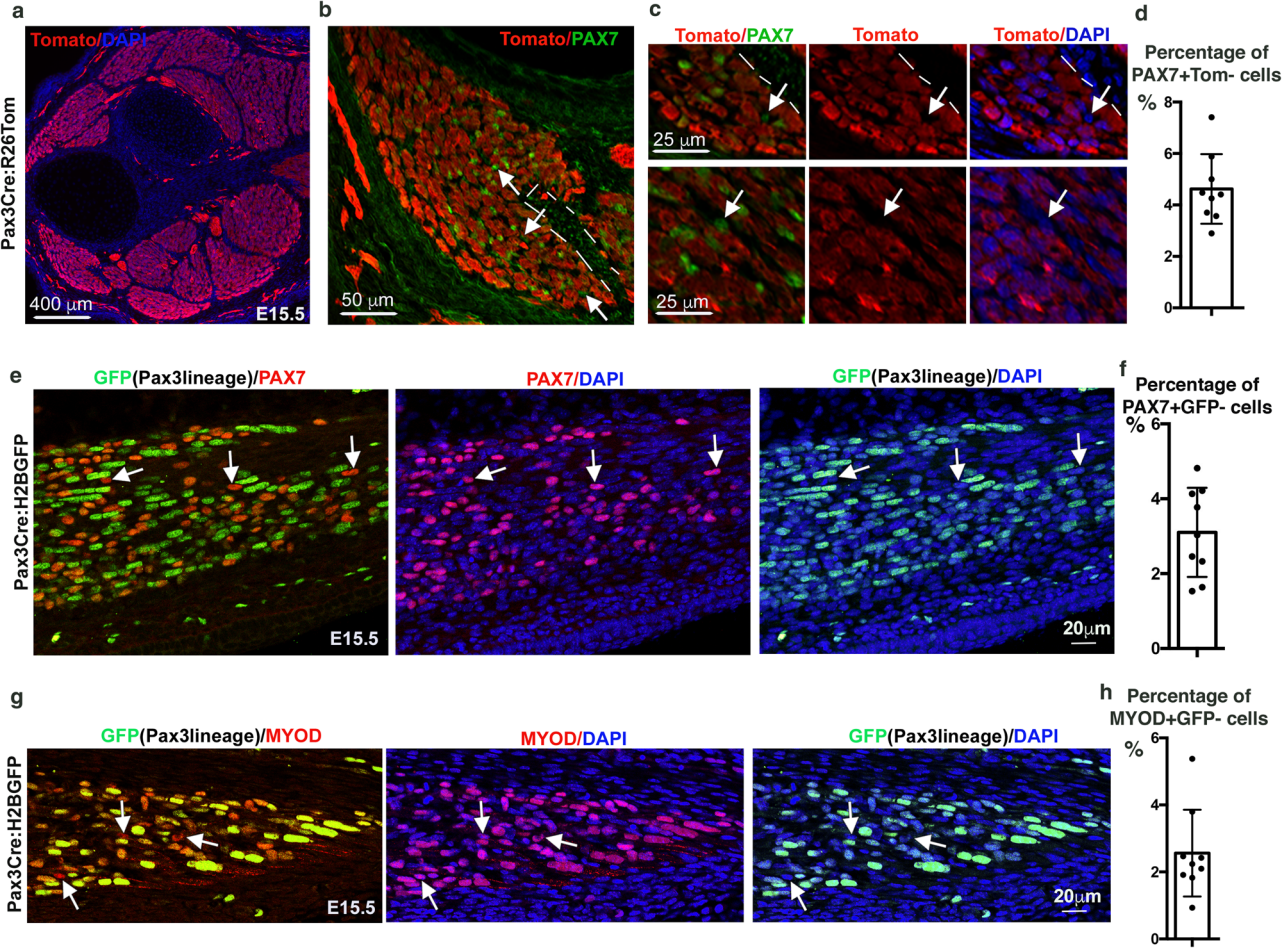
A subpopulation of muscle cells is not derived from the *Pax3* lineage in mouse limbs. **a** Transverse forelimb sections of E15.5 *Pax3*^*Cre*^*:R26*^*stop/Tom*^ mice immunostained with Tomato (*Pax3* lineage, red) antibody and DAPI staining (blue). **b** Focus on a muscle immunostained with Tomato (*Pax3* lineage, red) and PAX7 (green) antibodies. **c** High magnifications showing PAX7+ cells (green) that are tomato-negative, i.e. not of *Pax3* lineage (arrows). **d** Percentage of PAX7+/Tomato− cells versus PAX7+ cells in muscles. Data are presented as mean values ± SD from 3 limbs. **e** Longitudinal sections along a limb muscle of E15.5 *Pax3*^*Cre*^*:R26*^*H2BGFP*^ mice immunostained with GFP (*Pax3* lineage, green) and PAX7 (red) antibodies. Arrows point to PAX7+ cells that are GFP-negative. **f** Percentage of PAX7+/GFP− cells versus PAX7+ cells in muscles. Data are presented as mean values ± SD from 3 limbs. **g** Longitudinal sections along a limb muscle of E15.5 *Pax3*^*Cre*^*:R26*^*H2BGFP*^ mice immunostained with GFP (*Pax3* lineage, green) and MYOD (red) antibodies. Arrows point to MYOD+ cells that are GFP-negative. **h** Percentage of MYOD+/GFP− cells versus MYOD+ cells in E15.5 muscles. Data are presented as mean values ± SD from 3 limbs.

To determine the developmental origin of these non-*Pax3*-derived myogenic cells, we performed genetic lineage tracing analyses with the CT fibroblast markers, *Scx* and *Osr1*.

The bHLH transcription factor SCX is a recognised tendon cell marker during development and is involved in tendon formation^31,32^. We used the *Scx*^*Cre*^*:R26*^*stop/Tom*^*:Scx-GFP* mice^14,29^ to analyse contemporary *Scx* expression together with the *Scx* lineage contribution in developing limbs. As described previously^14^, the *Scx* lineage (Tomato+ cells) was observed in the limb mesenchyme with a pattern overlapping that of the *Scx*-GFP transgene in tendons (Fig. 3a). At E16.5, an overlap between myosins and Tomato labelling was observed in Tomato+ junctional regions between muscles (Supplementary Fig. 5e, f). In addition to tendon cells, we identified PAX7+ and MYOD/MYOG+ myogenic cells within the *Scx* lineage that were preferentially concentrated close to tendons at E14.5 (Fig. 3b–e). Quantifications showed that 7.4% (±1.7 SD) of PAX7+ cells and 4.8% (±2.2 SD) of MYOD/MYOG+ cells were derived from *Scx* lineage (Tomato+ cells) (Fig. 3f). At E12.5, when the muscles are not yet individualised, we found 4.12% (±1.3 SD) of PAX7+ and 4.13% (±1.15 SD) of MYOD/MYOG+ myogenic cells surrounding the muscle masses to be *Scx*-derived (Tomato+) (Supplementary Fig. 5g–k). These values are in accordance with those obtained from the *Pax3* lineage analysis.

**Fig. 3:**
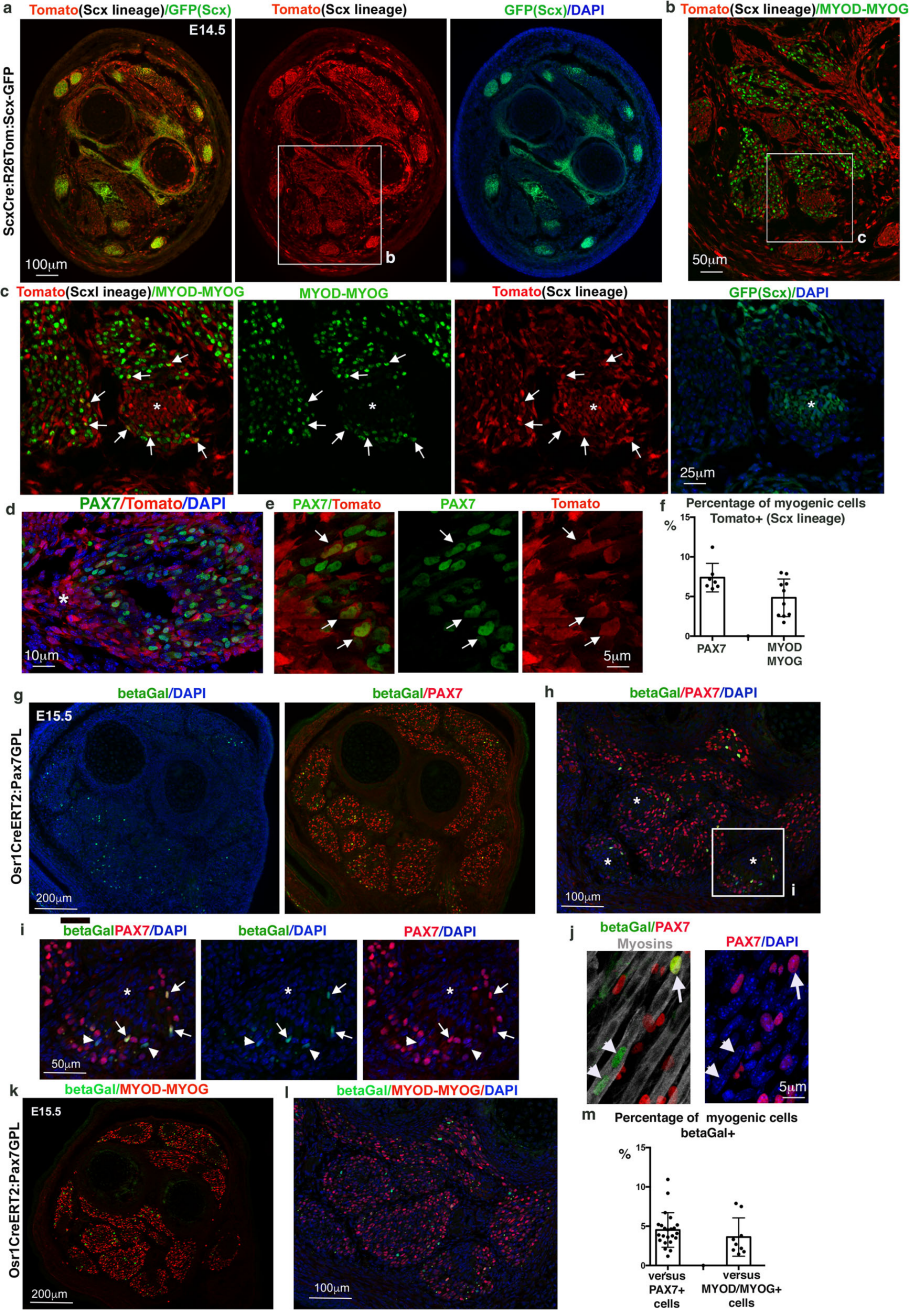
*Scx* and *Osr1* lineages provide myogenic cells in foetal mouse limbs. **a**–**c** Transverse forelimb sections of E14.5 *Scx*^*Cre*^*:Rosa26*^*Tom*^*:Scx*^*(GFP)*^ mice. **a** Tomato expression shows *Scx* lineage in tendons and limb CTs (red), while GFP shows *Scx* expression in tendons (green). **b** Focus on ventral muscles labelled with both MYOD and MYOG antibodies (green). **c** Focus on myogenic cells MYOD/MYOG+ cells that are Tomato+ (red, arrows), close to a tendon labelled with GFP(Scx) (white asterisks). **d**, **e** Longitudinal sections along a limb muscle of E14.5 *Scx*^*Cre*^*:Rosa26*^*Tom*^*:Scx*^*(GFP)*^ mice labelled with PAX7 (green) and Tomato (red) antibodies. Tendon is highlighted with a white asterisk. Panel **e** is a high magnification of muscle tips. Arrows point to PAX7+ cells (green) that are Tomato+ (red, *Scx* lineage), close to the tendon (white asterisk). **f** Percentage of PAX7+/Tomato+ cells versus PAX7+ cells and percentage of MYOD-MYOG+/Tomato+ cells versus MYOD/MYOG+ cells. Data are presented as mean values ± SD from 3 limbs. **g**–**j** Forelimb sections of E15.5 *Osr1*^*CreERT2*^*:Pax7*^*GPL*^ mice (with tamoxifen injection at E11.5) immunostained with betaGal (*Pax7* lineage in *Osr1-*lineage-derived cells, green) and PAX7 (red) antibodies, combined with DAPI (blue). **g** Global view of a forelimb transverse section. **h** Focus on ventral limb muscles. Tendons are highlighted with white asterisks. **i** Focus on a muscle region close to a tendon (asterisks). Arrows point to betaGal+ cells (green) that are PAX7+ (red), while arrowheads point to betaGal+ cells that are not PAX7+ anymore. **j** High magnification of betaGal+ cells (green), arrows point to the betaGal + /PAX7+ nuclei that are located in between myotubes (myosins, grey), while arrowheads point to the betaGal+ nuclei (green) in which PAX7 has been downregulated after cell incorporation into myotubes. **k**, **l** Forelimb sections of E15.5 *Osr1*^*CreERT2*^*:Pax7*^*GPL*^ mice immunostained with betaGal (green) and MYOD-MYOG (red) antibodies, combined with DAPI (blue). **l** is a focus of ventral limb muscles of **k**. **m** Percentage of betaGal+ versus PAX7+ cells and versus MYOD-MYOG+ cells in limb muscles of E15.5 embryos. Data are presented as mean values ± SD from 3 limbs.

The zinc-finger transcription factor OSR1 is a key regulator of muscle CT differentiation^15^. As already reported^15,33^, lineage tracing using *Osr1*^*CreERT2*^ as a driver^15,33^ with a ubiquitous Tomato reporter^29^ led to Tomato expression in limb muscle CT around individual muscles and in between myotubes (Supplementary Fig. 6a, b). To address the *Osr1* lineage contribution to the muscle lineage specifically, we performed lineage tracing with *Osr1*^*CreERT2*^ as a driver and the *Pax7* reporter (*Pax7*^*GFP-Puro-nlacZ*^, hereafter *Pax7*^*GPL*^*)*, a reporter gene that is not expressed in CT cells^34^. As such, only cells that expressed CreERT2 from the *Osr1* locus and belong to the myogenic lineage (*Pax7+* and descendants) will express nuclear β-galactosidase (betaGal) upon Tamoxifen induction^34^. Using this genetic combination, we found 4.5% (±2.5 SD) of PAX7+ muscle progenitors to be of *Osr1* lineage (betaGal+ cells) at E15.5 upon tamoxifen induction at E10.5 (Fig. 3g–j, m). Similarly, 3.6% (±2.4 SD) of MYOD/MYOG+ myogenic cells were derived from *Osr1* lineage (betaGal+ cells) (Fig. 3k–m). A slightly higher contribution of the *Osr1* lineage to PAX7+ cells (6.2% ± 2.8 SD) and MYOD/MYOG+ cells (6.9% ± 3 SD) was noted at an earlier time point (E12.5) in limb muscle masses (Supplementary Fig. 6c–j). To define the time window of the contribution of *Osr1* lineage to myogenic cells, we performed the tamoxifen injection at later time points. We observed only sparse (induction at E12.5) or no (induction at E13.5) betaGal+ cells in foetal limb muscles (Supplementary Fig. 6k–m). Finally, we combined the *Osr1*^*CreERT2*^ line with the conditional Fucci2aR^35^ reporter, where mCherry labels nuclei in the G1 phase of the cell cycle^36^ as another nuclear reporter system to label the post-mitotic myonuclei. When tamoxifen injections were performed at an earlier time point (induction at E8.5), we found abundant Fucci+ myonuclei (*Osr1*-lineage origin) in myotubes (Supplementary Fig. 6n, o). Altogether, we conclude that as for the *Scx* lineage, the *Osr1* lineage contributes to myogenic cells and this occurs mainly before E12.5, at the stage where important spatial arrangements of muscle and CT organisation take place in the developing limb.

Given that *Pax7* is expressed in a subset of neural crest cells in chicken limbs, we verified the absence of neural crest cell contribution to the muscle lineage using isotopic/isochronic GFP+chicken-into-chicken grafts of neural tubes and genetic lineage tracing experiments in limbs of *Wnt1*^Cre^;*R26*^*stop*^*/*^Tom^ mice^37^. Using these approaches, we did not find a contribution of neural crest cells to either myogenic cells or myonuclei at muscle tips close to tendons in chicken and mouse limbs (Supplementary Fig. 7).

Altogether, the cell lineage tracing experiments in avians and mice led us to conclude that a small fraction (4–9%) of myogenic cells, preferentially located at muscle tips close to tendons, are derived from limb CT lineages and not from the *Pax3* somitic lineages.

### scRNAseq analysis identifies dual CT/myogenic cells in limbs

The unexpected contribution of CT fibroblasts to the muscle lineage as early as the PAX7+ muscle progenitor stage suggested a scenario in which CT fibroblasts acquire progressively a myogenic signature to be incorporated at the tips of existing myotubes during development. In this scenario, CT fibroblasts would convert to a myogenic fate before fusion. To search for cells exhibiting a transient CT/muscle signature, we turned to the global transcriptomic analysis of limb cells with single-cell resolution by single-cell RNA-sequencing (scRNAseq) of chicken whole-limb cells at successive developmental stages: E4, a progenitor stage; E6, when major spatial re-arrangements occur for muscle and CTs and E10, when the final muscle pattern is set. 

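Forelimb cells of 2 E4, 3 E6 and 3 E10 chicken embryos were pooled at each stage into 1 library. In the Chromium droplet method, each mRNA copy is counted by a unique molecular identifier (UMI) and assigned to a droplet by a barcode. Each stage has 1 library, so there are no replicates. Cells of 1 library are not replicates of a stage, and no test between stages or between cell identities was made. The authors deposited the UMI counts of the Ensembl genes of the GRCg6a reference for every barcode, made with Cell Ranger 3.0.2. These counts precede the quality control, doublet removal and normalisation of the paper. The matrices hold 22765180 UMIs at E4, 15004113 at E6 and 46497874 at E10. Barcodes were called as cells after the method of Cell Ranger, which gave 5367, 4745 and 27494 cells. At E10, these are far more cells than the paper states were loaded per condition. The cause was not tested, and whether each E10 barcode is 1 cell stays open. The paper's text names the number of detected genes, the number of UMIs and the mitochondrial percentage as quality measures and gives no cut-offs. Limits were therefore set from the spread of each measure within a library, and doublets were removed by Scrublet scores. This left 4849 cells at E4, 3829 at E6 and 23452 at E10, with 19273787, 9281395 and 29328724 UMIs. The median cell held 3656 UMIs and 1644 genes at E4, 2254 UMIs and 1129 genes at E6, and 1124 UMIs and 664 genes at E10. Clusters and module scores were computed in Seurat. Shares of cells are given with exact binomial (Clopper-Pearson) 95% intervals. Expression levels are given as CPM, the UMIs of a gene summed over a group of cells and scaled to a fixed total, with exact Poisson 95% intervals. Both kinds of interval cover counting error only. A cell with more UMIs shows more genes, so shares were also computed with every cell thinned, that is with a fixed number of its UMIs drawn at random. Comparisons between stages used 600 UMIs, with 0, 103 and 1802 shallower cells left out at E4, E6 and E10. Comparisons within a stage used 2200, 900 and 600 UMIs, with 444, 348 and 1802 cells left out.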

At each stage, we identified CT and muscle clusters, along with their respective CT and muscle markers (Fig. 4a and Supplementary Table 1). 

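The kept cells formed 16 clusters at E4, 18 at E6 and 22 at E10. A cluster was named by cell type from the number of marker genes of 7 cell types that were raised in it, from lists that left out the 9 genes of the CT/M definition. At E4, 13 CT-like clusters held 4683 cells and 1 muscle-like cluster held 105 cells. At E6, 13 CT-like clusters held 3295 cells and 2 muscle-like clusters held 422 cells. At E10, 8 CT-like clusters held 14535 cells and 5 muscle-like clusters held 6749 cells. The share of muscle-like cells was 2.17% at E4, 11.0% at E6 and 28.8% at E10. The remaining clusters served as cell types that should lack CT and muscle markers. At E4 they were 18 endothelial-like and 43 ectoderm-like cells. At E6 they were 58 ectoderm-like cells and 27 cells of a mixed cluster with blood and endothelial markers, beside 27 neural crest-like cells. At E10 they were 134 endothelial-like, 389 blood-like and 258 ectoderm-like cells, beside 553 smooth muscle-like and 417 neural crest-like cells. Another cluster of 417 E10 cells, led by CRHBP and GAP43, was left unnamed. In it, 19 of 27 CT-like marker genes were raised, but HEYL, a smooth muscle-like marker, was among its leading genes.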

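The 5 CT markers of the CT/M definition are listed in the files as PRRX1 (ENSGALG00000003324), TWIST2 (ENSGALG00000004274), PDGFRA (ENSGALG00000013929), OSR1 (ENSGALG00000016473) and SCX (ENSGALG00000043433). The 4 muscle markers are listed as PAX7 (ENSGALG00000043204), MYF5 (ENSGALG00000028091), MYOD1 (ENSGALG00000006216) and MYOG (ENSGALG00000000172). The share of CT-like cells with a UMI of at least 1 CT marker was 94.1% at E4 (93.4 to 94.8%) and 64.9% at E10 (64.1 to 65.7%). The share of muscle-like cells with a UMI of at least 1 muscle marker was 43.8% at E4 (34.1 to 53.8%), 77.0% at E6 (72.7 to 80.9%) and 64.8% at E10 (63.7 to 66.0%). Muscle marker UMIs in CT-like cells were rare. At E4 they occurred in 13 of 4683 cells, or 0.278%. At E10 they occurred in 2.69% of CT-like cells (2.43 to 2.97%, median 1064 UMIs), below the 5.38% of endothelial-, blood- and ectoderm-like cells (3.90 to 7.20%, median 1094 UMIs), a level of background. CT marker UMIs occurred in 28.6% of the muscle-like cells at E4 (20.2 to 38.2%, median 4853 UMIs) and in 35.1% at E6 (30.5 to 39.8%, median 3072 UMIs). In endothelial-, blood- and ectoderm-like cells these shares were 4.92% at E4 (1.03 to 13.7%, median 3749 UMIs) and 8.24% at E6 (3.38 to 16.2%, median 1607 UMIs). At E10, CT marker UMIs occurred in 10.2% of muscle-like cells (9.50 to 11.0%, median 1289 UMIs), no more than in the other types. With all cells of a stage thinned, the E6 shares were 15.1% of muscle-like cells (11.7 to 19.1%) and 3.23% of the other types (0.393 to 11.2%), and the E4 intervals of both groups overlapped.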

In parallel, we identified a subpopulation of cells co-expressing, at the cellular level, at least one CT-marker (among *PRRX1*^38^, *PDGFRA*^39^*, TWIST2*^40^, *OSR1*^15^ and *SCX*^31^) and one muscle marker (among *PAX7, MYF5, MYOD* and *MYOG*) (Supplementary Fig. 8a). The size of this dual CT/muscle (CT/M) population increased from 0.5% of limb cells at E4 to reach 4% of limb cells at E6 and was maintained at 3.3% at E10 (Fig. 4b). 

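CT/M cells, with at least 1 UMI of a CT marker and at least 1 UMI of a muscle marker, were 25 of 4849 cells at E4. This is 0.516% of the limb cells (0.334 to 0.760%). At E6 they were 146 cells, or 3.81% (3.23 to 4.47%), and at E10 they were 729 cells, or 3.11% (2.89 to 3.34%). With all cells thinned to 600 UMIs, no CT/M cell remained at E4, which allows a share of up to 0.0760%. The thinned share was 0.778% at E6 (0.522 to 1.12%) and 0.933% at E10 (0.809 to 1.07%). Over 20 random draws, the thinned share ranged from 0 to 0.0619% at E4, from 0.456 to 0.805% at E6 and from 0.818 to 1.04% at E10. The rise from E4 to E6 was thus larger than the counting error at equal UMIs, and a fall from E6 to E10 was not seen. Among the alternatives, thinning moved the share most at E4 and E6, and a minimum of 2000 UMIs per cell moved it most at E10, to 9.37% (8.26 to 10.6%). With 2 UMIs required for each list, it was 0.0412% at E4, 1.07% at E6 and 0.290% at E10. The share of all cells with a muscle marker UMI rose from 1.22% at E4 to 9.66% at E6 and 20.7% at E10. Among the cells with a muscle marker UMI, CT/M cells were 42.4% at E4 (29.6 to 55.9%), 39.5% at E6 (34.4 to 44.6%) and 15.0% at E10 (14.0 to 16.0%).

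**Figure D1:**
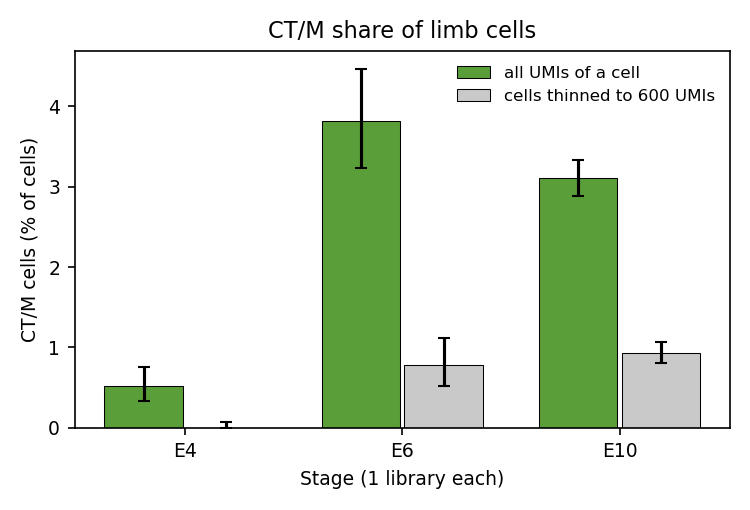
CT/M cells as a percentage of the limb cells at each stage, with all UMIs of a cell (green) and with cells thinned to 600 UMIs (grey). Bars show 1 library each and error bars show exact binomial 95% intervals. The share rises from 0.516% at E4 to 3.81% at E6 with all UMIs, and from 0% to 0.778% after thinning.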

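At E10, a MYOG UMI was found in 958 cells, with a median of 1403 UMIs, and 111 of them also had a UMI of a CT marker. The dual share of MYOG+ cells was 11.6% (9.63 to 13.8%). Among endothelial-, blood- and ectoderm-like cells of this library, which should lack the CT markers, 11.1% had a CT marker UMI (9.02 to 13.6%, median 1094 UMIs). The dual share of MYOG+ cells was thus at the level of these cell types for the 5 markers together. Of the MYOG+ cells, 851 lay in muscle-like and 88 in CT-like clusters. Of all CT-like cells, 64.9% had a CT marker UMI. The dual share thus mixes muscle-like and CT-like cells, and that of the muscle-like MYOG+ cells alone was not computed. With all cells thinned to 600 UMIs, the dual share was 5.48% of 529 MYOG+ cells (3.70 to 7.78%), against 7.00% in the same other cell types (5.20 to 9.17%). By type, it was 10.7% of blood-like (7.49 to 14.7%), 3.14% of ectoderm-like (1.36 to 6.09%) and 5.69% of endothelial-like cells (2.32 to 11.4%). The dual share was above none of these types beyond the counting error. PRRX1 alone was found at 600 UMIs in 2.46% of MYOG+ cells (1.31 to 4.17%) and in 2.62% of the other cell types (1.56 to 4.12%), and with all UMIs in 6.89% (5.37 to 8.68%) and 4.61% (3.25 to 6.32%). As a share of the MYOG+ cells, the dual cells were thus not above background, which does not exclude CT marker expression in a part of them. Removal of 22.0% of the cells by Scrublet score, the doublet share expected from the number of called cells, lowered the dual share to 9.07% (7.26 to 11.2%).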

At E10, 11% of the MYOG+ myoblasts had a dual phenotype signature, which is consistent with the 9.5% of MYOG+ myoblasts that were not somite-derived in our quail-chick grafting experiments (Fig. 1h). We found that quantifications from the scRNAseq analysis were lower compared to those of the mouse genetic lineage tracing experiments. For example, at E10, 1.6% of PAX7+ cells were PAX7+/OSR1+ dual cells compared to 4.5% in the *Osr1*^*CreERT2*^:*Pax7*^*GFP*^ mouse embryos at E15.5 (Fig. 3m). This was expected as in the latter, the analysis is based on lineage history whereas contemporary expression was examined in the transcriptome analysis. 

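An OSR1 UMI was found in 32 of the 2053 cells with a PAX7 UMI at E10 (median 1451 UMIs), a share of 1.56% (1.07 to 2.19%). In endothelial-, blood- and ectoderm-like cells, 11 of 781 cells had an OSR1 UMI, a share of 1.41% (0.705 to 2.51%, median 1094 UMIs). The share in PAX7+ cells did not rise above this background beyond the counting error. The corresponding share of CT-like cells was 10.8% (10.3 to 11.3%). After thinning, 4 of 1027 PAX7+ cells had an OSR1 UMI, or 0.389% (0.106 to 0.994%). At E6, an OSR1 UMI was found in 11 of 183 PAX7+ cells, or 6.01% (3.04 to 10.5%). In endothelial-, blood- and ectoderm-like cells of E6 it was found in 1 of 85 cells, or 1.18% (0.0298 to 6.38%), and the intervals overlapped. With E6 cells thinned to 900 UMIs, it was found in 0 of 55 PAX7+ cells (0 to 6.49%). At E4, an OSR1 UMI was found in 0 of 41 PAX7+ cells (0 to 8.60%).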

CT and M scores were calculated as the corrected average expression levels of the CT and muscle markers, respectively (Supplementary Table 1) and plotted for each cell grouped by its CT, CT/M or M identity (Fig. 4c). Except at E4 when the CT score was the same for the CT and CT/M populations, the CT/M cells exhibited intermediate CT and M scores, compared to those of cells with a strict CT or muscle identity (Fig. 4c), pointing to a hybrid CT/muscle identity. 

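CT and M scores were computed with AddModuleScore from the genes of Supplementary Table 1 for the stage. A score is the mean log-normalised level of the marker genes minus that of random genes of similar level, so differences are given and not ratios. At E4, the mean CT score was 0.222 in CT cells (SD 0.0562 over cells), 0.224 in CT/M cells (SD 0.0707) and 0.176 in M cells (SD 0.0388). At E6, it was 0.157 in CT cells (SD 0.0538), 0.104 in CT/M cells (SD 0.0594) and 0.0578 in M cells (SD 0.0460). At E10, it was 0.146 in CT cells (SD 0.0607), 0.0402 in CT/M cells (SD 0.0865) and -0.0325 in M cells (SD 0.0350). The mean M score of CT/M cells exceeded that of CT cells by 0.194 at E4, 0.289 at E6 and 0.0670 at E10. It differed from that of M cells by -0.175 at E4, -0.0935 at E6 and -0.0481 at E10. The mean CT/M score lay between those of CT and M cells for both scores at E6 and E10, and for the M score at E4. Without the 9 defining genes, the M score of CT/M cells still exceeded that of CT cells by 0.283 at E6 and 0.0633 at E10. Without the genes listed as both CT and muscle markers, the CT score of the E4 CT/M cells differed from that of CT cells by -0.0345, and all 3 stages were then intermediate for both scores.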

The analysis of genes differentially expressed in the CT/M population versus the combined CT and muscle populations showed that these CT/M cells did not express specific genes other than CT markers or muscle markers (Supplementary Table 2, gene examples in Fig. 4d). 

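UMIs were summed over the 25, 146 and 729 CT/M cells and compared with those of the combined CT and M cells. SLIT1 (ENSGALG00000042871), shown in Fig. 4d for E4, had a level of 46.1 CPM in CT cells, 409 CPM in CT/M cells and 875 CPM in M cells. At E6, FGFR4 (ENSGALG00000028543) had 6.69, 494 and 627 CPM in these identities, and CDH11 (ENSGALG00000039985) had 858, 283 and 74.3 CPM. At E10, C1QTNF3 (ENSGALG00000027887) had 42.3, 1143 and 1565 CPM, and COL3A1 (ENSGALG00000035584) had 2969, 953 and 67.7 CPM. The CT/M levels of these 5 genes lay between those of the CT and M cells. Among genes other than the 9 defining ones, the largest log2 ratios at E4 were those of LMO4, CDV3, ALDOC, TARDBP and HIST1H103, from 0.55 to 0.81, and the lowest were those of TWIST1, CRABP-I, XPO1, ID1 and PTN, from -1.21 to -0.71. At E6, GRIA2, FGFR4, PDGFA and C1QTNF3 were among those with the largest ratios, from 2.54 to 3.23, and CHODL, MSX1, PTN, LRRC17 and BNC2 had the lowest, from -2.57 to -1.93. At E10, HBE1, ACTA2, EN2, HBM and MYH1D had the largest ratios, from 1.59 to 2.54. FABP5, EFEMP1, ENSGALG00000041346, SPON1 and ADGRG2 had the lowest, from -1.84 to -1.56. A level at least 1.5 times the larger of the CT and M levels, with an interval above it and at least 50 UMIs, was reached by no gene at E4. There, 50 UMIs are 426 CPM in CT/M cells, so genes below this level could not pass. At E6 the limit was reached by GXYLT1, ENSGALG00000050309, ROBO1, RRBP1, RF00100 and KPNA2, at 1.51 to 1.81 times the larger level. Of these 6, ENSGALG00000050309 is a CT marker of E6 in Supplementary Table 1, GXYLT1 a CT marker of E4 and KPNA2 a muscle marker of E10, and the other 3 are on none of its lists. At E10 it was reached by the haemoglobin genes HBE1, HBM, HBA1 and HBBA and by ACTA2, at 2.23 to 5.46 times. Of the E10 CT/M cells, 24 lay in clusters not named CT-like or muscle-like, 8 of them in the unnamed cluster. CT and M cells leave these clusters out by definition. Without the 24 cells, these 5 genes lay at 0.687 to 1.45 times the larger level, and none reached the limit.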

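No cluster was made up of CT/M cells at any stage. The highest share of CT/M cells in a cluster was 11.4% at E4 (6.05 to 19.1%), in the muscle-like cluster of 105 cells. At E6 it was 27.6% (22.8 to 32.8%), in a muscle-like cluster of 326 cells led by C1QTNF3, MYF5 and PAX7. At E10 it was 8.70% (4.84 to 14.2%), in a muscle-like cluster of 161 cells led by genes of the contractile apparatus. CT-like clusters held 52.0% of the CT/M cells at E4 (31.3 to 72.2%), 21.2% at E6 (14.9 to 28.8%) and 36.9% at E10 (33.4 to 40.5%). Muscle-like clusters held 48.0% at E4 (27.8 to 68.7%), 78.1% at E6 (70.5 to 84.5%) and 59.8% at E10 (56.1 to 63.4%). The other cell types held 1 CT/M cell at E6 and, at E10, between 0.274 and 1.10% of the CT/M cells each where they held any.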

As a consequence, the CT/M population does not cluster but rather is included in the CT and muscle clusters (Fig. 4e). 

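At E10, the 269 CT/M cells of the CT-like clusters had a mean CT score of 0.131 (SD 0.0577) and a mean M score of 0.0472 (SD 0.0373). The 436 CT/M cells of the muscle-like clusters had a mean CT score of -0.0181 (SD 0.0375) and a mean M score of 0.131 (SD 0.0652). At E6, the mean M score was 0.0849 (SD 0.0859) in the 31 CT/M cells of the CT-like clusters and 0.375 (SD 0.112) in the 114 CT/M cells of the muscle-like clusters. Their mean CT scores were 0.157 (SD 0.0511) and 0.0903 (SD 0.0535). At E4, the 13 CT/M cells of the CT-like clusters had a mean CT score of 0.269 (SD 0.0674), and the 12 of the muscle-like cluster had a mean CT score of 0.174 (SD 0.0288).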

CT/M cells with a high CT score are found within CT clusters, while those with a high M score are found within the muscle clusters (Supplementary Fig. 8b). Another interesting feature is that CT markers were systematically downregulated (except at E4) and muscle markers were systematically upregulated in the CT/M cells (Supplementary Table 2). This bi-phasic expression profile suggests that the CT/M cells were in transit from a CT identity to a muscle identity. 

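The direction of the log2 CPM ratio of CT/M cells to combined CT and M cells was that of Supplementary Table 2 for 37 of 37 listed genes at E6 and for 10 of 10 at E10. The 13 listed CT markers of E6 had a median log2 ratio of -1.42, from -1.93 to -0.59. The 20 listed muscle markers had a median of 2.06, from 0.46 to 3.54. At E10, the 7 listed CT markers had a median of -0.98 and the 3 listed muscle markers a median of 1.39. The CT/M level lay between the CT and the M level for 36 of the 37 genes at E6 and for 9 of the 10 genes at E10. The study chose these lists on the same libraries. Over all CT markers of Supplementary Table 1 that were counted, without the 9 defining genes and genes of both lists, the median log2 ratio was -0.42 at E6 (131 genes, 91 of them lower) and -0.72 at E10 (141 genes, 134 lower). Over the muscle markers it was 1.53 at E6 (37 genes, all higher) and 0.28 at E10 (105 genes, 88 higher). CT/M cells held a larger share of muscle-like cells than the combined CT and M cells did. Non-dual cells mixed in the cluster proportions of the CT/M cells gave medians of -0.70 for the CT markers and 1.86 for the muscle markers at E6, and of -0.68 and 0.30 at E10.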

At E4, CT markers are not yet downregulated and M markers are already upregulated in CT/M cells (Supplementary Table 2), suggesting that the transition process starts before E6 by the upregulation of muscle markers followed by a subsequent downregulation of CT markers in the CT/M cells.

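At E4, all 10 genes of Supplementary Table 2 were higher in CT/M cells than in the combined CT and M cells, with a median log2 ratio of 2.73 (from 2.07 to 6.66). The CT/M level lay between the CT and M levels for 9 of them. The lowest of these ratios was 2.07 and belonged to a gene listed as a marker of both kinds. Among CT markers of Supplementary Table 1 without the 9 defining genes, 21 had enough UMIs, and their median log2 ratio was -0.03, with 9 genes higher and 12 lower. The 6 muscle markers counted had a median of 0.31 and were all higher. The non-dual cells of the same clusters gave medians of 0.04 for the CT markers and 0.31 for the muscle markers. The E4 values rest on 117292 UMIs of 25 cells.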

**Fig. 4:**
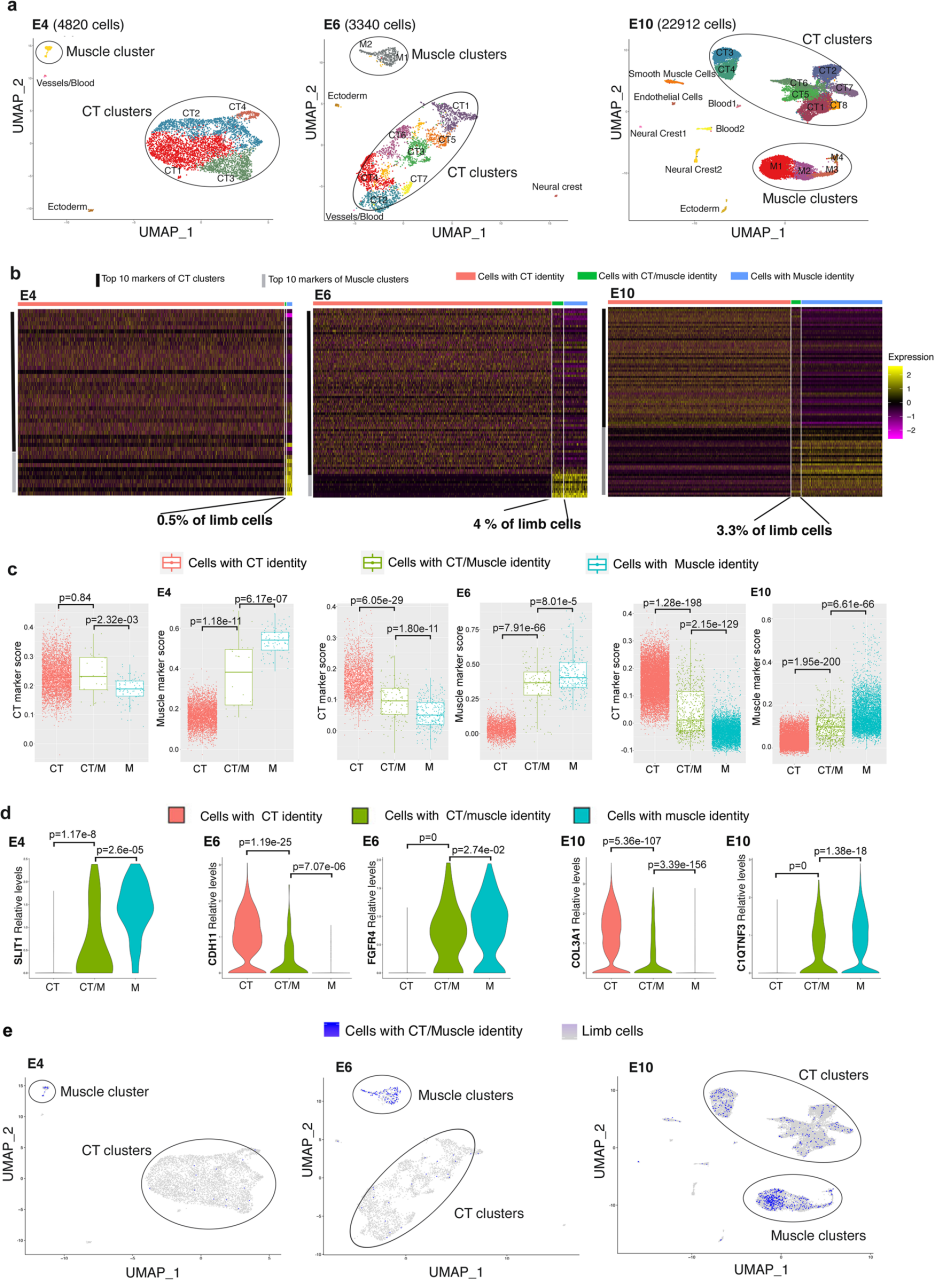
Identification of a cell population displaying a dual muscle/CT transcriptional identity in chicken limb cells at foetal stages. **a** UMAP plots showing the whole-limb clustered populations with their respective number of cells at E4 (4820 cells), E6 (3340 cells) and E10 (22912 cells). **b** Heatmaps showing the relative expression of the top 10 markers for each CT and muscle clusters in cells grouped by their identity CT (red), CT/M (green) or M (blue) at E4, E6 and E10. Upregulated genes in yellow, downregulated genes in purple. CT/M identity labels 0.5% of limb cells at E4, 4.0% of limb cells at E6 and 3.3% of limb cells at E10. **c** Standard box plots showing the CT and M scores in cells grouped by their CT (red), CT/M (green) or M (blue) identity at E4, E6 and E10. The lower and upper hinges correspond to the first and third quartiles (the 25th and 75th percentiles). The upper whisker extends from the hinge to the largest value no further than 1.5 * IQR from the hinge (where IQR is the inter-quartile range). The lower whisker extends from the hinge to the smallest value at most 1.5 * IQR of the hinge. The statistical test used is the two-sided Wilcoxon rank sum-test. Sample size: *n* = 4758 cells from two E4 embryos, 3268 cells from three E6 embryos and 21256 cells from three E10 embryos. The exact *p*-values are indicated on the box plots. **d** Violin plots showing Log-normalised expression levels of representative CT markers (CDH11 at E6, COL3A1 at E10) and muscle markers (SLIT1 at E4, FGFR4 at E6, C1QTNF3 at E10) in cells grouped by their CT (red), CT/M (green) or M (blue) identity. The statistical test used is the two-sided Wilcoxon rank sum-test. Sample size, *n* = 4758 cells from two E4 embryos, 3268 cells from three E6 embryos and 21256 cells from three E10 embryos. The exact *p*-values are indicated on the violin plots. **e** Feature plots showing the distribution of cells with a CT/M identity (in blue) across whole-limb clustered populations (in grey) at E4, E6 and E10.

Among CT markers, *PRRX1* was expressed in the majority of CT/M cells at all stages (85% of CT/M cells at E4, 72% at E6 and 66% at E10). 

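PRRX1 UMIs were found in 21 of 25 CT/M cells at E4, or 84.0% (63.9 to 95.5%), in 104 of 146 at E6, or 71.2% (63.2 to 78.4%), and in 483 of 729 at E10, or 66.3% (62.7 to 69.7%). A CT/M cell holds a UMI of at least 1 of 5 CT markers by definition, so these shares state which of the markers was detected. The share of all CT-like cells with a PRRX1 UMI was 90.4% at E4 (89.5 to 91.2%) and 33.4% at E10 (32.7 to 34.2%). Muscle-like cells had a PRRX1 level of 37.9 CPM at E4 (23.1 to 58.5), 152 CPM at E6 (132 to 175) and 66.9 CPM at E10 (61.8 to 72.3). Endothelial-, blood- and ectoderm-like cells had 61.0 CPM at E4 (34.1 to 101), 71.0 CPM at E6 (36.7 to 124) and 46.4 CPM at E10 (34.3 to 61.3). The ratio of these levels was 2.14 at E6 (1.20 to 4.21) and 1.44 at E10 (1.08 to 1.97), and it did not differ from 1 beyond the counting error at E4. At equal UMIs, the intervals of the PRRX1+ shares of both groups overlapped at E6 and E10.

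**Figure D2:**
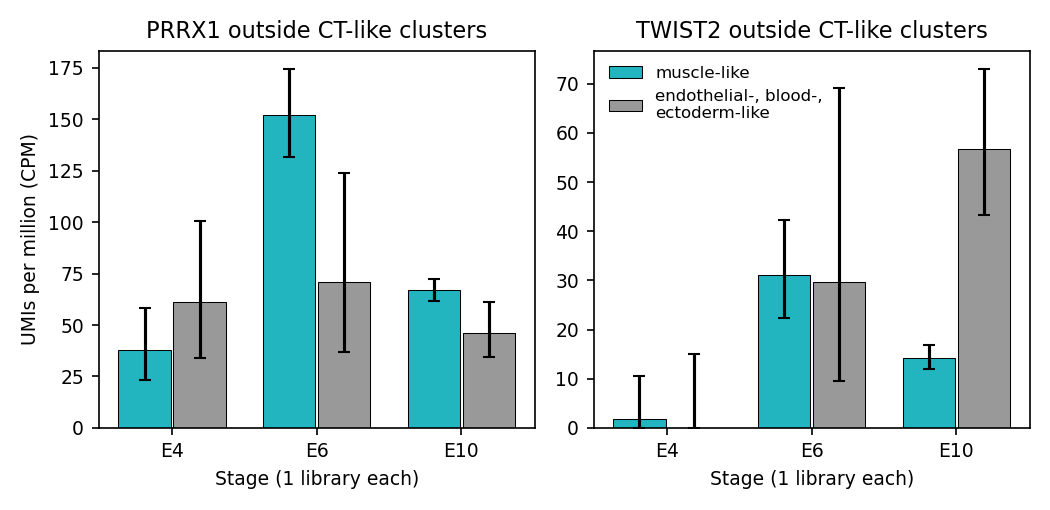
PRRX1 and TWIST2 levels (CPM) in muscle-like cells (blue) and in endothelial-, blood- and ectoderm-like cells (grey) at each stage. Bars show 1 library each and error bars exact Poisson 95% intervals. PRRX1 is higher in muscle-like cells at E6 (152 against 71.0 CPM) and E10 (66.9 against 46.4 CPM), and TWIST2 is lower in them at E10 (14.2 against 56.8 CPM).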

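A PRRX1 UMI was found in 4250 of 4849 cells at E4, or 87.6% of all limb cells (86.7 to 88.6%). The share was 57.0% at E6 (55.4 to 58.6%) and 25.0% at E10 (24.4 to 25.5%). With all cells thinned to 600 UMIs, it was 52.1% at E4 (50.6 to 53.5%), 33.8% at E6 (32.2 to 35.3%) and 16.2% at E10 (15.7 to 16.7%). The PRRX1 level over all cells was 1469 CPM at E4, 929 CPM at E6 and 368 CPM at E10. In CT-like cells alone, it was 1528 CPM at E4 (1511 to 1546), 1092 CPM at E6 (1069 to 1115) and 539 CPM at E10 (528 to 551). In CT/M cells, it was 750 CPM at E4 (602 to 924), 504 CPM at E6 (443 to 570) and 548 CPM at E10 (507 to 591). CT/M cells are chosen for a CT marker UMI, most often of PRRX1, which raises their level by definition, so it cannot be set against that of CT-like cells.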

The fraction of *PRRX1+* cells among CT/M cells was maintained at 66%, while the fraction of *PRRX1+* cells among all limb cells dropped with time from 88% at E4 to 25% at E10 (Supplementary Fig. 8c), suggesting that *PRRX1* expression is actively maintained in CT/M cells. This is consistent with the contribution of *Prrx1* lineage to mouse postnatal muscles^41^ (Yaseen Badarneh et al., back-to-back submission). *TWIST2* was also expressed in CT/M cells (15% at E4, 25% at E6 and 29.5% at E10), indicating that a TWIST2 cell population contributes to developmental muscles in addition to adult skeletal muscles as previously described^40^. 

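TWIST2 UMIs were found in 4 of 25 CT/M cells at E4, or 16.0% (4.54 to 36.1%), in 40 of 146 at E6, or 27.4% (20.3 to 35.4%), and in 212 of 729 at E10, or 29.1% (25.8 to 32.5%). The share of CT-like cells with a TWIST2 UMI was 30.7% at E4 (29.4 to 32.0%), 39.9% at E6 (38.3 to 41.6%) and 31.4% at E10 (30.7 to 32.2%). In muscle-like cells, a TWIST2 UMI was found in 6.40% at E6 (4.26 to 9.17%) and in 1.57% at E10 (1.29 to 1.90%, median 1289 UMIs). In endothelial-, blood- and ectoderm-like cells the shares were 3.53% at E6 (0.734 to 9.97%) and 5.38% at E10 (3.90 to 7.20%, median 1094 UMIs). The share of muscle-like cells was not above this background at E10, and at E6 the intervals overlapped. OSR1 was found in 14.8% of the E10 CT/M cells (12.3 to 17.6%), PDGFRA in 6.72% (5.01 to 8.79%) and SCX in 6.45% (4.78 to 8.48%).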

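Among CT/M cells, PAX7 UMIs were found in 56.0% at E4 (34.9 to 75.6%), 47.9% at E6 (39.6 to 56.4%) and 42.7% at E10 (39.0 to 46.3%). MYOD1 UMIs were found in 36.0% at E4 (18.0 to 57.5%), 56.8% at E6 (48.4 to 65.0%) and 57.6% at E10 (53.9 to 61.2%). The share with a MYOG UMI was 10.3% at E6 (5.87 to 16.4%) and 15.2% at E10 (12.7 to 18.0%). At E4, MYOG was found in 0 of 25 CT/M cells (0 to 13.7%) and in 0 of 105 muscle-like cells (0 to 3.45%). MYF5 was found in 20.0% of CT/M cells at E4 (6.83 to 40.7%), 31.5% at E6 (24.1 to 39.7%) and 4.66% at E10 (3.25 to 6.46%). In muscle-like cells, MYOD1 was found in 1 of 105 cells at E4, or 0.952% (0.0241 to 5.19%), and in 45.5% at E6 (40.7 to 50.4%). All 9 E4 CT/M cells with a MYOD1 UMI lay in CT-like clusters. In the muscle-like clusters of E10, PAX7 was found in 28.7% of cells (27.7 to 29.8%), MYOD1 in 39.8% (38.6 to 40.9%) and MYOG in 12.6% (11.8 to 13.4%). Of the endothelial-, blood- and ectoderm-like cells of E10, 2.30% had a PAX7 UMI, 2.05% a MYOD1 UMI and 1.15% a MYOG UMI.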

The myogenic markers, *PAX7* and *MYOD1* showed similar distributions in CT/M cells, as a majority of CT/M cells expressed *PAX7* (42–57%) and *MYOD1* (36–57%), while much fewer cells expressed *MYOG* (10–15%). These observations are suggestive of an immature state of these CT/M cells (Supplementary Fig. 8c).

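The median CT/M cell held 4376 UMIs at E4, 3407 at E6 and 1528 at E10. The median CT cell held 3638, 2190 and 1058 UMIs, and the median M cell 4854, 2830 and 1266 UMIs. The CT/M cells were thus the deepest identity at E6 and E10. Doublets of a CT-like and a muscle-like cell drawn at random would hold about equal parts of both. In CT/M cells of the muscle-like clusters, the UMIs of other CT markers of Supplementary Table 1 lay 22.4% of the way from non-dual muscle-like to CT-like cells at E6 (19.2 to 25.7%) and 6.29% of the way at E10 (5.80 to 6.79%). In CT/M cells of the CT-like clusters, the UMIs of other muscle markers lay 10.1% of the way to muscle-like cells at E6 (6.72 to 13.7%) and 11.1% at E10 (9.42 to 12.8%). Simulated doublets lay 43.1% of the way at E4, 45.2% at E6 and 43.7% at E10 for the CT markers, and 55.3%, 56.7% and 54.6% of the way to muscle-like cells for the muscle markers. They were random pairs that were neither clustered nor filtered by Scrublet, unlike the CT/M cells, so doublets of unequal parts are not excluded. From the intermediate CT and M scores, the paper proposes that CT/M cells have a hybrid identity. From their lower CT markers and higher muscle markers, it proposes that they were in transit from a CT to a muscle identity. Since CT markers are not yet lower at E4, it proposes that muscle markers rise first. It concludes that the cells are in transit between a CT phenotype and a muscle fate. The data are snapshots of 3 stages. For a conversion before fusion, the paper's discussion lists PAX7+ cells of Scx or Osr1 lineage in mouse limbs, the dual cells, and the effect of BMP signalling on the balance between muscle and CT fate.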

From this scRNAseq analysis, we conclude that limb cells exhibit a small population with a CT fibroblast/myogenic signature that is in transit between a CT phenotype and a muscle fate.

### BMP signalling promotes a fibroblast-to-myoblast conversion

Cell communication signals, acting through secreted ligands, govern a multitude of cell-fate choices during development and postnatal life. To explore the mechanisms underlying the fibroblast-to-myoblast switch we examined which signalling pathways were enriched in the CT/M cells. *ID* genes are recognised transcriptional readouts of BMP activity^42^. 

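ID1 (ENSGALG00000034661), ID2 (ENSGALG00000035016) and ID3 (ENSGALG00000035317) levels were computed from the summed UMIs of an identity. At E4, ID1 had a level of 454 CPM in CT cells (444 to 463), 273 CPM in CT/M cells (187 to 385) and 189 CPM in M cells (152 to 233). ID2 had 343, 247 and 119 CPM in these identities, and ID3 had 258, 307 and 432 CPM. At E6, ID1 had 276, 309 and 198 CPM. ID2 had 481 CPM in CT cells (466 to 497), 399 CPM in CT/M cells (346 to 459) and 291 CPM in M cells. ID3 had 315, 476 and 441 CPM. At E10, ID1 had 140, 129 and 129 CPM, ID2 had 339, 274 and 182 CPM, and ID3 had 237, 265 and 194 CPM. The level in CT/M cells was at or above that in the other identity in 11 of 18 comparisons over the 3 genes and stages. It was at or above CT cells in 4 of 9 and at or above M cells in 7 of 9. ID1 at E10 counts as below M cells, at 128.65 against 128.67 CPM, with overlapping intervals. In 6 of the 11 the intervals did not overlap, 5 of them against M cells. It was below in 7, and in 3 of these, all against CT cells, the intervals did not overlap.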

*ID1*, *ID2* and *ID3* genes were expressed at a similar or greater level in CT/M cells compared to CT and M cells (Fig. 5a). In addition, the fraction of *ID+* cells was significantly higher in CT/M cells versus CT and M cells at E6 and E10 (Fig. 5b). 

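A UMI of ID1, ID2 or ID3 was found in 86% of CT cells (84.9 to 87.0%), 80.0% of CT/M cells (59.3 to 93.2%) and 83.9% of M cells (74.8 to 90.7%) at E4. At E6 the shares were 72.3% of CT cells (70.8 to 73.9%), 89.0% of CT/M cells (82.8 to 93.6%) and 75.3% of M cells (70.1 to 80.0%). At E10 they were 45.2% of CT cells (44.4 to 46.0%), 53.1% of CT/M cells (49.4 to 56.8%) and 37.8% of M cells (36.6 to 39.0%). The CT/M cells of E6 and E10 are also those with the most UMIs. With all E6 cells thinned to 900 UMIs, the shares were 51.2% of CT cells (49.4 to 53.1%), 55.7% of CT/M cells (47.1 to 64.1%) and 53.6% of M cells (47.5 to 59.6%). These differences were within the counting error. With E10 cells thinned to 600 UMIs, the shares were 30.5% of CT cells (29.7 to 31.3%), 29.1% of CT/M cells (25.8 to 32.6%) and 22.5% of M cells (21.5 to 23.6%). The thinned share of CT/M cells at E10 was above that of M cells and did not differ from that of CT cells. At E4, thinned to 2200 UMIs, the shares were 75.6% of CT cells, 68.0% of CT/M cells and 67.8% of M cells.

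**Figure D3:**
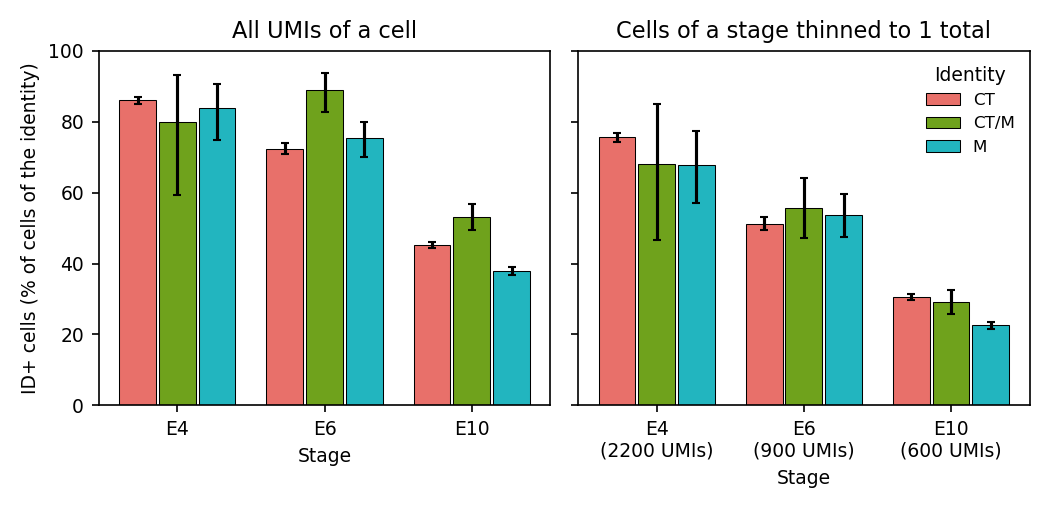
Cells with a UMI of ID1, ID2 or ID3 as a percentage of the CT, CT/M and M cells of each stage, with all UMIs of a cell and with the cells of a stage thinned to 1 number of UMIs. Bars show 1 library each and error bars exact binomial 95% intervals. At E10 the CT/M share is 53.1% against 45.2% of CT cells with all UMIs, and 29.1% against 30.5% after thinning.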

Consistently, *ID2* expression was enriched at the CT/muscle interface, labelled with *SCX* expression in E6 chicken limbs (Fig. 5c, d). The nuclear location of pSMAD1/5/9, another readout of active BMP, was increased at the periphery of dorsal and ventral muscle masses close to sites of *BMP4* expression (Fig. 5e–h) and at muscle tips (Fig. 5i) at E6. By the time the muscle pattern was fully set, i.e. between E7 and E9, *ID2* transcripts and pSMAD1/5/9 were observed at the tips of myotubes (myosins+) close to tendons on longitudinal or transverse sections (Fig. 5j–n). Interestingly, in our quail-chick grafting experiments, we detected 2 populations of pSMAD1/5/9+ myonuclei at muscle tips, one somite-derived (yellow arrows in Fig. 6) and one non-somite-derived (white arrows in Fig. 6) at both E6 and E9. This is reminiscent of the two distinct myonucleus populations recently identified in adult mouse muscles at the myotendinous junction, with one of them being enriched in CT-associated collagen genes^43^. Thus, our findings support the notion that myonuclei with a fibroblast signature could be of CT origin. Altogether, these results show the existence of a BMP-responsive population with a dual CT/muscle identity that could correspond to the fibroblast-derived myogenic cells found at the CT/muscle interface.

**Fig. 5:**
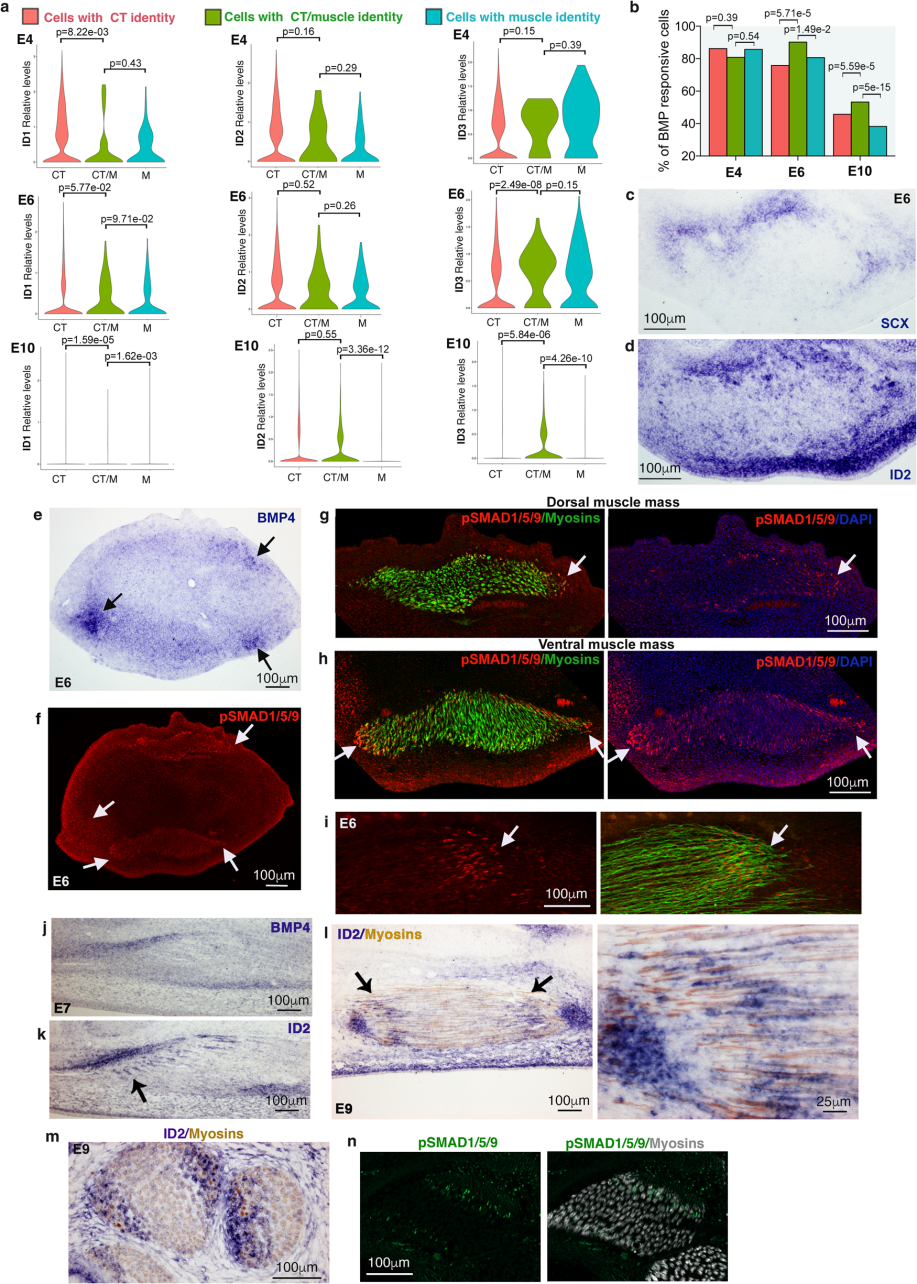
BMP signalling is active in cells displaying a CT/M transcriptional identity and in cells at the muscle/tendon interface in chicken limbs. **a** Violin plots showing Log-normalised expression levels of *ID1*, *ID2* and *ID3* genes in cells grouped by their CT (red), CT/M (green) or M (blue) identity at E4, E6 and E10. The statistical test used is a two-sided Wilcoxon rank sum-test; Sample size: *n* = 4758 cells from two E4 embryos, 3268 cells from three E6 embryos and 21256 cells from three E10 embryos. The exact *p*-values are indicated on the violin plots. **b** Bar plot showing the percentage of cells expressing *ID* genes in CT (red), CT/M (green) or M (blue) cells at E4, E6 and E10. The statistical test used is the two-sided Fisher’s exact test. Sample size: *n* = 4758 cells from two E4 embryos, 3268 cells from three E6 embryos and 21256 cells from three E10 embryos. The exact *p*-values are indicated on the graphs. **c**, **d** Focus on ventral limb muscle masses from adjacent and transverse limb sections of E6 chicken embryos hybridised with SCX (**c**) and ID2 (**d**) probes. **e**, **f** Transverse adjacent limb sections of E6 chicken embryos were hybridised with BMP4 probe (**e**) and immunostained with pSMAD1/5/9 antibody (red) (**f**). **e**, **f** Arrows point to BMP4 and pSMAD1/5/9 expression spots. **g**, **h** High magnification of dorsal (**g**) and ventral (**h**) limb muscle masses immunostained with pSMAD1/5/9 (red) and MF20 (myosins, green) antibodies and counterstained with DAPI, arrows point to pSMAD1/5/9 expression spots at muscle periphery. **i** Longitudinal view of a muscle labelled with pSMAD1/5/9 (red) and MF20 (myosins, green) antibodies, arrows point to pSMAD1/5/9 enriched expression at muscle tips. **j**, **k** Adjacent and longitudinal limb sections of E7 chicken embryos hybridised with BMP4 (**j**) or ID2 (**k**) probes (blue staining), arrow points to *ID2* expression at muscle tips close to tendons (labelled with *BMP4* and *ID2* transcripts). **l** Longitudinal muscle sections of E9 chicken hybridised with ID2 probe (blue) and immunostained with MF20 antibody (myosins, brown). The arrow points to *ID2* expression at muscle tips. High magnification of one muscle tip. **m** Transverse limb sections of E9 chicken embryos were hybridised with ID2 probe (blue) and immunostained with MF20 (myosins, brown) antibody. Focus on dorsal limb muscles. **n** Transverse limb sections of E9 chicken embryos immunostained with pSMAD1/5/9 (green) and MF20 (myosins, grey) antibodies. Focus on dorsal limb muscles.

**Fig. 6:**
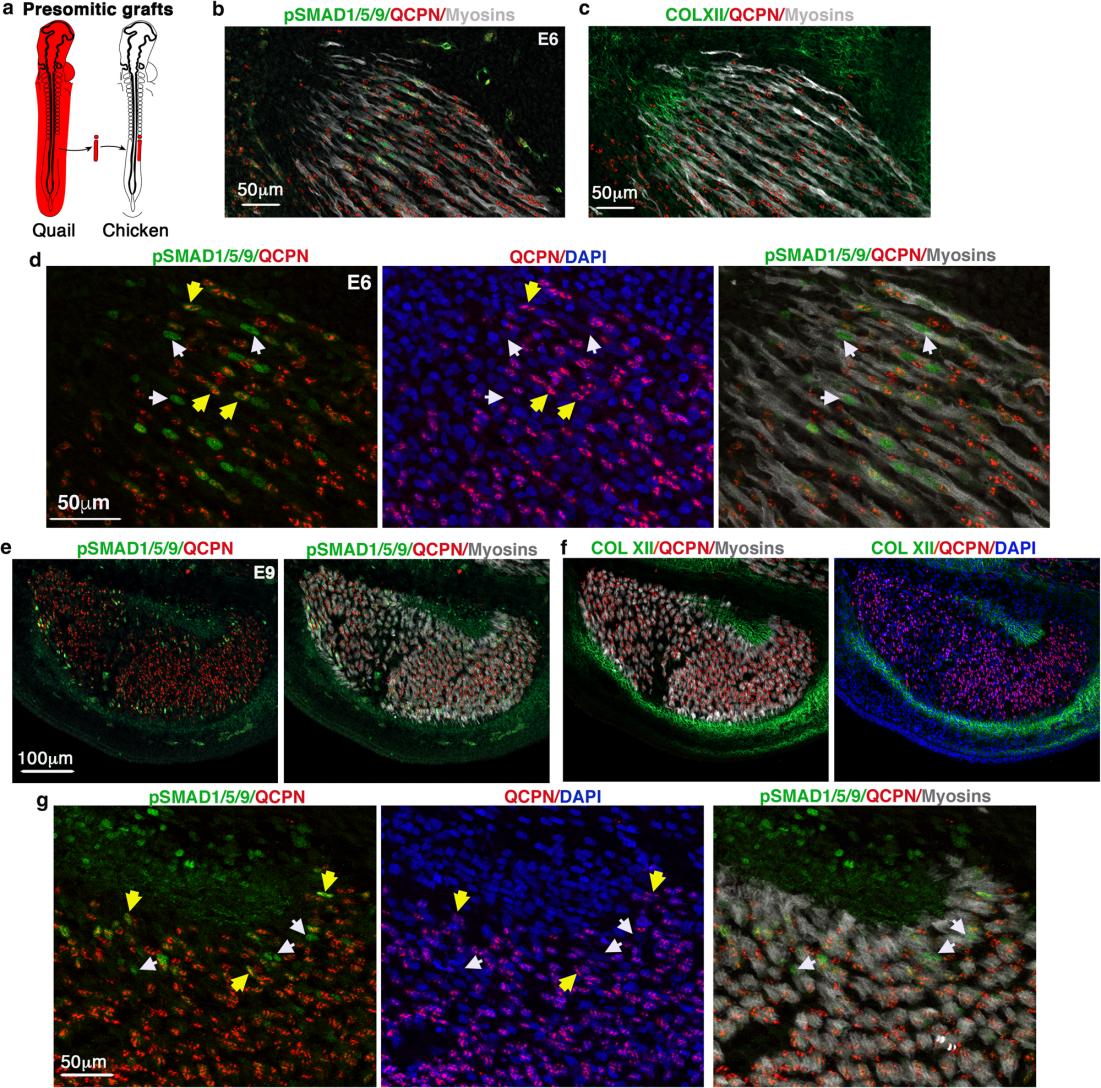
PSMAD1/5/9+ myonuclei label two myonucleus populations of distinct embryological origins at muscle tips. **a** Schematic of isotopic presomitic mesoderm grafts from quail to chicken embryos. **b** Longitudinal view of a limb muscle from E6 chimera labelled with pSMAD1/5/9 (green), QCPN (quail nuclei, red) and MF20 (myosins, grey) antibodies, with a focus on muscle tips. **c** Adjacent section to **b** labelled with COLXII (tendon, green), QCPN (quail nuclei, red) and MF20 (myosins, grey) antibodies. **d** Focus on muscle tips, labelled with pSMAD1/5/9 (green), QCPN (quail nuclei, red) and MF20 (myosins, grey) antibodies, combined with DAPI (blue). White arrows point to pSMAD1/5/9+ myonuclei (green) that are not of quail origin (QCPN−), while yellow arrows point to pSMAD1/5/9+ myonuclei (green) that are of quail origin (QCPN+, red). **e** Transverse view of the FCU muscle from E9 chimera labelled with pSMAD1/5/9 (green), QCPN (quail nuclei, red) and MF20 (myosins, grey) antibodies. **f** Adjacent section to **e** labelled with COLXII (tendon, green), QCPN (quail nuclei, red) and MF20 (myosins, grey) antibodies, combined with DAPI. **g** Focus on muscle tips. White arrows point to pSMAD1/5/9+ myonuclei (green) that are not of quail origin (QCPN−), while yellow arrows point to pSMAD1/5/9+ myonuclei (green) that are of quail origin (QCPN+, red).

Based on BMP activity in this junctional cell population in chicken limbs (Fig. 5), we hypothesised that BMP signalling would be involved in the recruitment of a subpopulation of CT fibroblasts towards a muscle fate. To test the ability of BMP signalling to control a fibroblast-to-myoblast conversion, we modified BMP activity in chicken limbs and assessed the consequences for PAX7+ myogenic progenitors and TCF4 + CT fibroblasts (Fig. 7a–i). Exposure of chicken limbs to retroviral-BMP4 led to an increase in the number of PAX7+ muscle progenitors (Fig. 7e, f) as previously observed^23^. However, consistent with the cell-fate conversion hypothesis, the increase of PAX7+ progenitors occurred at the expense of TCF4+ fibroblasts (Fig. 7i) with no change in the total cell number (Fig. 7g, h). Moreover, no change in the proliferation rate of PAX7+ cells was observed upon BMP4 exposure in chicken limbs (Supplementary Fig. 9a–g). This abnormal increase in PAX7+ cells led to muscle patterning defects, such as muscle splitting defects visualised by the fusion of individual muscles (Fig. 7c–f), which was probably due to the reduction of TCF4+ fibroblasts known to control muscle patterning^19^. BMP overexpression was also applied to myoblast primary cultures in proliferation culture conditions. Consistent with our conversion hypothesis, BMP4 treatment did not alter the number of PAX7+ cells in myoblast cultures (Supplementary Fig. 9h–j). To assess the fibroblast-to-myoblast conversion, we applied retroviral-expressing BMP4 or BMPR1Aca (a constitutive active form of the BMPR1A) to CEFs (chicken embryonic fibroblasts) that were isolated from whole embryos. BMP over-activation induced the appearance of PAX7+ cells compared to control cultures, albeit with a low efficacy (Fig. 7j–m). This shows that a subset of this mixed fibroblast population can convert into PAX7+ cells when exposed to BMP in vitro.

**Fig. 7:**
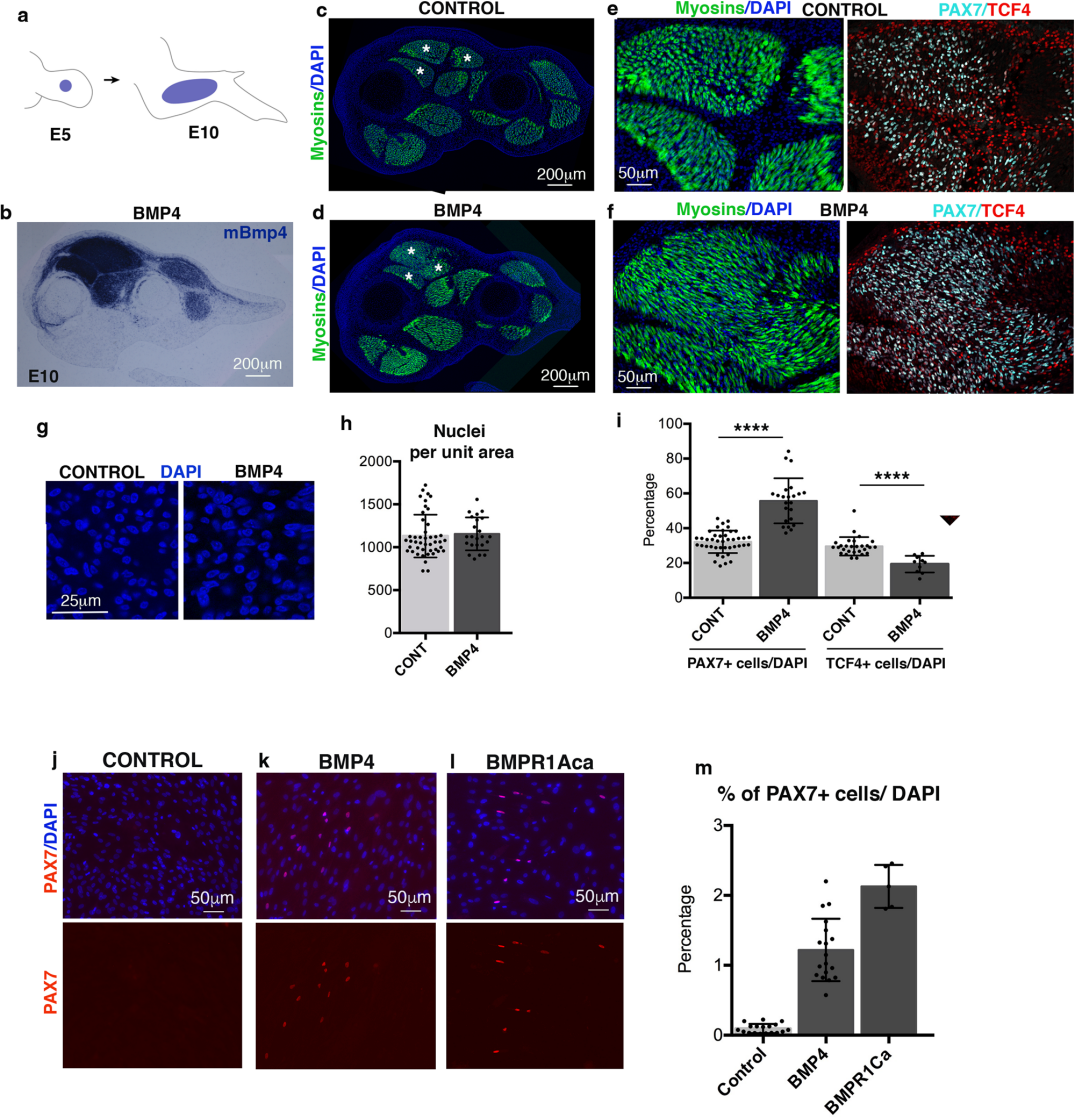
BMP gain-of-function experiments in limbs and fibroblast cultures. **a**–**i** BMP4/RCAS-producing cells were grafted to the right limbs of E5 chicken embryos (**a**). Embryos were fixed 5 days later at E10. In situ hybridisation experiments with mBmp4 probe to transverse limb sections indicate the extent of ectopic BMP4 expression in dorsal limb muscles (**b**). **c**–**f** Limb sections were immunostained with MF20 (myosins, green) to visualise the muscle pattern. Asterisks indicate fused muscles in BMP4-grafted limbs (**d**) versus individual muscles in control limbs (**c**). **e**, **f** High magnifications of dorsal limb muscles immunostained with MF20 (myosins, green), PAX7 (cyan) and TCF4 (red) antibodies in BMP4 (**f**) and control limbs (**e**). **g**, **h** Representative fields of nuclei (DAPI+) in muscles of control and BMP4 limbs (**g**) and quantification of the number of nuclei per unit area (**h**). **h** Data are presented as mean of values ± SD from 5 BMP4 and 9 control limbs. **i** Percentages of PAX7+ and TCF4+ nuclei per total number of nuclei in BMP4-grafted limbs versus controls. Data are presented as mean values ± SD from 3 BMP4 and 6 control limbs. The *p*-value was obtained using the two-tailed Mann–Whitney test. Asterisks indicate the *p*-values, ****p < 0.0001. **j**–**l** Chicken fibroblast cultures transfected with empty/RCAS (control) (**j**), BMP4/RCAS (**k**) or BMPR1ca/RCAS (**l**). Immunostaining with PAX7 antibody (red) and DAPI in BMP4- and BMPR1ca-transfected fibroblast cultures compared to controls. **m** Quantification of PAX7+ cells versus the total cell number. Data are presented as mean values ± SD from 3 independent experiments.

We then performed BMP loss-of-function experiments in chicken limbs by overexpression of the BMP antagonist NOGGIN. This approach induced the converse phenotype, i.e. an increase in the number of TCF4+ fibroblasts at the expense of PAX7+ muscle progenitors with no global change in cell number (Fig. 8a–i). The behaviour of TCF4+ fibroblasts upon BMP misexpression is consistent with the respective decrease and increase in the expression of the *OSR1* CT-marker upon BMP gain- and loss-of-function experiments in chicken limbs^44^. Similar to the in vivo experiments in chicken embryos, the inhibition of BMP signalling in myoblast cultures led to a fibroblast phenotype (Fig. 8j–n and Supplementary Fig. 9k, l). BMP inhibition was achieved with the overexpression of SMAD6 (Fig. 8j–n), an inhibitor of the pSMAD1/5/9 pathway^42^ or by using the BMP antagonist NOGGIN (Supplementary Fig. 9k, l). BMP inhibition led to a reduction in the number of PAX7+, MYOD+ and MYOG+ myogenic cells and myotubes in myoblast cultures in differentiation culture conditions (Fig. 8j–l). This was associated with a decrease in the mRNA expression levels of muscle lineage markers from progenitor to differentiation state (*PAX7, MYF5, MYOD, MYOG*, *MYHC*) (Fig. 8m). The SMAD6-treated muscle cells adopted a fibroblast-like phenotype compared to myotubes observed in control myoblast cultures (Fig. 8j–l) and displayed an increased expression of CT markers, such as *COL3A1, COL6A1* and *OSR1* (Fig. 8n). These results show that BMP inhibition converts myoblasts towards a fibroblast phenotype.

**Fig. 8:**
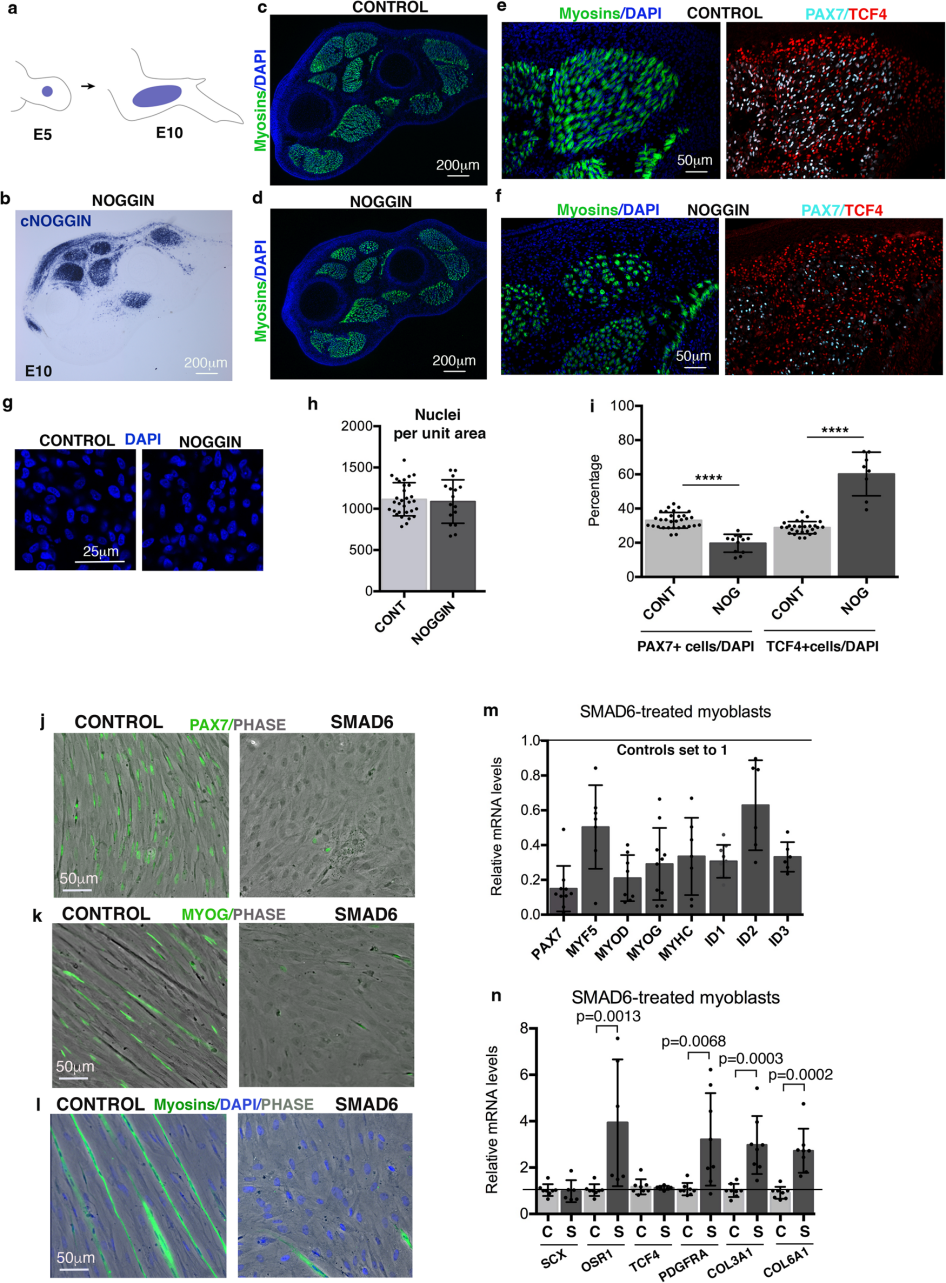
BMP loss-of-function experiments in limbs and myoblast cultures. **a**–**f** NOGGIN/RCAS-producing cells were grafted to right limbs of E5 chicken embryos (**a**). Embryos were fixed 5 days later at E10. **b** In situ hybridisation experiments with cNOGGIN probes to transverse limb sections indicate the extent of ectopic NOGGIN expression in dorsal limb muscles. **c**–**f** Limb sections were immunostained with MF20 (myosins, green) to visualise muscles. **e**, **f** High magnifications of dorsal limb muscles immunostained with PAX7 (cyan) and TCF4 (red) antibodies in NOGGIN and control limbs. **g**, **h** Representative fields of nuclei (DAPI+) in muscles of control and NOGGIN limbs (**g**), and quantification of the number of nuclei per unit area (**h**). **h** Data are presented as mean of values ± SD from 4 NOGGIN and 4 control limbs. **i** Percentages of PAX7+ and TCF4+ nuclei per total number of nuclei in NOGGIN-grafted limbs versus controls. Data are presented as mean values ± SD from 3 NOGGIN and 6 control limbs. The *p*-value was obtained using the two-tailed Mann–Whitney test. Asterisks indicate the *p*-values, ****p < 0.0001. **j**–**n** Myoblast cultures transfected with empty/RCAS (control) or SMAD6/RCAS were induced to differentiation. **j**–**l** Immunostaining with PAX7 (**j**), MYOG (**k**), and MF20 (myosins) (**l**) antibodies (green) in control and SMAD6 cultures. **m**, **n** RT-qPCR analyses of the expression levels of muscle genes, *PAX7, MYF5, MYOD, MYOG, MYHC*, BMP*-*responsive genes *ID1, ID2, ID3* (**m**) and connective tissue genes, *SCX, COL3A1, COL6A1, OSR1, TCF4, PDGFRA* (**n**) in SMAD6-transfected and control cell cultures. Gene mRNA levels were normalised to *GAPDH* and *RPS17*. The relative mRNA levels were calculated using the 2^−ΔΔCt^ method using the control condition as controls. For each gene, the mRNA levels of the control condition were normalised to 1. Graphs show means ± standard deviations of 8 biological samples (**m**) and 6 biological samples (**n**). **n** The exact *p*-values were obtained using the two-tailed Mann–Whitney test and are noted on the graphs.

Altogether, these in vivo and in vitro BMP functional experiments unravel an unexpected role for BMP signalling in driving a fibroblast/myoblast switch during limb muscle patterning.

## Discussion

Here, we identified a subpopulation of limb myogenic cells that did not originate from the somitic *Pax3*-lineage in chicken and mouse embryos. This subpopulation of myogenic cells originated from lateral plate-derived cells (chicken embryos) and CT-marker lineages (mouse embryos). Based on quantification in chicken and mouse developing limb muscles, this myogenic population of CT fibroblast origin represents 4–9% of muscle cells and was preferentially located at muscle tips close to tendons during foetal myogenesis. Interestingly, the recruitment of mesenchymal stromal cells has already been observed in the myotome in somites of mouse embryos^45^, although the regionalisation of the recruitment had not been addressed in that study. The unexpected contribution of lateral plate-derived CT fibroblasts to the muscle lineage opens new perspectives for the mechanisms underlying limb muscle patterning. Previous BrdU/EdU-based experiments have shown preferential incorporation of nuclei in myotubes at muscle tips during foetal and postnatal limb myogenesis^46–48^. Although these BrdU/EdU-based experiments never addressed the origin of the newly incorporated nuclei, it was always assumed that this preferential incorporation at the muscle tips was from somite-derived cells. We now propose that the incorporation of new nuclei at muscle tips of forming myotubes also includes CT lineage-derived nuclei. As the lateral plate-derived cells are recognised to drive limb muscle patterning^1–7^, we see these muscle cells of CT origin as a source of positional information for limb muscle patterning. One compelling hypothesis is that these CT lineage-derived muscle cells would regulate the location of myoblast fusion events and thereby direct the shape and orientation of limb muscle growth during foetal development. These CT lineage-derived muscle cells are reminiscent of muscle founder cells that drive muscle identity and position in *Drosophila* embryos^49^. In addition to playing a role in limb muscle patterning, these regionalised myonuclei of CT origin could participate to myotendinous junction formation. Consistent with this idea, the myonuclei at the myotendinous junction display a fibroblast gene signature^43^. A possible scenario would be that the CT fibroblasts incorporated in the myotubes at muscle tips close to tendons maintain a fibroblast genetic programme in addition to being reprogrammed to muscle. This molecular fibroblast signature enriched in extracellular matrix components^43^ could then participate in myotendinous junction formation.

The reprogramming of non-muscle nuclei to muscle nuclei after fusion has been already demonstrated in heterokaryons in vitro^50^. Moreover, reprogramming of mesenchymal stem cell nuclei to muscle nuclei was shown to rely on fusion and to be mediated by IL4/NFAT signalling^45^. Based on our data, we envision an additional step of fibroblast-to-muscle conversion before fibroblast incorporation to myotubes during limb foetal myogenesis. Our data supporting this scenario are (1) the identification of PAX7+ muscle progenitors that were of *Scx* or *Osr1* lineage in mouse limbs, (2) the identification of a subpopulation of chicken limb cells with a dual CT/muscle identity by scRNAseq analysis, (3) and the ability of BMP signalling to tilt the balance between muscle and CT fate. Interestingly, this limb cell population with a dual CT/muscle identity is maintained in postnatal mouse limb muscles^41^ (Yaseen Badarneh et al., back-to-back submission). These dual CT/muscle identity cells can be related to the bi-fated cells identified at the bone/tendon insertion in mice during development^51^.

We identified BMP as molecular signalling involved in the recruitment of CT fibroblast towards the myogenic lineage in chicken limb cells. BMP signalling is active at the right place at the CT/muscle interface during foetal development. The presence of BMP activity in this junctional cell population combined with the BMP gain- and loss-of-function experiments in chicken limbs and in cell cultures lead us to propose a scenario in which BMP locally drives the conversion of CT fibroblasts to myoblasts, which are incorporated into myotubes at muscle tips close to tendons. Persistent BMP signalling regionalised at muscle tips could provide an in vivo safeguard to maintain the muscle identity of fibroblast-derived muscle cells. We believe that the BMP effect on fibroblast-muscle conversion during foetal myogenesis is unrelated to the BMP function in the equilibrium between PAX7+ progenitor expansion and differentiation during postnatal growth^52–54^. However, the BMP effect on fibroblast/myoblast conversion during foetal myogenesis could be related to the function of BMP signalling in the specification of PAX7+ cells in the dorsal lateral plate tissue (lateral plate equivalent) and not in the paraxial mesoderm (somite equivalent) in *Xenopus* embryos^55^, although we are not looking at the same stage or process. Consistently, BMP signalling is also enriched in the dual CT/muscle cells in postnatal mouse limb muscles^41^ (Yaseen Badarneh et al., back-to-back submission). Interestingly, BMP signalling has been already shown to be involved in the formation of another junctional population at the level of the tendon/bone insertion, by regulating *Scx* expression during mouse limb development^56^. Indeed, BMP signalling has been described in numerous processes related to cell-fate control and reprogramming during development, wound healing and pathologies^57–61^.

In summary, our studies show that the generation of the tendon/muscle interface partly results from a fibroblast-to-myoblast conversion driven by localised BMP signalling during foetal myogenesis. This unexpected scenario provides a novel cellular and molecular mechanism underlying limb muscle patterning and myotendinous junction formation. The existence of dual identity cells could be part of a universal mechanism to generate tissue junctions and deal with cell heterogeneity to finally shape developing adjacent tissues. However, it is not yet clear whether the existence of dual identity cells would be part of the original mechanism underlying muscle patterning or whether it is a later evolutionary acquisition to enable the remarkable variation in muscle shapes and size that occurred through mammalian evolution. Future studies will be also needed to explore whether this mechanism can be reactivated in adult tissues and where it could be relevant in the context of muscle regeneration.

## Methods

### Chicken and quail embryos

Fertilised chicken and quail eggs from commercial sources (White Leghorn and JA57 strain, Japanese quail strain, EARL Les Bruyères, Dangers, France) were incubated at 37.5 °C. Before 2 days of incubation, chicken and quail embryos were staged according to somite number. After 2 days of incubation, embryos were staged according to days of in ovo development. GFP + chicken were generated and provided by the Roslin Institute^26^.

### Mouse strains

Animals were handled according to European Community guidelines, implementing the 3Rs rules. Protocols were validated by the ethic committee of the French Ministry, under the reference numbers APAFIS#13695-2018021408521124.v2, APAFIS#24357-2020041613396163.v3 and APAFIS#6354-20160809l2028839.v4 and Institut Pasteur ethics committee (CETEA, reference 2015–0008). The following strains were described previously: *Pax3*^*Cre*^ ^26^, *Wnt1*^*Cre*^ ^37^, *Scx*^*Cre*^ ^56^, *Osr1*^*GCE*^ allele (*Osr1*^*eGFP-CreERT2*^)^15^, *Scx*^*GFP*^ ^62^, *Rosa26*^*Tomato*^(Ai9)^28,29^, *Rosa26*^*LoxP-stop-LoxHTB*^ ^30^, and Fucci2AR^35^ (Supplementary Table 3). For temporal fate mapping using the *Osr1*^*GCE*^ allele, we used the lineage-specific *Pax7*-driven reporter (*Pax7*^*nGFP-stop-nlacZ*^) named *Pax7*^*GPL*^, in which locus accessibility to Cre-mediated recombination allows higher sensitivity for tracking Pax7-expressing cells and their progeny^34^. Adult mice were kept in ventilated cages on a 12-h/12-h light/dark cycle, 22 °C ambient temperature and 34% humidity. Male and female adult mice (*Mus musculus*, 6–12 weeks of age) were kept on mixed genetic backgrounds C57BL/6JRj or DBA/2JRj (B6D2F1, Janvier Labs). To induce recombination, 5 mg of tamoxifen (Sigma #T5648) were administered by gavage to pregnant females at different time points between E10.5 and E13.5. A 25 mg/ml stock solution in 5% ethanol and 95% sunflower seed oil was prepared by thorough resuspension with rocking at 4 °C.

### Surgical grafting experiments in avian embryos

#### Isotopic/Isochronic quail- or GFP + chicken-into-chicken grafts of presomitic mesoderm

Quail, GFP+ chicken and chicken embryos were incubated until they reached 15-somite stage. Of note, limb buds are not formed at this stage and brachial somitic cells have not yet migrated into the forelimb presumptive regions. An artificial dark field was obtained by injecting Indian ink, diluted 1:1 in PBS, beneath the chicken host embryos. Microsurgery was performed on the right side of the host embryos. The 15th somite and the non-segmented presomitic mesoderm was removed over a length corresponding to 5–8 somites. Presomitic mesoderms from either quail (*N* = 6) or GFP + chicken (*N* = 4) donor embryos were rinsed in DMEM (PAA Laboratories)/10% foetal calf serum (FCS, Eurobio) and transplanted into chicken hosts submitted to the same ablation. Grafts were performed according to the original dorso-ventral and antero–posterior orientations (Fig. 1a–g and Supplementary Figs. 1, 2, 9).

#### Isotopic/isochronic quail-into-chicken grafts of limb lateral plate

Quail and chicken embryos were incubated until they reached 18-somite stage. Of note, limb buds are not formed at this stage, and brachial somitic cells have not yet migrated into the forelimb lateral plate. The forelimb lateral plate mesoderm at the level of the 15th somite and over a length of 3 somites was excised from host chicken embryos and replaced by their quail counterpart (*N* = 3) (Fig. 1h–k and Supplementary Fig. 3).

#### Isotopic/isochronic GFP + chicken-into-chicken grafts of neural tube

GFP + chicken and chicken embryos were incubated until they reached 12- to 14-somite stage. At this stage, neural crest cells did not yet leave the neural tube to colonise the limb bub. The neural tube was excised over a length corresponding to 5–8 somites from GFP + chicken donor embryos and grafted in place of the neural tube of chicken host embryos (*N* = 4) (Supplementary Fig. 6).

For all types of grafts, quail-chicken and GFP + chicken–chicken chimeras were allowed to grow for another 4–8 days and treated for either immunohistochemistry or in situ hybridisation to tissue sections.

### Lateral plate electroporation

Chicken embryos were incubated until they reached 19/20-somite stage (E2). The DNA solution was composed of both pT2AL-CMV/βactin-membrane/Tomato-T2A-H2B/GFP and CMV/βactin-Transposase at a molar ratio of 1:3. The transposase allows the stable integration of membrane-tomato and nuclear-GFP into the chicken genome^27^. The DNA solution was electroporated with 3 pulses of 50 V, 5 ms duration, 50 ms interpulse interval, between two electrodes of 0.3 mm (negative) and 0.5 mm (positive) diameter tungsten rods. Pulses were delivered with a TSS20 electroporator and a EP21 current amplifier (Intracell). Embryos were fixed at E9, 7 days after electroporation.

### Grafting experiments in chicken limbs

Chicken embryonic fibroblasts (CEFs) obtained from E10 chicken embryos were transfected with BMP4-RCAS^23^ or NOGGIN-RCAS^23^ using the Calcium Phosphate Transfection Kit (Invitrogen, France). Cell pellets of ~50–100 μm in diameter were grafted into the limbs of E5 embryos. BMP4-RCAS- (*N* = 8) and NOGGIN-RCAS- (*N* = 4) grafted embryos were harvested at E9/E10 and processed for in situ hybridisation and immunohistochemistry.

### EdU labelling

Fifty microliters of EdU (Invitrogen, A10044) solution (5 mg/ml) was injected into the circulation in E10 chick embryos for 1.5 h. Embryos were then fixed and immunohistochemistry was performed on limb transverse sections. EdU was detected using the Click-iT Plus EdU Cell Proliferation Kit for Imaging (Invitrogen, C10639).

### Immunohistochemistry

For antibody staining, control and manipulated chicken forelimbs were fixed in a paraformaldehyde (PFA) 4% solution in PBS overnight, embedded in gelatin/sucrose and then cut in 12-μm cryostat sections. Mouse tissues were fixed for 2 h in 4% PFA 0.1% triton at 4 °C, washes extensively in PBS, equilibrated in 30% sucrose in PBS, and embedded in OCT for cryo-sectioning. All antibodies (sources, conditions of use, references) are reported in Supplementary Table 3. Quail cells were detected using the QCPN monoclonal antibody (DSHB cat. # QCPN, undiluted supernatant). Differentiated muscle cells were detected using the MF20 monoclonal antibody, MF20 (DSHB cat. # MF20, undiluted supernatant), recognising sarcomeric myosin heavy chains. Mouse myoblasts were detected using the MYOD monoclonal antibody (BD Biosciences cat. # 554130, 1:500) or with a mixture of MYOD and MYOG monoclonal antibodies (DSHB cat. # F5D, 1:30). Chicken myoblasts were detected using the MYOG polyclonal antibody^63^ (undiluted). Muscle progenitors were detected using the PAX7 monoclonal antibody (DSHB cat. # AB_PAX7, 1:200). Active BMP signalling was detected using the pSMAD polyclonal antibody (Cell signalling cat. # 9516, 1:100) recognising the complex BMP-activated receptor-phosphorylated SMAD1/5/9. Tendons and connective tissues, were detected using Collagen type XII polyclonal antibody^64^ (Clone #522, 1:100) and TCF4 polyclonal antibody (Cell signalling cat. # 2569, 1:100), respectively. Cells from lineage tracing experiments were labelled with the anti-beta-gal (MP Biomedicals cat. # MP 55976, 1:1500), anti-GFP (Abcam cat. # ab13970, 1:1000) and anti-Tomato (Takara cat. # 632496, 1:400) polyclonal antibodies. The following secondary antibodies were used: goat anti-mouse IgG coupled to Alexa Fluor 555 (Invitrogen cat. # A21422, 1:200), goat anti-mouse IgG1 coupled to Alexa Fluor 488 (Jackson ImmunoResearch Labs cat. # 155-545-205, 1:500), Alexa Fluor 633 (Thermo Fisher Scientific cat. # A-21126, 1:500), Alexa Fluor 647 (ThermoFisher Scientific cat. # Z-25008, 1:500) or Cy3 (Jackson ImmunoResearch Labs cat. # 115-165-205, 1:500), goat anti-mouse IgG2 coupled to Alexa Fluor 488 (Invitrogen cat. # A21141, 1:200), Alexa Fluor 633 (ThermoFisher Scientific cat. # A-21146, 1:500) or Alexa Fluor 647 (ThermoFisher Scientific cat. # A-21242, 1:500), goat anti-rabbit IgG coupled with Alexa Fluor 488 (ThermoFisher Scientific cat. # A-11070, 1:500), Alexa Fluor 555 (Thermo Fisher Scientific cat. # A-21430, 1:500) or Alexa Fluor 633 (Thermo Fisher Scientific cat. # A-21072, 1:500) and goat anti-chicken IgG coupled to Alexa Fluor 488 (Thermo Fisher Scientific cat. # A-11039, 1:500). To label nuclei, sections were incubated for 15 min with DAPI (SIGMA-Aldrich cat. # D9542, 1:1000). Stained sections were examined using ApoTome.2 (Zeiss), SP5 AOBS confocal (Leica) or LSM700 confocal (Zeiss) microscopes.

### In situ hybridisation to tissue sections

Normal or manipulated embryos were fixed in 4% PFA. Limbs were cut in 12-μm cryostat transverse sections and processed for in situ hybridisation. Alternating serial sections from embryos were hybridised with probe 1 and probe 2. The digoxigenin-labelled mRNA probes were used as described^23,44^: SCX, ID2, BMP4, NOGGIN (chicken probes), and mBmp4 (mouse probe).

### Single-cell RNA-sequencing analysis from limb cells

For scRNAseq analysis of chicken limb cells at different developmental stages, forelimbs from 2 different E4 embryos, 3 different E6 embryos and 3 different E10 embryos were dissected and dissociated by collagenase and mechanical treatments. Cell concentration was adjusted to 5000 cells/μl in the buffer. 5000 cells per conditions were loaded into the 10× Chromium Chip with the Single Cell 3′ Reagent Kit v3 according to the manufacturer’s protocol. Samples were pooled together at each developmental stage (E4 (*N* = 2), E6 (*N* = 3) and E10 (*N* = 3)) before making the libraries. Libraries were then sequenced by pair with a HighOutput flowcel using an Illumina Nextseq 500 with the following mode (150 HO): 28 base-pairs (bp) (Read1), 125 bp (Read 2) and 8 bp (i7 Index). A minimum of 50 000 reads per cell were sequenced and analysed with Cell Ranger Single Cell Software Suite 3.0.2 by 10× Genomics. Raw base call files from the Nextseq 500 were demultiplexed with the cellranger mkfastq pipeline into library-specific FASTQ files. The FASTQ files for each library were then processed independently with the cellranger count pipeline. This pipeline used STAR21 to align cDNA reads to the *Gallus gallus* genome (Sequence: GRCg6a, *Gallus gallus* reference). 

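The smallest cluster held 18 cells at E4, 27 cells at E6 and 67 cells at E10. The number of clusters and their sizes depend on the number of principal components and the resolution. With 15 principal components in place of 30, the smallest cluster held 61 cells at E6 and 118 at E10. With resolution 0.4 in place of 0.8, the smallest cluster of each stage kept its size.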

The used sample size in scRNAseq allowed us to robustly identify cell populations as small as 18 cells at E4, 6 cells at E6 and 66 cells at E10.

The Seurat package (v3.0)^65^ under R (v3.6.1)^66^ was used to perform downstream clustering analysis on scRNAseq data^67^. Cells went through a classical Quality Control using the number of detected genes per cell (nFeatures), the number of mRNA molecules per cell (nCounts) and the percentage of expression of mitochondrial genes (pMito) as cut-offs. Outliers on a nFeature vs nCount plot were manually identified and removed from the dataset. Most importantly for this study, potential doublets were identified by running the Scrublet algorithm^68^ and then removed from the dataset. 

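Scrublet compares each cell with doublets simulated from pairs of cells of the library. Its automatic threshold marked 12 of 5067 cells at E4 (0.237%), 3 of 3980 at E6 (0.0754%) and 864 of 24316 at E10 (3.55%). At 0.8% per 1000 called cells, the expected doublet shares were 4.29%, 3.80% and 22.0%. The E10 share follows from the number of called cells, which lies above the number the paper states as loaded. At E4 and E6, where the automatic threshold marked under 0.5% of the cells, the 218 and 151 highest-scoring cells were removed in place of it. With no doublet removal, the CT/M share was 0.513% at E4, 4.25% at E6 and 3.67% at E10 (3.44 to 3.92%). With the expected 22.0% of the E10 cells removed, 18968 cells were left, and CT/M cells were 3.08% of them.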

Gene counts for cells that passed the above selections were normalised to the total expression and Log-transformed with the NormalizeData function of Seurat using the nCount median as a scale factor. Highly variable genes were detected with the FindVariableFeatures function (default parameters). The cell cycle effect was regressed out using the ScaleData function. Using highly variable genes as input, principal component analysis was performed on the scaled data in order to reduce dimensionality. Statistically significant principal components were determined by using the JackStrawPlot and the ElbowPlot functions. Cell clusters were generated with the FindNeighbors/FindClusters functions (default parameters except for the number of selected PCs). Different clustering results were generated at different resolutions and for different sets of PCs. Non-linear dimensional reduction (UMAP) and clustering trees using Clustree^69^ were used to visualise clustering results and select the most robust and relevant result. The CT and muscle clusters represented the majority of limb cells (90–95% of limb cells), in addition to other clusters encompassing the expected cell populations present in developing limb tissues such as vessels/blood, innervation and ectoderm (Fig. 4a). 

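CT-like and muscle-like clusters together held 4788 of 4849 cells at E4, or 98.7% (98.4 to 99%). They held 97.1% of the E6 cells (96.5 to 97.6%) and 90.8% of the E10 cells (90.4 to 91.1%). The E4 and E6 shares lay above the range given in the paper's text beyond their intervals, and the E10 share lay within it. The cells with a CT, CT/M or M identity in the paper's Fig. 4 likewise exceed that range at E4 and E6 and lie within it at E10. The E10 share here leaves out the unnamed cluster of 417 cells. Blood-like cells were 1.66% of the E10 cells, and ectoderm-like cells were 0.887% of the cells at E4, 1.51% at E6 and 1.10% at E10.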

Muscle clusters gather mononucleated muscle cells, since the plurinucleated myotubes are excluded from the single-cell isolation protocol. Markers for each cluster were found using the FindAllMarkers function of Seurat (using highly variable genes as an input, default parameters otherwise) that ran Wilcoxon rank-sum tests (*p*-val adjusted < 0.05). CT and M scores were calculated using the AddModuleScore function for the CT and muscle markers, respectively.

For the analysis of the CT/M cells, cells were grouped according to 4 identities (CT, CT/M, M and Other). The CT/M identity is defined by the co-expression (i.e. gene Log-normalised count > 0) within a cell of at least one of the CT markers (PRRX1, TWIST2, PDGFRA, OSR1, SCX) with at least one of muscle markers (PAX7, MYF5, MYOD1, MYOG). CT identity is conferred to all cells allocated to a CT cluster, except the CT/M cells. M identity is conferred to all cells allocated to a muscle cluster, except the CT/M cells. « Other » identity is conferred to all cells to clusters that are neither CT nor muscle, except for the CT/M cells. Differentially expressed genes between the CT/M cells and the combined CT and M cells were found using the FindMarkers function of Seurat (using highly variable genes as an input, default parameters otherwise) that ran Wilcoxon rank-sum tests (*p*-val adjusted < 0.05). The scRNAseq datasets were then analysed with the angle of these 4 identities using Seurat tools such as Feature plots, Heatmaps and Violin plots.

### Cell cultures

Chicken embryonic fibroblast (CEF) cultures were obtained from E10 chicken embryos. Embryos without heads and viscera were mechanically dissociated. After centrifugation, cells were plated. Myoblast primary cultures were obtained from limbs of E10 chicken embryos^36,70^.

Empty/RCAS, BMP4/RCAS and BMPR1ACa/RCAS constructions^23^ were transfected to primary fibroblast cultures. Transfected fibroblasts were left for 5–7 days in culture with cell splitting to allow virus spread. Empty/RCAS, BMP4/RCAS, BMPR1ACa/RCAS fibroblasts were then fixed and processed for immunohistochemistry.

Empty/RCAS, BMP4/RCAS, NOGGIN/RCAS and SMAD6/RCAS constructions^23^ and FUCCI/RCAS^36^ were transfected to myoblast primary cultures. Transfected myoblasts were left for 5–7 days in culture with cell splitting to allow virus spread. Transfected myoblasts were either analysed in proliferation or in differentiation culture conditions. Empty/RCAS, NOGGIN/RCAS, SMAD6/RCAS or FUCCI/RCAS myoblasts were fixed and processed for immunohistochemistry or RT-q-PCR assays to analyse gene expression.

### Quantitative real-time PCR

qPCR was performed as described in^24^. Total RNAs were extracted from SMAD6 or control myoblasts. 500 ng of RNA was reverse-transcribed. qPCR was performed on the Applied Biosystems StepOnePlus Real-Time PCR System using SYBR Green PCR master Mix (Life Technology, cat. # 4385614) with primers listed in Supplementary Table 4. The relative mRNA levels were calculated using the 2^−^^ΔΔCt^ method^71^. The ΔCt were obtained from Ct normalised with GAPDGH and RPS17 levels in each sample.

### Cell counting

Cell counting was performed with Fiji (v2.1.0) software^72^. Quantifications were performed on at least 3–5 pictures per experiments taken randomly within each sample. Pictures encompassed the central zone and tips of the muscles. Four to six limbs were counted depending on the experiment. Although labelling was preferentially restricted to muscle tips, we counted all the muscle cells present on the picture to compare with the numbers derived from the scRNAseq analysis and because it was not possible to define the border between the central zone and the tips in a reproducible manner. For most experimental settings, the percentage of non-somite-derived/CT-derived XX+ myogenic cells were calculated versus the total number of XX+ myogenic cells (for example, *Scx*-derived PAX7+ cells versus total PAX7+ cells).

### Statistics and reproducibility

GraphPad Prism 6 software was used for statistical analysis. Non-parametric tests were used to determine statistical significance, which was set at *p*-values < 0.05. Unless stated in the figure legend, immunohistochemistry experiments have been performed on at least three limbs.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All data are available within the Article and Supplementary Files. The scRNAseq datasets have been deposited in the NCBI Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/) with the accession code number GSE166981. The scRNAseq analysis was performed with standard pipelines in Seurat R packages, as described in the Methods. Scripts will be made available upon request. The data and detailed protocols in this manuscript are available from the authors upon request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Unexpected contribution of fibroblasts to muscle lineage as a mechanism for limb muscle patterning
**Source:** Nat Commun. 2021 Jun 22;12:3851. doi: 10.1038/s41467-021-24157-x
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTARY Figures**

*Esteves de Lima et al.*

**Unexpected contribution of fibroblasts to muscle lineage as a mechanism for limb muscle patterning**

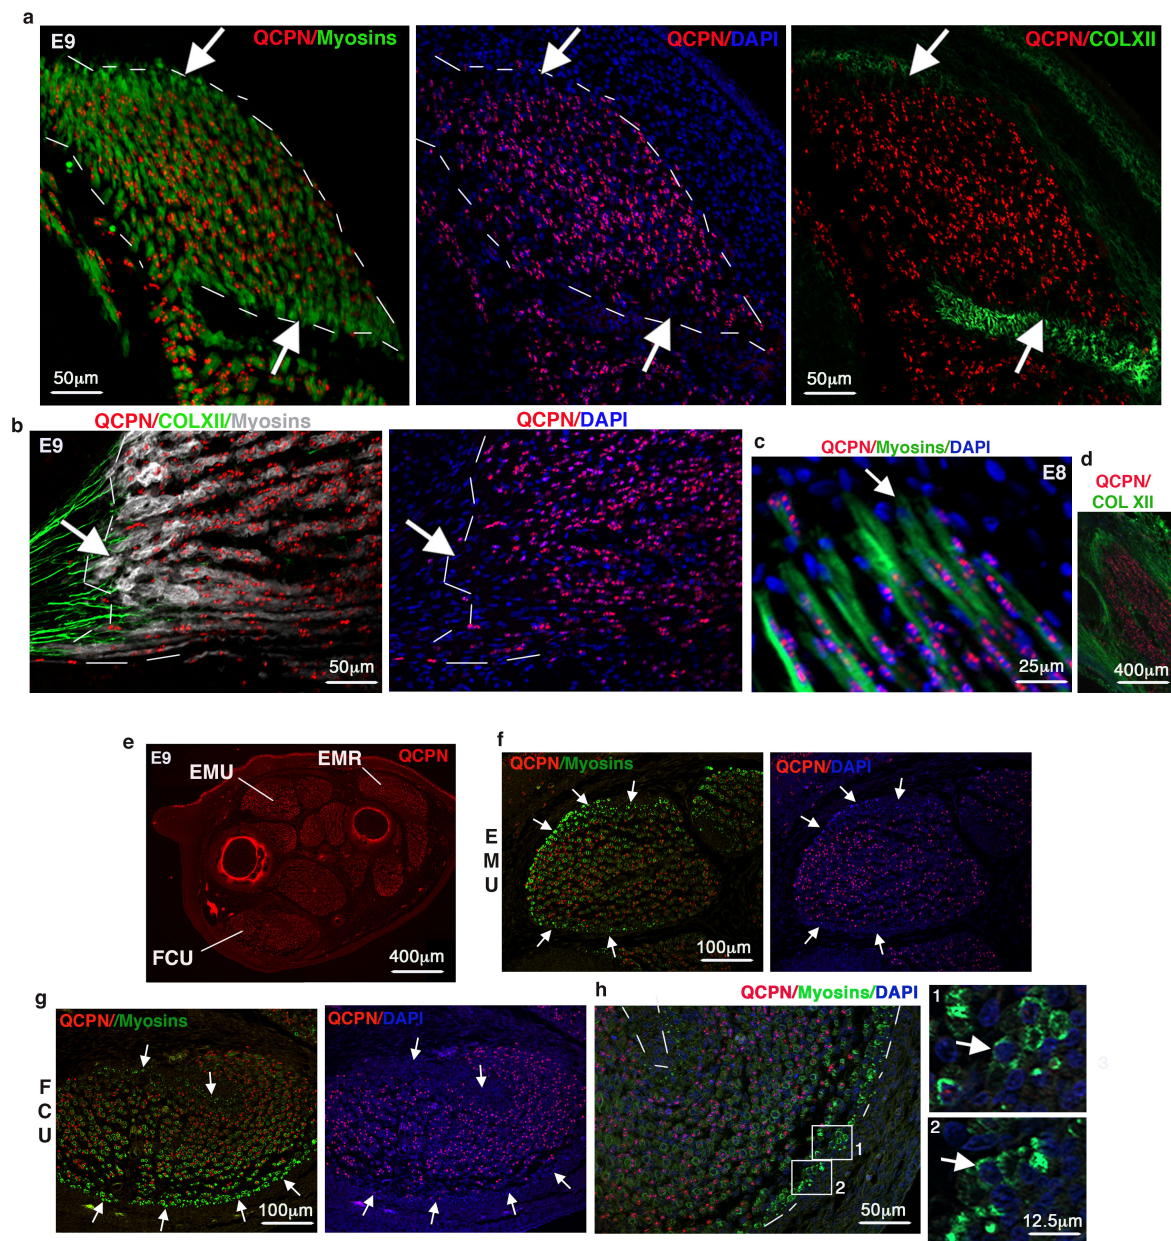

Supplementary Fig. 1

## Supplementary Figure 1

### **A subpopulation of myonuclei in skeletal muscles is not derived from presomitic mesoderm in chicken limbs**

**(a,b)** Forelimbs of presomitic grafts of E9 quail-into-chicken embryos were co-immunostained with QCPN (quail nuclei, red), MF20 (myosins, green) and ColXII (tendons, green) antibodies, combined with DAPI (blue) staining. Focus on (a) the EMR (anterior muscle) and (b) a longitudinal view of muscle. Arrows point to zones of nuclei (DAPI) that are not of quail origin at the muscle tips close to tendons. **(c,d)** Focus on muscle tips from forelimb sections of presomitic grafts quail-into-chicken fixed at E8, immunostained with QCPN (quail nuclei, red), MF20 (myosins, green) and ColXII (tendons, green) antibodies. Arrow points to a myonucleus that is QCPN negative. **(e-h)** Presomitic graft (quail-into-chicken embryos) fixed at E9. **(e)** Transverse forelimb sections immunostained with QCPN (quail nuclei, red). **(f)** Focus on the EMU muscle immunostained with QCPN (quail nuclei, red) and MF20 (myosins, green) antibodies. **(g,h)** Focus on the FCU muscle immunostained with QCPN (quail nuclei, red) and MF20 (myosins, green) antibodies. Arrows in (f,g) point to muscle tips. (h) Zoom to muscle tip regions with high magnifications showing quail-negative myonuclei (*i.e.* not presomitic-derived, arrows).

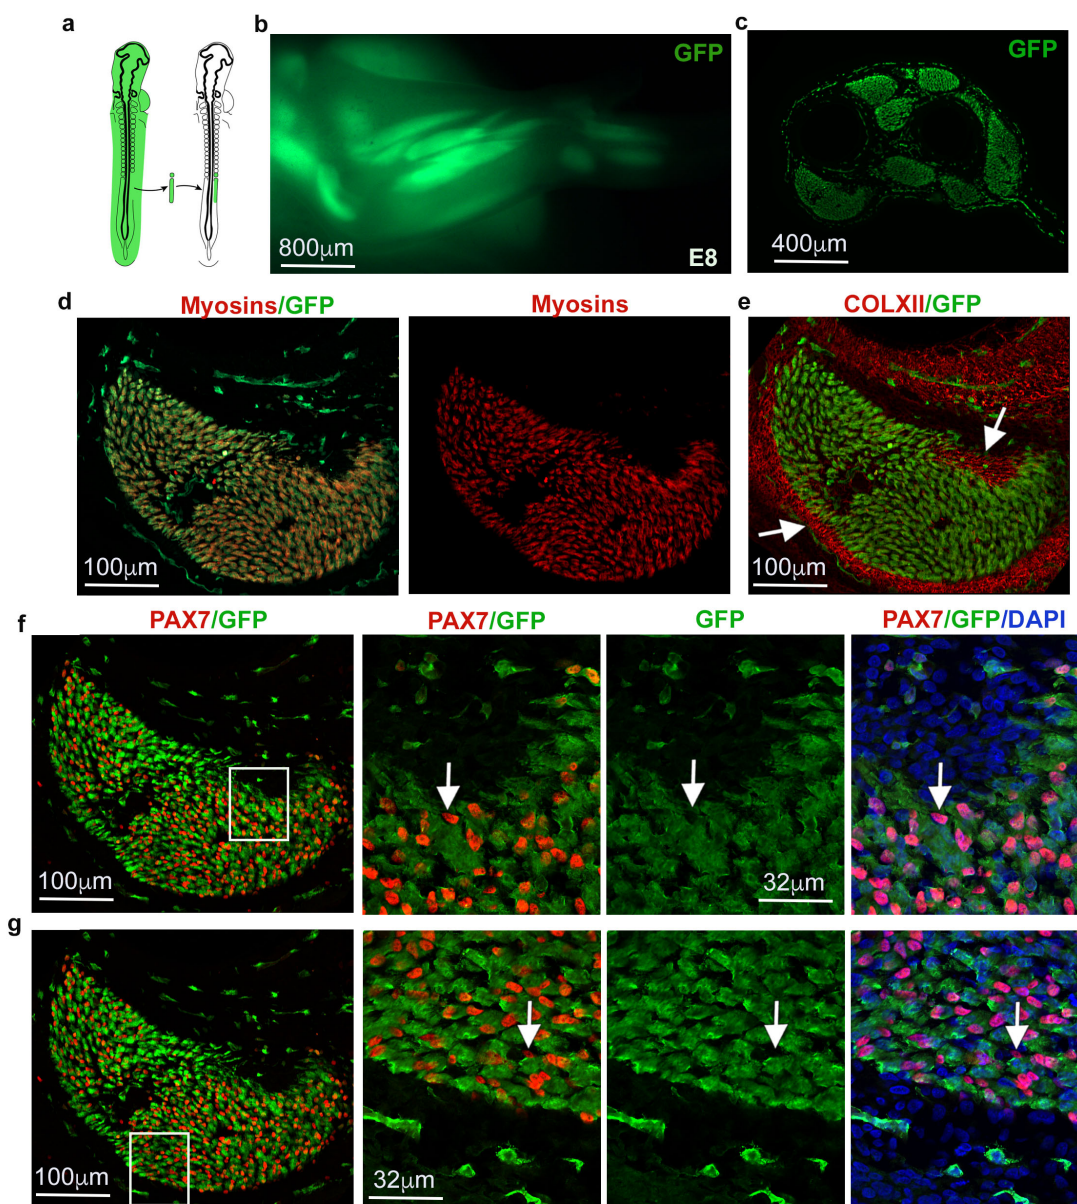

Supplementary Fig.2

## Supplementary Figure 2

### **A subpopulation of PAX7<sup>+</sup> cells is not derived from presomitic mesoderm in chicken limbs**

(a) Schematic of presomitic grafts of GFPchicken into chicken embryos. (b) Forelimb whole-mount of presomitic graft fixed at E8 showing GFP fluorescence. (c) Transverse limb section showing cytoplasmic GFP expressed in presomitic-derived cells in muscles. (d,e) Focus on FCU muscle labelled with GFP (green), MF20 (myosins, red) (d) and ColXII (tendons, red) (e) antibodies. Arrows in (e) point to tendons. (f,g) Transverse section of the FCU muscle labelled with PAX7 (red), GFP (green) and DAPI (blue). High magnifications of FCU muscle tips show PAX7<sup>+</sup> cells that are GFP negative (*i.e.* not presomitic-derived, arrows).

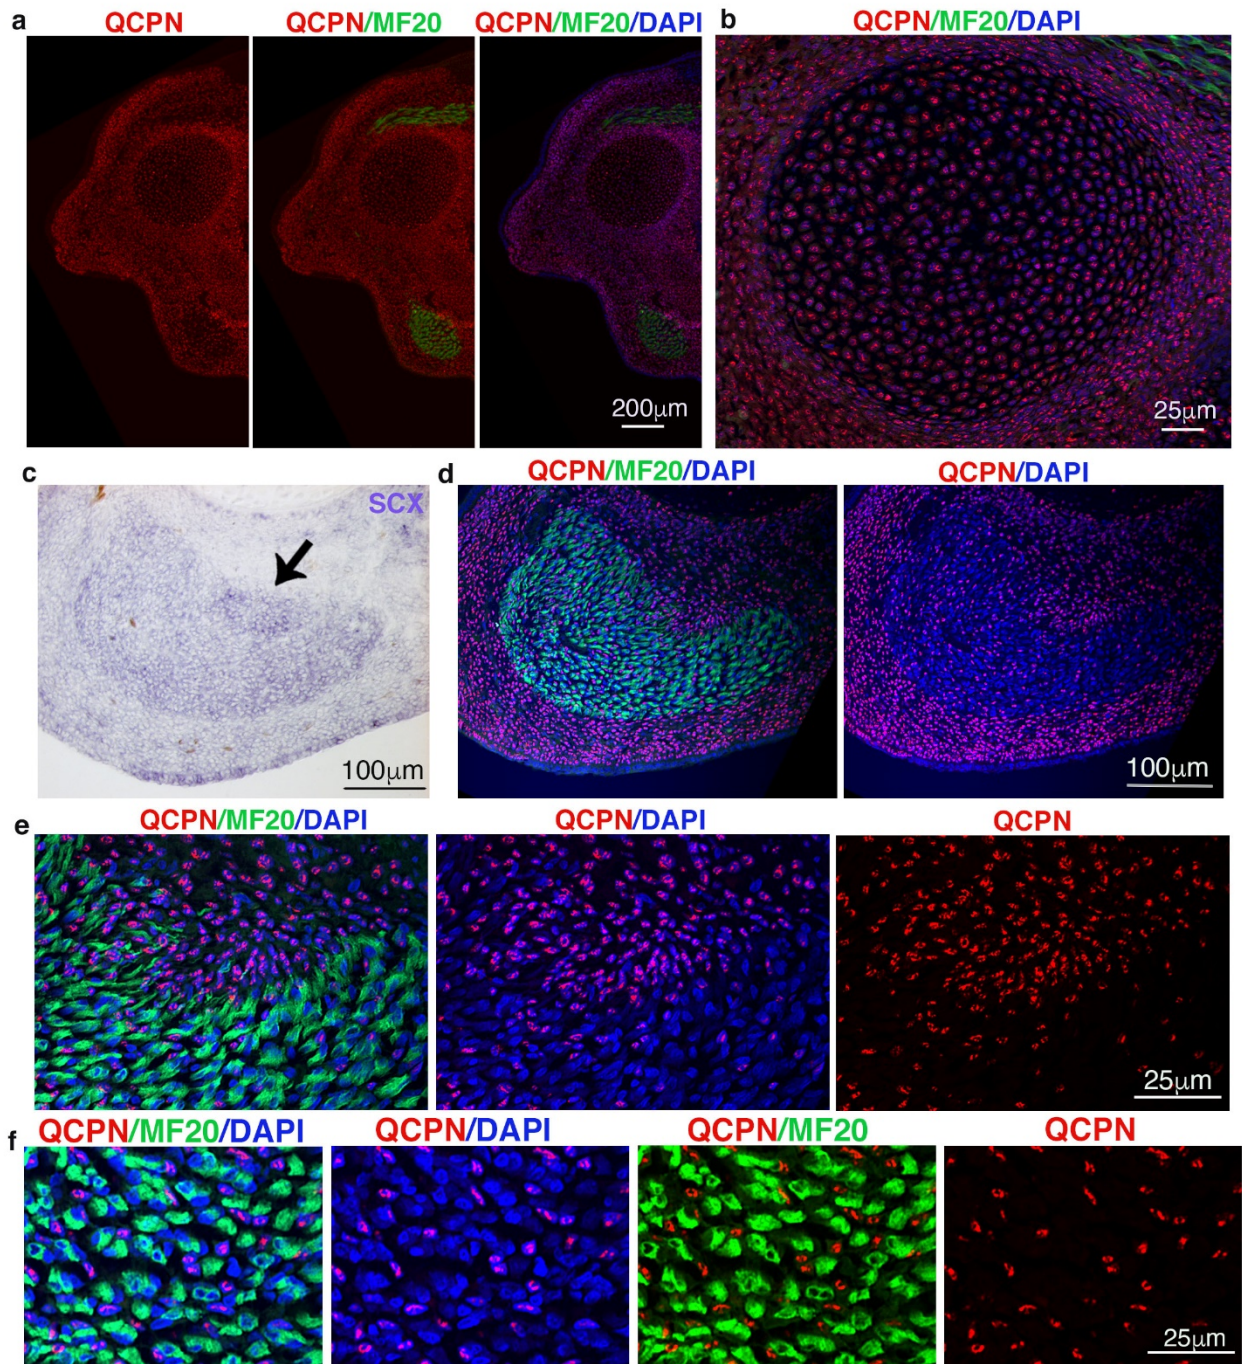

Supplementary Fig. 3

### Supplementary Figure 3

#### **Quail lateral-plate mesoderm grafts into chicken embryos label the expected derivatives in limbs**

(a) Limb transverse sections of quail-into-chicken lateral-plate mesoderm grafts fixed at E9 and immunostained with QCPN (quail nuclei, red) and MF20 (myosins, green) antibodies, combined with DAPI (blue). On higher magnifications, the quail+ nuclei (red), which are lateral plate-derived, are observed in cartilage (b), tendon (d,e), visualised with *SCX* expression by in situ hybridization on adjacent section (c, arrow) and in irregular CT in between myosin+ cells inside muscle (f). (e) is a zoom of the tendon regions of the FCU muscle in (d).

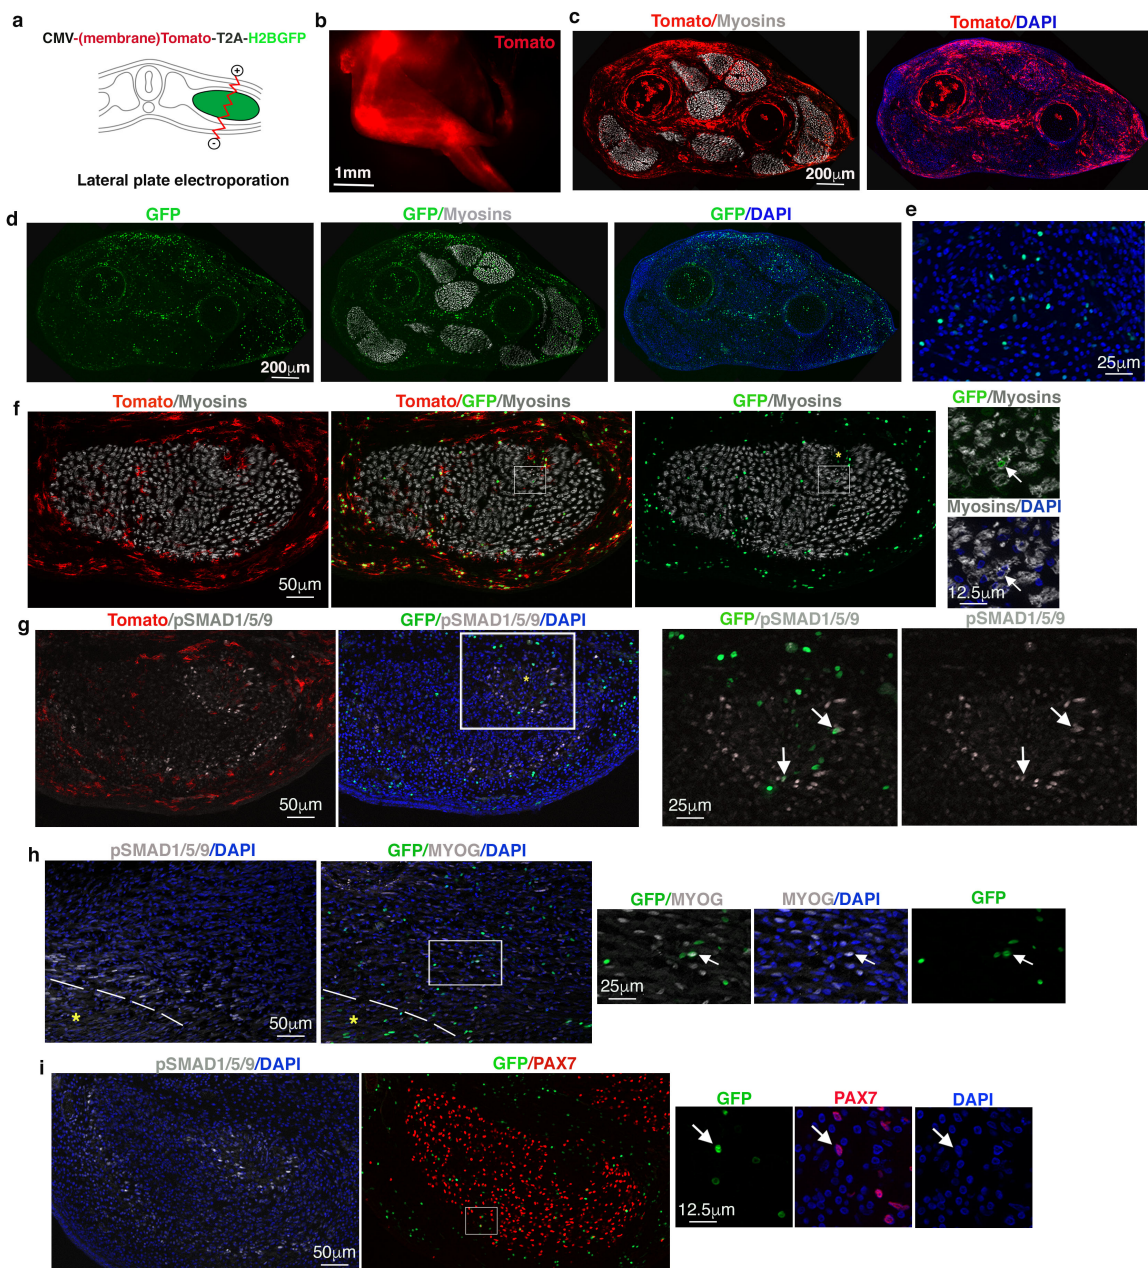

Supplementary Fig. 4

#### Supplementary Figure 4

##### **Lateral-plate electroporation experiments in chicken show that a subpopulation of myogenic cells are derived from lateral plate**

(a) Schematic of lateral-plate electroporation in E2 chicken embryos. (b) Whole-mount of E9 forelimb showing Tomato fluorescence after electroporation with pT2AL-CMV/ $\beta$ actin-membrane/Tomato-T2A-H2B/GFP and CMV/ $\beta$ actin-Transposase at E2. (c,d) Low magnifications of transverse limb sections showing Myosin (grey) labeling along with Tomato expression (red) (c) or GFP expression (green) (d). (e) Zoom on GFP+ cells in limb CT connective tissue (a non-muscle area). (f,g) Adjacent transverse sections of the FCU muscle showing GFP (green) and Tomato (red) fluorescence along with MF20 (myosins, grey) labeling (f) or along with pSMAD1/5/9 (grey) labeling (g), showing the presence of GFP+ myonuclei (f, arrows) close to muscle tips labelled with pSMAD1/5/9 (g). GFP+pSMAD+ cells are also observed (g, arrows). (h) Adjacent longitudinal sections of a ventral forelimb muscle showing GFP (green) fluorescence and MYOG (grey) or pSMAD1/5/9 (grey) labelings. High magnification of the boxed area in (h) shows a GFP+MYOG+ cell (arrows) close to muscle tips labelled with pSMAD1/5/9. (i) Adjacent transverse sections of the FCU muscle exhibiting GFP (green) fluorescence combined with PAX7 (red) or pSMAD1/5/9 (grey) labelings show the presence of a GFP+PAX7+ cell (arrows), close to the muscle borders labelled with pSMAD1/5/9. Nuclei are labeled with DAPI (blue).

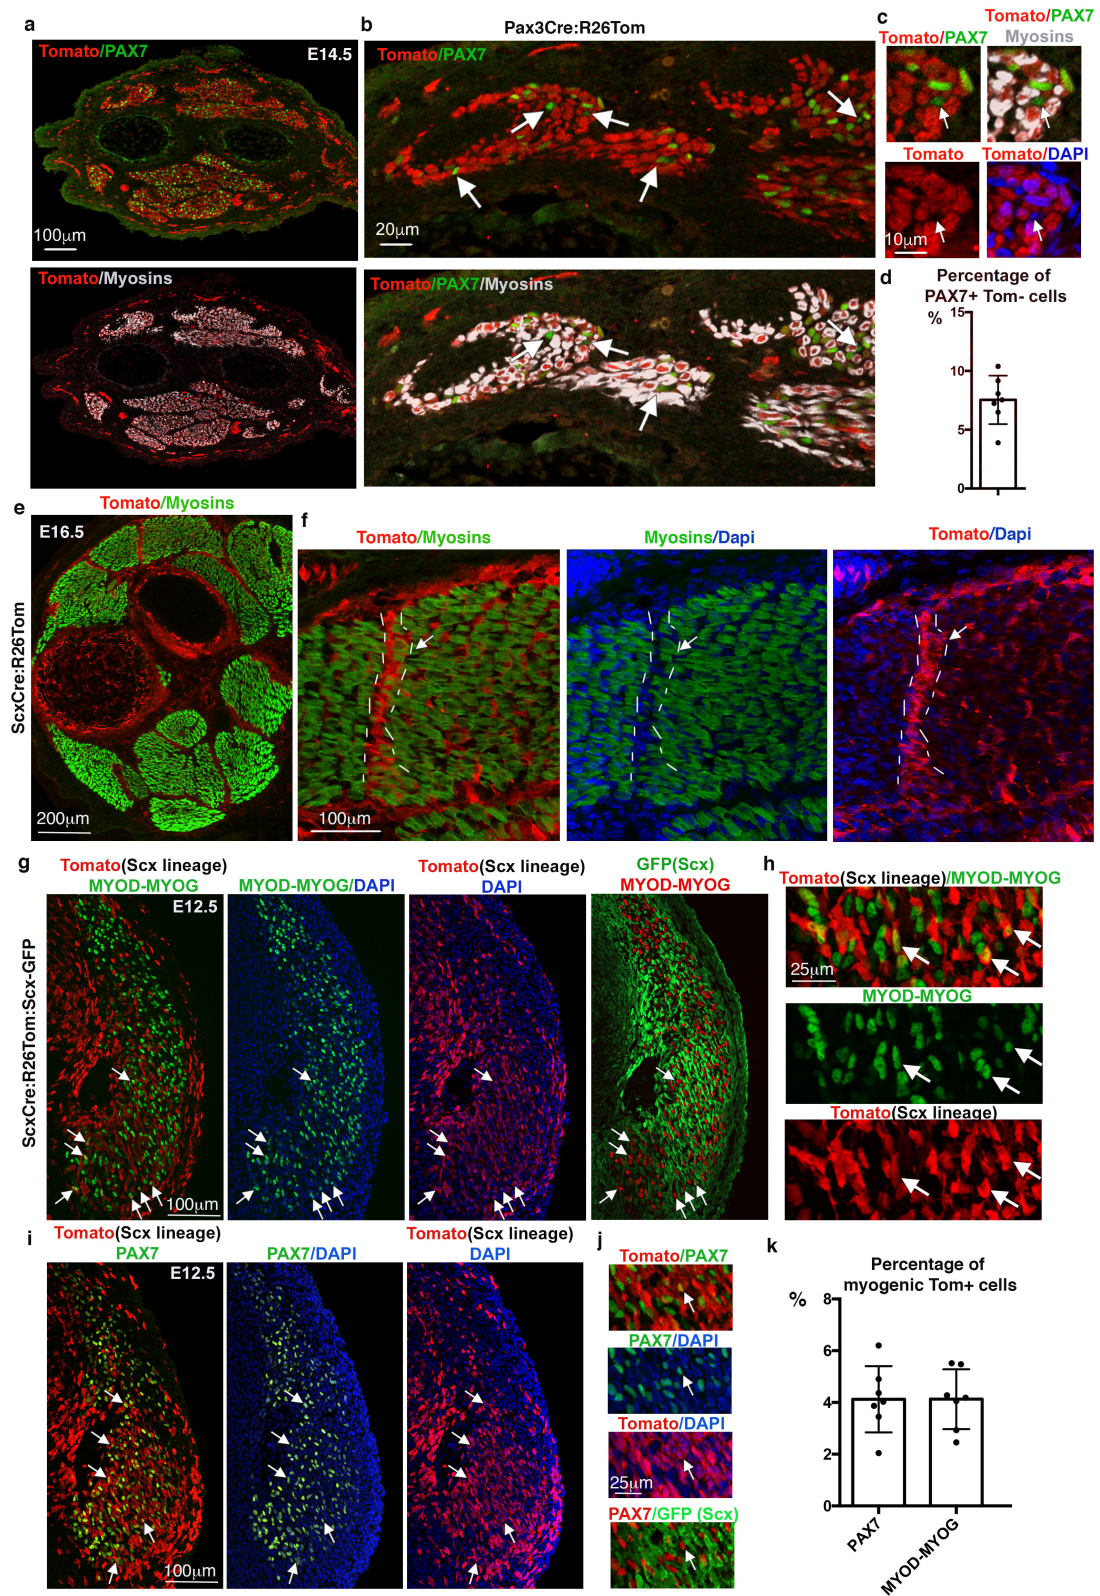

Supplementary Fig. 5

## Supplementary Figure 5

### A fraction of limb myogenic cells is not derived from *Pax3* lineage but from *Scx* lineage in mouse

(a-c) Transverse forelimb sections of E14.5 *Pax3<sup>Cre</sup>:R26<sup>Tom</sup>* mice immunostained with Tomato (red), PAX7 (green) and MF20 (myosins, grey) antibodies, combined with DAPI staining. (b) Focus on dorsal muscles. (c) High magnifications on PAX7+/Tomato- cells. (b,c) Arrows point to PAX7+ cells that are Tomato-negative (*i.e* not Pax3 lineage-derived). (d) Percentage of PAX7+ cells that are not expressing Tomato versus total PAX7+ cells in limb muscles of E14.5 embryos. Data are presented as mean values +/- SD from 3 limbs.

(e,f) Transverse forelimb sections of E16.5 *Scx<sup>Cre</sup>:R26<sup>Tom</sup>* mice immunostained with Tomato (red) and MF20 (myosins, green) antibodies, combined with DAPI (blue). (f) High magnifications of a Tomato+ junctional region between two dorsal limb muscles (encircled with dashed lines), showing the overlap (arrow) between myosins and Tomato labelling (*Scx*-lineage-derived cells). (g-j) Forelimb sections of E12.5 *Scx<sup>Cre</sup>:R26<sup>Stop/Tom</sup>:GFP(Scx)* mice immunostained with Tomato (*Scx*-lineage-derived cells, red) and MYOD/MYOG (green) (g,h) or PAX7 (green) (i,j) antibodies. (g,i) Arrows point to Tomato+ cells (*Scx*-derived) that are MYOD/MYOG+ (g) or PAX7+ (i), which are preferentially found at the periphery of muscle masses. (h,j) High magnifications showing MYOD/MYOG+ cells that are Tomato+ (*Scx* lineage) (h) or PAX7+ cells that are Tomato+ (*Scx* lineage) (j). (k) Percentage of Tomato+ (*Scx* lineage) cells within the PAX7+ or MYOD/MYOG+ populations in limb muscles of E16.5 embryos. Data are presented as mean values +/- SD from 3 limbs.

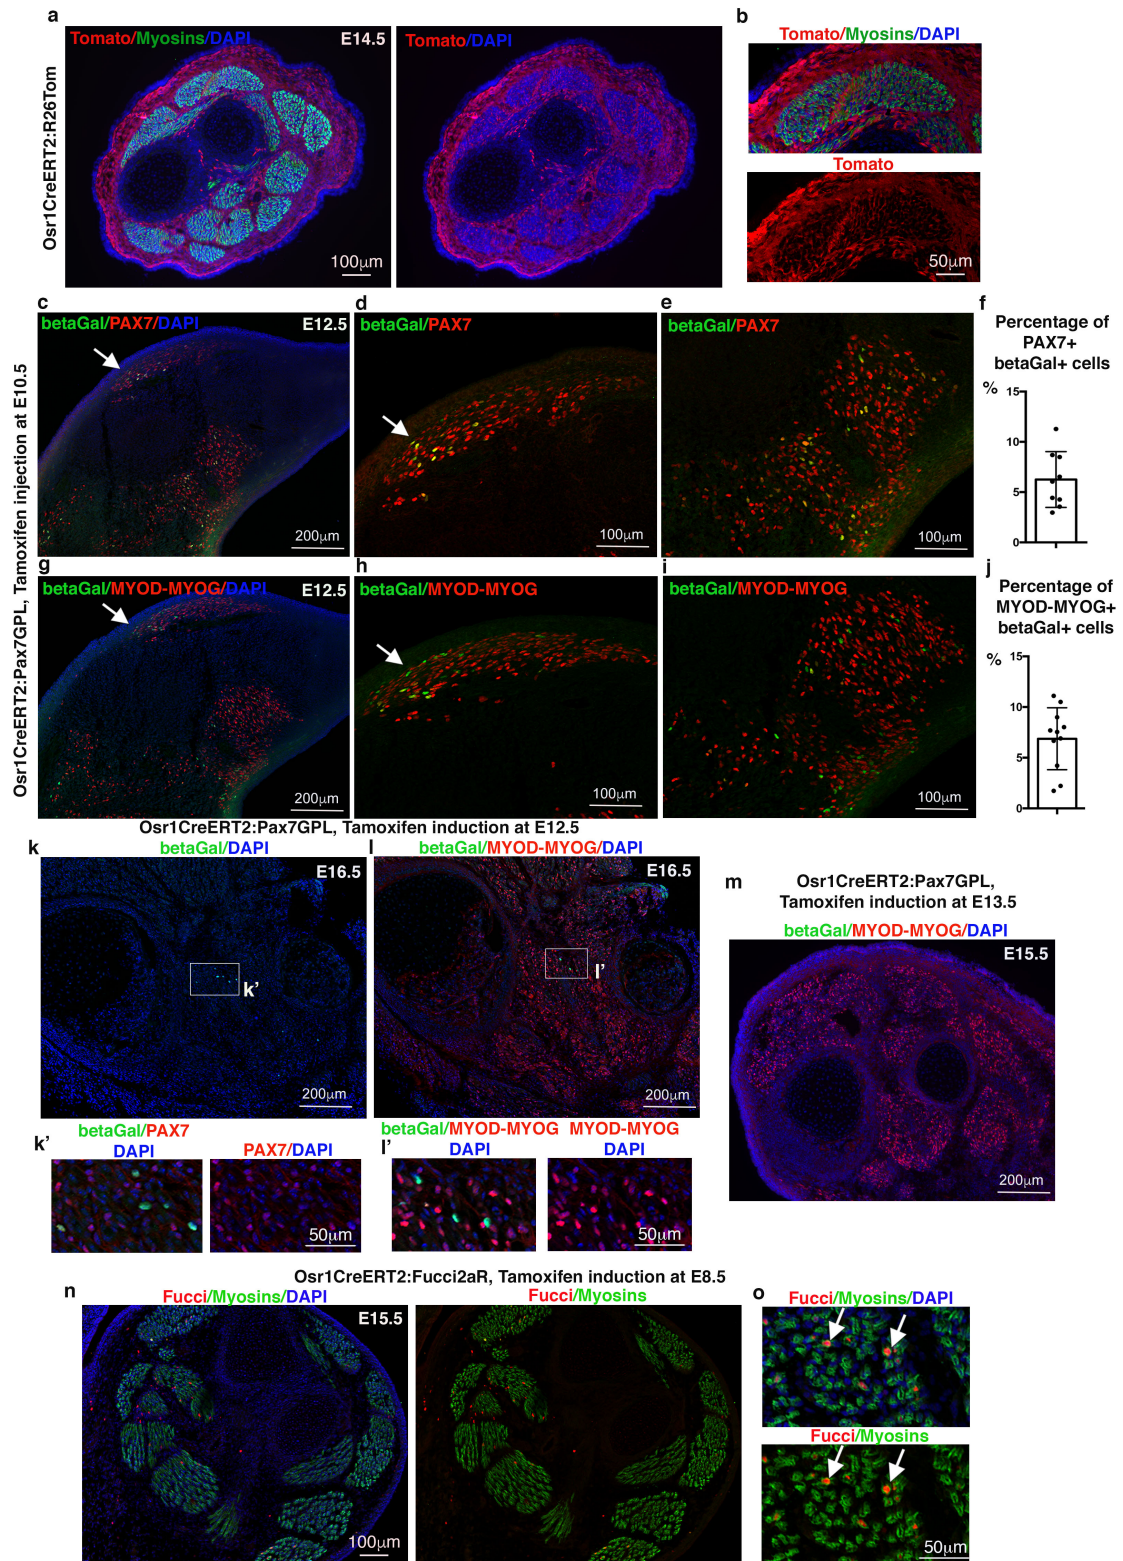

Supplementary Fig. 6

## Supplementary Figure 6

### A subpopulation of limb myogenic cells is derived from *Osr1* lineage in mouse

**(a)** Transverse forelimb sections of E14.5 *Osr1<sup>CreERT2</sup>;R26Tom* mice immunostained with Tomato (red) and MF20 (myosins, green) antibodies, combined with DAPI staining (blue). **(b)** High magnification of dorsal limb muscles from (a). **(c-e, g-i)** Hindlimb sections of E12.5 *Osr1<sup>CreERT2</sup>;Pax7<sup>GPL</sup>* mice (tamoxifen injection at E10.5) immunostained with betaGal (*Osr1*-lineage-derived cells, green) and PAX7 (red) antibodies, combined with DAPI (blue) (c-e) or with betaGal (*Osr1*-lineage-derived cells, green) and MYOD/MYOG (red) antibodies, combined with DAPI (blue) (g-i). (c,d,g,h) Arrows point to betaGal<sup>+</sup> cells at a border of the dorsal muscle mass. (d,e,h,i) are high magnifications of dorsal (d,h) and ventral (e,i) muscle masses of limbs shown in (c,g). **(f,j)** Percentage of betaGal<sup>+</sup> cells (*Pax7* lineage in *Osr1* lineage) within the PAX7<sup>+</sup> population (f) and percentage of betaGal<sup>+</sup> cells (*Pax7* lineage in *Osr1* lineage) within the MYOD/MYOG<sup>+</sup> population (j). (f,j) Data are presented as mean values +/- SD from 3 limbs. **(k,l,k',l')** Hindlimb sections of E16.5 *Osr1<sup>CreERT2</sup>;Pax7<sup>GPL</sup>* mice (tamoxifen injection at E12.5) immunostained with betaGal (*Osr1*-lineage-derived cells, green) and PAX7 (red) antibodies, combined with DAPI (blue) (k,k') or immunostained with betaGal (*Osr1*-lineage-derived cells, green) and MYOD/MYOG (red) antibodies, combined with DAPI (blue) (l,l'). **(k',l')** are high magnifications of limb regions squared in (k) and (l), respectively. **(m)** Hindlimb sections of E15.5 *Osr1<sup>CreERT2</sup>;Pax7<sup>GPL</sup>* mice (tamoxifen injection at E13.5) immunostained with betaGal (*Osr1*-lineage-derived cells, green) and MYOD/MYOG (red) antibodies, combined with DAPI (blue). **(n)** Transverse forelimb sections of E15.5 *Osr1<sup>CreERT2</sup>;Fucci2aR* mice (tamoxifen injection at E8.5) immunostained with Fucci red (*Osr1*-lineage-derived cells, red) and MF20 (myosins, green) antibodies, combined with DAPI. **(o)** High magnification of limb muscle. Arrows point to Fucci<sup>+</sup>nuclei in myosin<sup>+</sup>.

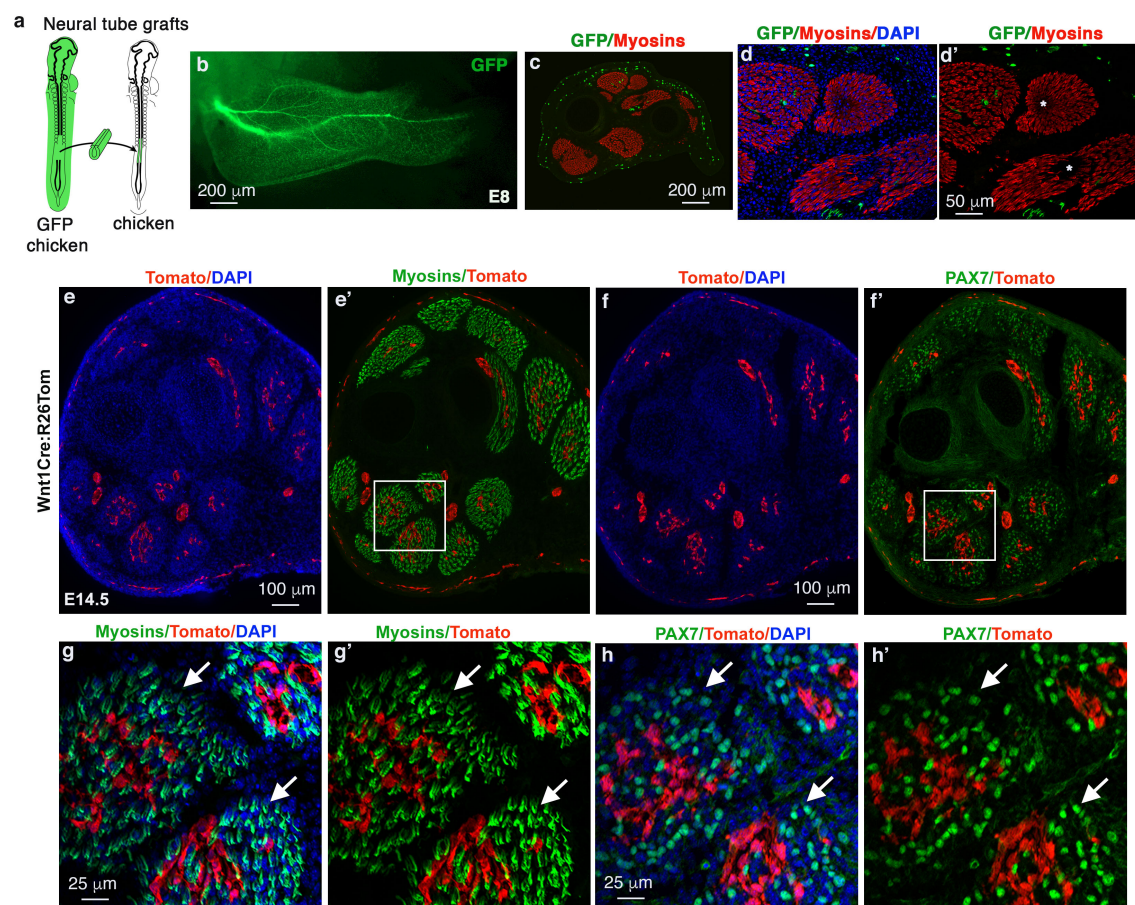

Supplementary Fig. 7

## Supplementary Figure 7

### Neural crest cells do not contribute to the myogenic lineage at muscle tips of limb skeletal muscles

(a) Diagram of isotopic/isochronic neural tube grafts from GFP chicken to chicken embryos. (b) Whole-mount of E8 grafted-forelimbs (6 days after grafting) showing GFP fluorescence in the neural tube cell derivatives. (c) Transverse forelimb sections from neural tube grafts showing GFP (neural tube-derived cells, green) fluorescence and MF20 (myosins, red) immunostaining. (d,d') Focus on dorsal limb muscles with GFP fluorescence (green) and MF20 (myosins, red) antibodies, combined with DAPI (blue). White asterisks indicate the position of tendons. (e,e') Transverse forelimb sections of E14.5 *Wnt1<sup>Cre</sup>:R26<sup>Tom</sup>* mice immunostained with Tomato (Wnt1-lineage-derived cells, red) and MF20 (myosins, green) antibodies, combined with DAPI (blue). (f,f') Transverse forelimb sections of E14.5 *Wnt1<sup>Cre</sup>:R26<sup>Tom</sup>* mice immunostained with Tomato (Wnt1-lineage-derived cells, red) and PAX7 (green) antibodies, combined with DAPI (blue). (g,g') and (h,h') are high magnifications of ventral limb regions boxed in (e') and (f'), respectively. Arrows point to muscle cells, i.e myosin+ cells (green, g, g') or PAX7+ cells (green, h, h') at muscle tips displaying no Tomato labelling (Wnt1-lineage-derived cells, red).

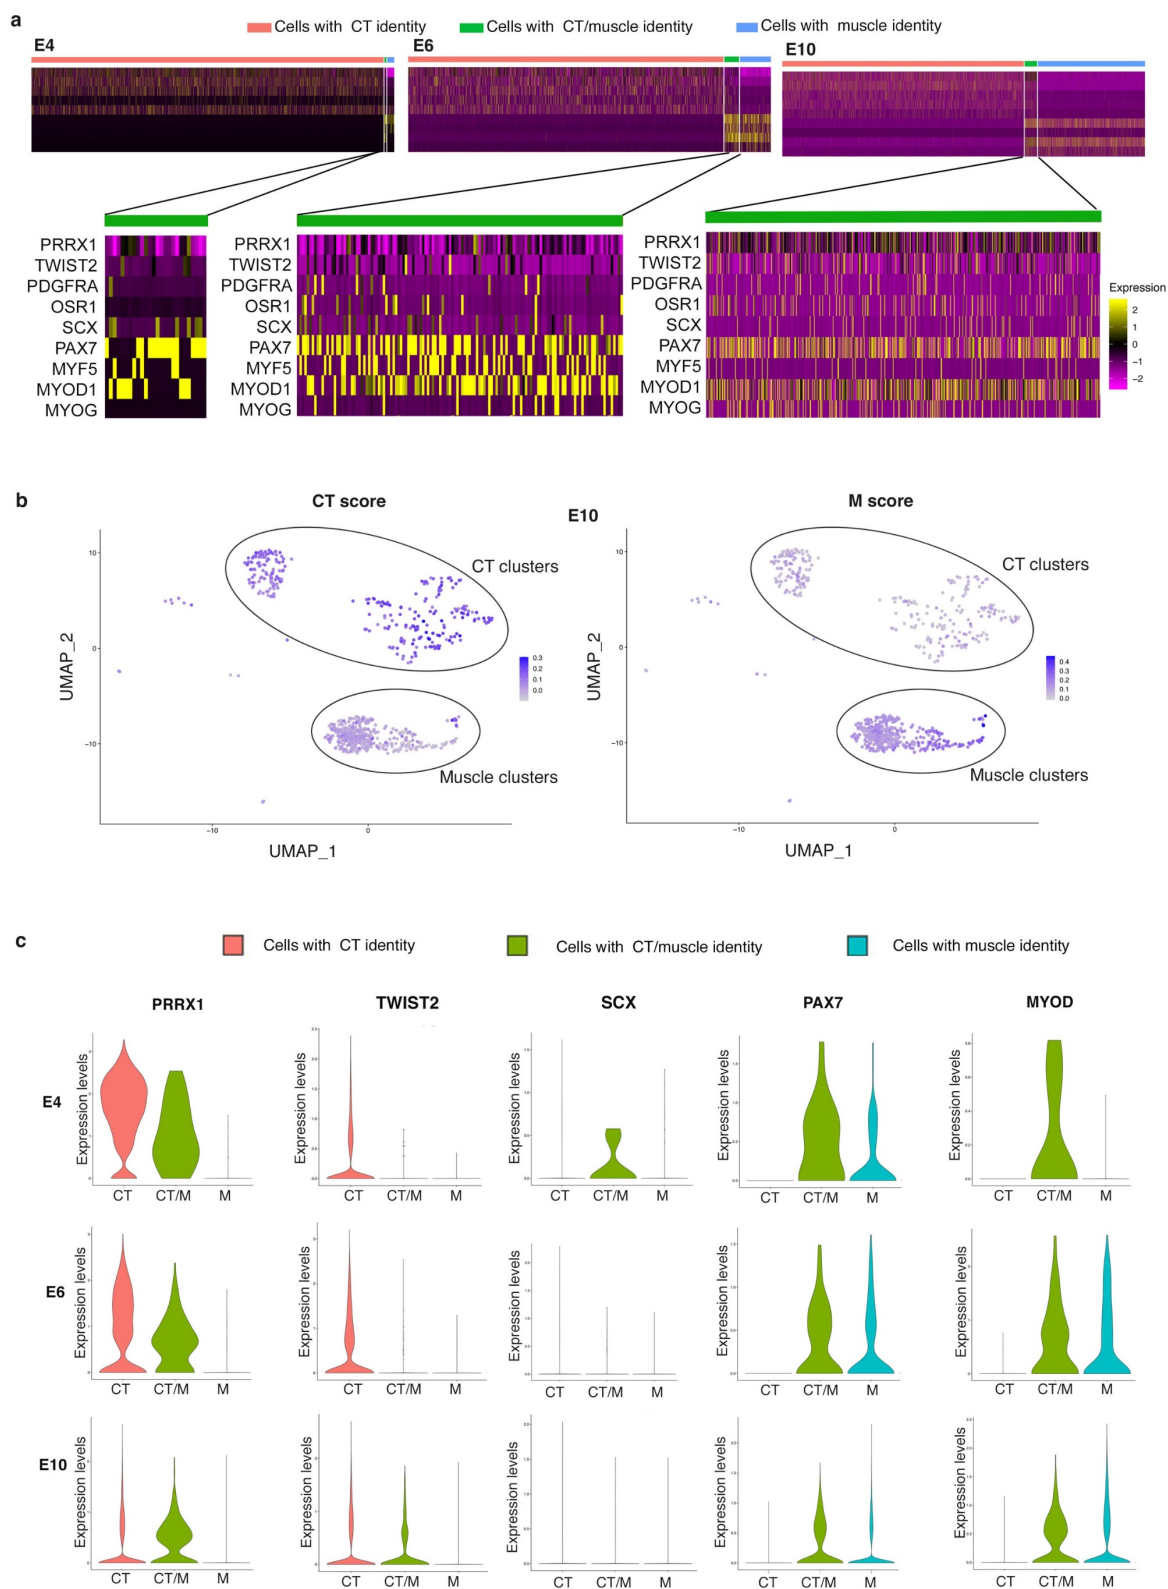

Supplementary Fig. 8

## Supplementary Figure 8

### Characterisation of the cells with a connective tissue/muscle (CT/M) identity

(a) Heatmaps showing the relative expression of five recognized CT markers (*PRRX1*, *TWIST2*, *PDFGRA*, *OSR1*, *SCX*) and four muscle markers (*PAX7*, *MYF5*, *MYOD*, *MYOG*) in cells grouped by their CT (red), CT/M (green) or M (blue) identity at E4, E6 and E10. Upregulated genes in yellow, downregulated genes in purple. High magnification of the heatmaps showing the relative expression of the same CT and muscle markers but only in CT/M cells at E4, E6 and E10. (b) Feature plots showing the distribution of CT and M scores (blue, high score; grey, low score) in cells with a CT/M identity at E10. (c) Violin plots showing Log-normalized expression levels of selected CT and muscle markers in cells grouped by their CT (red), CT/M (green) or M (blue) identity at E4, E6 and E10.

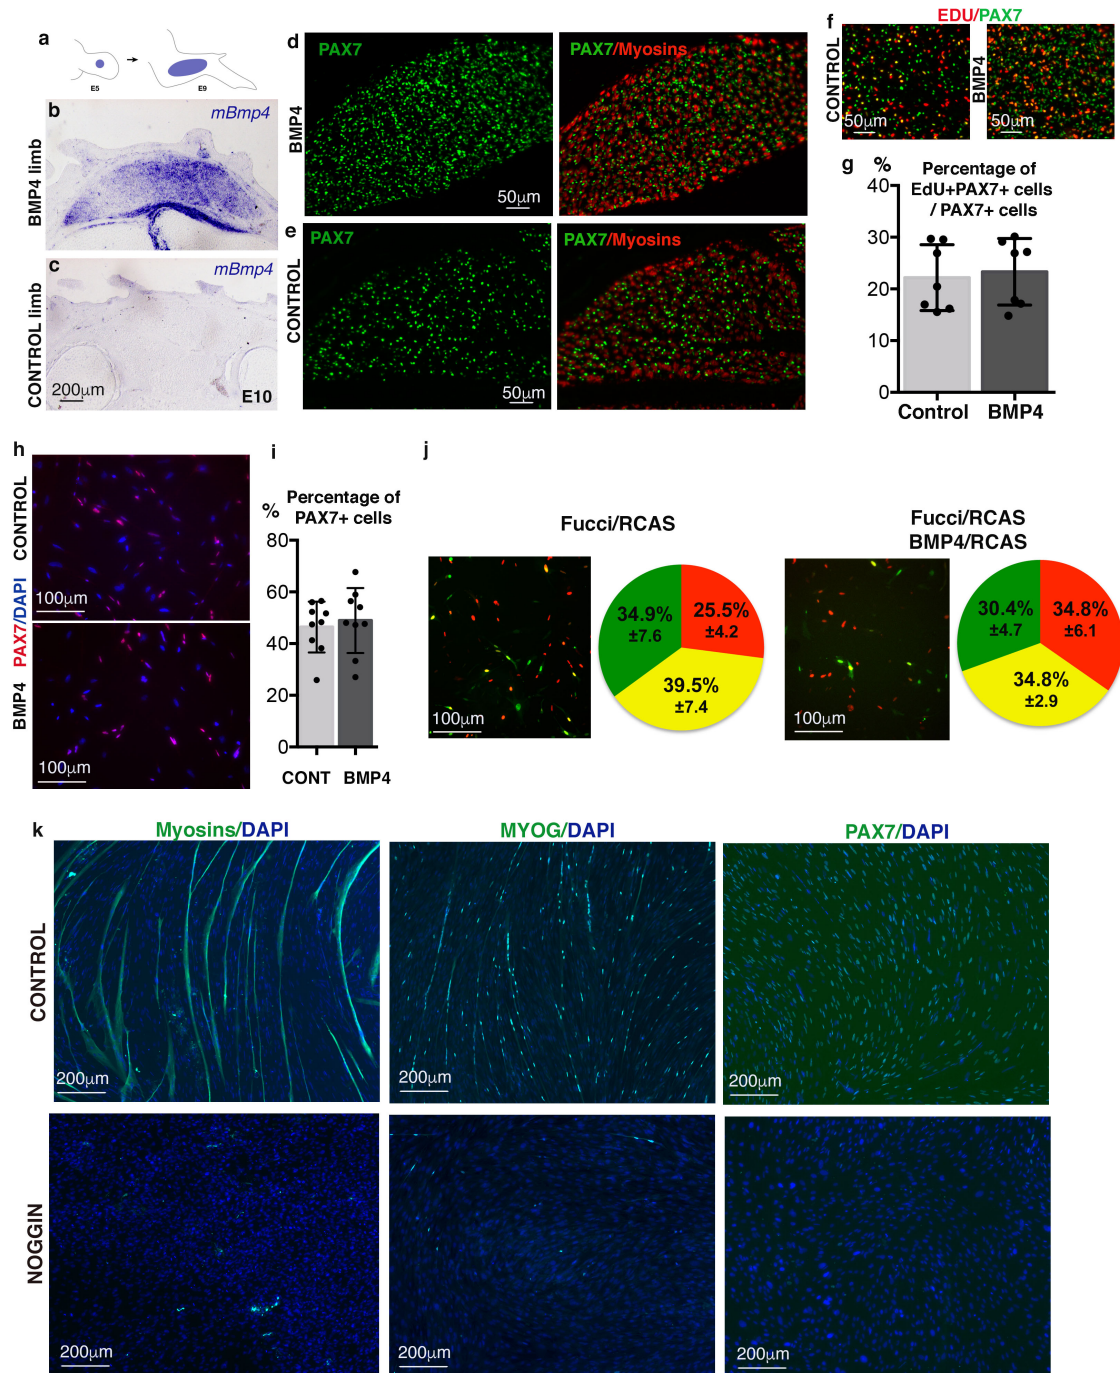

Supplementary Fig. 9

## Supplementary Figure 9

### BMP signalling promotes fibroblast/myoblast conversion

(a) Schematics of the grafting procedure of BMP4/RCAS-producing cells. (b,c) In situ hybridization with mBMP4 probe to transverse limb sections indicate the extent of ectopic *BMP4* in E10 grafted-embryos, 5 days after grafting. BMP4-grafted (b) and control (c) limbs are from the same embryo. (d,e) Immunostaining with PAX7 (green) and MF20 (myosins, red) antibodies to BMP4-grafted (d) and control (e) limb sections. (f) Representative views of PAX7+/EdU+ cells on sections of control and BMP4-grafted limb muscles. (g) Percentage of PAX7+/EdU+ cells within the PAX7+ populations in control and BMP4-grafted limb muscles. Data are presented as mean values  $\pm$  SD from 3 limbs. (h) Immunostaining with PAX7 (red) antibody, counterstained with DAPI, on empty/RCAS- (control) or BMP4/RCAS-infected chicken primary myoblast cultures in proliferation conditions. (i) Percentage of PAX7+ cells within the culture in control and BMP4/RCAS-infected myoblast cultures. (i) Data are presented as mean values  $\pm$  SD from 3 limbs. (j) Cell cycle phase-indicative fluorescent signal (G1 phase, red; G1/S transition, yellow; S phase, green) from FUCCI/RCAS-infected cells in control and BMP4/RCAS-infected myoblast cultures. Quantitative representation of the proportion of cells in the different phases of the cell cycle (G1 phase, red; G1/S transition, yellow; S phase, green) for FUCCI/RCAS-infected cells in control and BMP4/RCAS-infected myoblast cultures. (k) Immunostaining with MF20 (myosins, green), MYOG and PAX7 antibodies (green), combined with DAPI (blue) on empty/RCAS- (control) and NOGGIN/RCAS-infected chicken primary myoblast cultures in differentiation conditions.

## **SUPPLEMENTARY Tables**

*Esteves de Lima et al.*

**Unexpected contribution of fibroblasts to muscle lineage as a mechanism for limb muscle patterning**

# Supplementary Table 1

## Markers for the CT and muscle clusters at E4

List of CT and muscle markers associated to the CT and muscle clusters at E4.

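Supplementary Table 1 lists, for E4, 131 lines of CT markers and 62 lines of muscle markers by cluster. The list pairs gene names with Ensembl identifiers. Of the 131 CT lines, 34 matched a gene of the matrix by the identifier as printed, and 97 matched once extra zeros within the identifier were left out. Of the 62 muscle lines, 59 matched as printed and 3 without the extra zeros. The lines gave 125 different CT genes and 62 muscle genes, 17 of which are in both lists.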

In the “Cluster type” column, “CT” or “M” means that the cluster respectively has a CT or a M identity.

**Supplementary Table 1**

**Markers for the CT and muscle clusters at E6**

List of CT and muscle markers associated to the CT and muscle clusters at E6.

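For E6, 223 of the 243 CT lines matched by the printed identifier, 17 without extra zeros and 2 by gene name, and 1 was not matched. All 47 muscle lines matched by identifier. They gave 196 CT genes and 47 muscle genes, with 6 in both lists.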

In the "Cluster type" column, "CT" or "M" means that the cluster respectively has a CT or a M identity.

Supplementary Table 1

## Markers for the CT and muscle clusters at E10

List of CT and muscle markers associated to the CT and muscle clusters at E10.

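For E10, 94 of the 245 CT lines matched by the printed identifier, 150 without extra zeros and 1 by gene name. Of the 201 muscle lines, 115 matched as printed and 86 without extra zeros. They gave 152 CT genes and 153 muscle genes, with 6 in both lists.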

In the "Cluster type" column, "CT" or "M" means that the cluster respectively has a CT or a M identity.

## Supplementary Table 2

### Differentially-expressed genes in the CT/M cells at E4

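Among the 10 genes listed for E4, the log2 CPM ratio of CT/M cells to combined CT and M cells was 6.66 for PAX7 (5.99 to 7.26), which belongs to the definition of the CT/M cells. It was 3.74 for TCF15 (3.22 to 4.21), 2.62 for SLIT1 (2.18 to 3.02) and 2.30 for TGFB2 (1.75 to 2.81). PAX7 had 22 UMIs in the 25 CT/M cells, and TCF15 had 35.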

List of the genes differentially expressed in the CT/M cells compared to the combined CT and muscle populations at E4.

In green, up-regulated genes; in red, down-regulated genes.

In the “Marker type” column, “CT” or “M” means that the gene is respectively identified as a CT or a muscle marker in Supplementary Table 1.

**Supplementary Table 2**

**Differentially-expressed genes in the CT/M cells at E6**

List of the genes differentially expressed in the CT/M cells compared to the combined CT and muscle populations at E6.

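Among the 37 genes listed for E6, RBM24 had a log2 CPM ratio of 2.45 (2.28 to 2.62) and PENK had 2.18 (2.05 to 2.31). MYOD1, a defining gene, had 3.00 (2.80 to 3.19). The CT marker CRABP-I (ENSGALG00000003193) had -1.42 (-1.61 to -1.24).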

In green, up-regulated genes; in red, down-regulated genes.

In the “Marker type” column, “CT” or “M” means that the gene is respectively identified as a CT or a muscle marker in Supplementary Table 1.

## Supplementary Table 2

### Differentially-expressed genes in the CT/M cells at E10

List of the genes differentially expressed in the CT/M cells compared to the combined CT and muscle populations at E10.

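Of the 10 genes listed for E10, C1QTNF3 had a log2 CPM ratio of 1.01 (0.93 to 1.09). The CT markers COL3A1, COL5A1, DCN and COL1A1 had ratios of -1.05 (-1.13 to -0.96), -0.98 (-1.05 to -0.91), -0.86 (-0.93 to -0.79) and -0.83 (-0.86 to -0.80). COL1A1 fell from 16574 CPM in CT cells to 6218 CPM in CT/M cells and had 608 CPM in M cells.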

In green, up-regulated genes; in red, down-regulated genes.

In the “Marker type” column, “CT” or “M” means that the gene is respectively identified as a CT or a muscle marker in Supplementary Table 1.

**Supplementary Table 3**

List of reagents and resources

#### Supplementary Table 4

Primers used for Real-time quantitative PCR.

# Supplementary material for: Unexpected contribution of fibroblasts to muscle lineage as a mechanism for limb muscle patterning
**Source:** Nat Commun. 2021 Jun 22;12:3851. doi: 10.1038/s41467-021-24157-x
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Zen 2.0 (blue edition) / Zeiss ApoTome.2 microscope  
LAS AF version 2.7.3.9723 / Leica SP5 AOBS confocal  
Zen version 14.0.0.0 / Zeiss LSM700 confocal  
StepOneSoftware / Applied Biosystems StepOnePlus Real-Time PCR system

Data analysis

Cell Ranger Single Cell Software Suite 3.0.2 by 10X Genomics  
STAR21  
Seurat version 3.0 (standard pipeline, code available upon request)  
R version 3.6.1  
Scrublet version 0.2.1  
FIJI version 2.1.0  
GraphPad Prism version 6

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Raw sequencing data has been deposited in the NCBI Gene Expression Omnibus database (<https://www.ncbi.nlm.nih.gov/geo/>) with the GEO data accession number GSE166981.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                          |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine sample size. We used a sample size of at least 3 samples per experiment. Subsequent statistical analysis confirmed that our sample size allowed for statistically significant results.                                                                    |
| Data exclusions | No data exclusion                                                                                                                                                                                                                                                                                        |
| Replication     | scRNA-seq was performed in triplicate. Embryo surgical manipulations and cell cultures were performed in at least triplicates. Cell and embryo samples were analysed (in situ hybridisation, immunostainings, RT-qPCR) at least in biological triplicates. All attempts at replications were successful. |
| Randomization   | Randomization is not relevant in our study since the groups (cell cultures or embryos) were compared between wild-type and gain-of-function conditions or since experiments were cell lineage tracings.                                                                                                  |
| Blinding        | Investigators were not blinded for data collection when samples needed to be allocated to wild-type or gain-of-function conditions. Investigators were blinded for subsequent data analysis. Blinding is not relevant for cell lineage tracing analysis.                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Mouse monoclonal IgG2b anti-MyHC (MF20) DSHB, Cat. # MF 20, RRID:AB_2147781, Produced in the lab</p> <p>Mouse monoclonal IgG1 anti-Myod BD Biosciences, Cat. # 554130, RRID:AB_395255, lot # 9011506</p> <p>Mouse monoclonal IgG1 anti-Myog DSHB, Cat. # F5D, RRID:AB_2146602, Produced in the lab</p> <p>Mouse monoclonal IgG1 anti-Pax7 DSHB, Cat. # AB_PAX7, RRID:AB_528428, lot # 20ea1/24/19</p> <p>Mouse monoclonal IgG1 anti-quail nuclei (QCNP) DSHB, Cat. # QCNP, RRID:AB_531886, Produced in the lab</p> <p>Rabbit polyclonal anti-β-gal MP Biomedicals, Cat. # MP 55976, RRID:AB_2687418, lot # 6825</p> |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Rabbit polyclonal anti-Collagen XII, Clone #522 from Manuel Koch, Koch et al., 1992  
 Rabbit polyclonal anti-Myog from Christophe Marcelle, Marceau et al., 2008, lot # HL1510  
 Rabbit polyclonal anti-PSMAD1/5/9 Cell Signaling, Cat. # 9516, RRID:AB\_491015, lot # 9  
 Rabbit polyclonal anti-TCF4 Cell Signaling, Cat. # 2569, RRID:AB\_2199816, lot # 4  
 Rabbit polyclonal anti-Tomato TAKARA, Cat. # 632496, RRID:AB\_10013483, lot # 1612022  
 Chicken polyclonal anti-GFP Abcam, Cat. # ab13970, RRID:AB\_300798, lot # GR3190550-33  
 Alexa Fluor® 555 Goat Anti-Mouse IgG Invitrogen, Cat. # A21422, RRID:AB\_141822, lot # 514956  
 Alexa Fluor® 488 AffiniPure Goat Anti-Mouse IgG1(γ1) Jackson ImmunoResearch Labs, Cat. # 115-545-205, RRID:AB\_2338854, lot # 101249  
 Alexa Fluor® 633 Goat Anti-Mouse IgG1(γ1) Thermo Fisher Scientific, Cat. # A-21126, RRID:AB\_2535768, lot # 1977327  
 Alexa Fluor® 647 Goat Anti-Mouse IgG1(γ1) Thermo Fisher Scientific, Cat. # Z 25008, RRID:AB\_2535768, lot # 1915925  
 Cy3-AffiniPure Goat Anti-Mouse IgG1(γ1) Jackson ImmunoResearch Labs, Cat. # 115-165-205, RRID:AB\_2338694, lot # 135078  
 Alexa Fluor® 488 Goat Anti-Mouse IgG2b(γ2) Invitrogen, Cat. # A21141, RRID:AB\_141626, lot # 2228625 / 1723667  
 Alexa Fluor® 633 Goat Anti-Mouse IgG2b(γ2b) Thermo Fisher Scientific, Cat. # A-21146, RRID:AB\_2535782, lots # 1786287  
 Alexa Fluor® 647 Goat Anti-Mouse IgG2b(γ2b) Thermo Fisher Scientific, Cat. # A-21242, RRID:AB\_2535782, lot # 2155295  
 Alexa Fluor® 488 F(ab')<sub>2</sub> Fragment of Goat Anti-Rabbit IgG Thermo Fisher Scientific, Cat. # A-11070, RRID:AB\_2534114, lot # 1907301  
 Alexa Fluor® 555 F(ab')<sub>2</sub> Fragment of Goat Anti-Rabbit IgG Thermo Fisher Scientific, Cat. # A-21430, RRID:AB\_2535851, lot # 2184320  
 Alexa Fluor® 633 F(ab')<sub>2</sub> Fragment of Goat Anti-Rabbit IgG Thermo Fisher Scientific, Cat. # A-21072, RRID:AB\_2535733, lot # 1839600  
 Alexa Fluor® 488 Goat Anti-Chicken IgG (H+L) Thermo Fisher Scientific, Cat. # A-11039, RRID:AB\_2534096, lot # 16911381 / 1812246

## Validation

The primary antibodies used were stated to be "suitable", "validated" or "published" by the manufacturers (see list below) or validated by the referenced publications for the species (quail, chicken and mouse) and application (IF).  
 Mouse monoclonal IgG2b anti-MyHC (MF20): IF, chick, quail, mouse: <https://dshb.biology.uiowa.edu/MF-20>  
 Mouse monoclonal IgG1 anti-Myod: IF, mouse: <https://www.bdbiosciences.com/us/applications/research/stem-cell-research/mesoderm-markers/human/purified-mouse-anti-myod-58a/p/554130>  
 Mouse monoclonal IgG1 anti-Myog: IF, mouse: <https://dshb.biology.uiowa.edu/F5D>  
 Mouse monoclonal IgG1 anti-Pax7: IF, chick, quail, mouse: <https://dshb.biology.uiowa.edu/PAX7>  
 Mouse monoclonal IgG1 anti-quail nuclei (QCPN): IF, quail: <https://dshb.biology.uiowa.edu/QCPN>  
 Rabbit polyclonal anti-β-gal: IF, E.coli: <https://www.mpbio.com/eu/rabbit-igg-fraction-to-beta-galactosidase>  
 Rabbit polyclonal anti-PSMAD1/5/9: IF, chick, quail: <https://www.cellsignal.com/products/primary-antibodies/phospho-smad1-5-ser463-465-41d10-rabbit-mab/9516> and Wang H, et al. Dev Cell. 2010. PMID: 20412778  
 Rabbit polyclonal anti-TCF4: IF, chick, quail: <https://www.cellsignal.com/products/primary-antibodies/tcf4-tcf7l2-c48h11-rabbit-mab/2569>  
 Rabbit polyclonal anti-Tomato: IF, recombinant fragment.: <https://www.takarabio.com/products/antibodies-and-elisa/fluorescent-protein-antibodies/red-fluorescent-protein-antibodies>  
 Chicken polyclonal anti-GFP: IF, recombinant fragment: <https://www.abcam.com/gfp-antibody-ab13970.html>

## Animals and other organisms

Policy information about [studies involving animals](#): [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                    |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Male and female adult mice (Mus musculus, 6 to 12 weeks of age). Mice were kept on mixed the genetic backgrounds C57BL/6JRj or DBA/2JRj (B6D2F1, Janvier).                                                                                                                                                                                         |
| Wild animals            | None                                                                                                                                                                                                                                                                                                                                               |
| Field-collected samples | None                                                                                                                                                                                                                                                                                                                                               |
| Ethics oversight        | Animals were handled as per European Community guidelines. Protocols were validated by the ethics committee of the French Ministry, under the reference numbers APAFIS#6354-20160809I2028839.v4, APAFIS#13695-2018021408521124.v2 and APAFIS#24357-2020041613396163.v3. and by the Institut Pasteur ethics committee (CETEA, reference 2015-0008). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

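Single-cell RNA-sequencing was done on forelimb cells of chicken embryos at E4, E6 and E10, with the embryos of a stage pooled into 1 library and 1 library per stage. The deposited values are raw UMI counts per gene and barcode, which the authors made with Cell Ranger 3.0.2 on the GRCg6a reference, as the file headers and the methods state. The counts were deposited for 6794880 barcodes per library, of which 463356 had a UMI at E4, 423195 at E6 and 864672 at E10. No filter, doublet removal or normalisation of the authors is in them. Cell labels and cluster labels of the authors were not used here. The grafting, lineage tracing and imaging data of the paper were not analysed here.

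Barcodes were called as cells from the counts. A barcode was called when its UMIs reached 10% of the 99th percentile of the top 3000 barcodes, which set the minimum at 1005 UMIs at E4, 669 at E6 and 444 at E10. Barcodes with at least 500 UMIs below this minimum were tested against the profile of the barcodes of rank 45001 to 90000, with 10000 simulations and a false discovery rate of 1%. This tested 230, 569 and 0 barcodes and added 132, 448 and 0. Cells needed at least 200 genes. Limits of 3 median absolute deviations were set on the logarithms of UMIs and genes and on the mitochondrial percentage (13 genes), and of 5 on the residual of genes on UMIs. The mitochondrial limits were 10.5% at E4, 16.8% at E6 and 16.2% at E10, and the UMI limits 1044 to 12579, 368 to 12216 and 246 to 4808. These filters left 5067, 3980 and 24316 cells. Doublets were scored with Scrublet as built into scanpy 1.11.5. Where its automatic threshold marked under 0.5% of the cells, the highest scores were removed up to the share expected at 0.8% per 1000 called cells.

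Clusters were made for each stage in Seurat 5.3.0 (R 4.3.3), with features found in at least 3 cells (14424, 14137 and 16068), the median UMI count as scale factor, 2000 variable features, S and G2M scores regressed out (35, 34 and 35 S genes, and 43 G2M genes at each stage), 30 principal components and resolution 0.8. Each cluster was scored for 7 cell types with marker lists written before the counts were opened. A marker counted when it was found in at least 10% of the cells of a cluster and had at least 3 times the 10th percentile of the clusters' levels, and a name needed 3 markers. Leading genes decided where they held more markers of another type. This scoring rule was revised 2 times after the clusters had been looked at. Leading genes are the 10 with the largest rise among genes in at least 25% of the cells. The other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and matplotlib 3.10.9.

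CT/M cells had at least 1 UMI of 5 CT markers and at least 1 UMI of 4 muscle markers. CT cells were the other cells of CT-like clusters and M cells the other cells of muscle-like clusters, which gave 4670, 3264 and 14266 CT cells and 93, 308 and 6313 M cells. The markers of Supplementary Table 1 were matched by Ensembl identifier, then by the identifier without extra zeros, then by gene name. The match without extra zeros was added after unmatched lines had been seen. Genes are named by a rule fixed at the start. It takes the 9 defining genes, the ID genes, the genes of Fig. 4d and at most 5 genes of Supplementary Table 2 per stage. These 5 are not always those with the largest log2 CPM ratios given here. The rule also takes the 5 highest and 5 lowest genes of each stage among those with at least 50 UMIs. Genes are also named when their level in CT/M cells is at least 1.5 times the larger of the CT and M levels. Some genes that the rule takes are not reported here. The position of 3 W-linked genes was looked up by name in the RefSeq gene table of GRCg7b, another assembly than that of the counts. They were chosen after a W-linked gene had been seen to lead clusters.

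With 1 library per stage, no p-value, standard error or count of changed genes was computed. Depth limits the shares. At the median of 1124 UMIs of E10, a low transcript is missed in most cells that hold it. A count of 0 was given an upper limit of 3 counts. Thinning drew UMIs without replacement with a fixed seed, and 20 further draws gave its range. The share of UMIs from free RNA was estimated from haemoglobin genes in CT-like and muscle-like cells and in barcodes without a cell. The procedures were tested on simulated data. Of 200 genes raised 2.5-fold in simulated CT/M cells, 198 were recovered at E4, 200 at E6 and 200 at E10, with 0 false calls. Simulated doublets were placed at 43.1% at E4 where 42.0% was set by their UMIs. Alternatives were run for cell calling, doublet removal, the mitochondrial filter, the number of principal components, the resolution, cell cycle regression, the minimum of marker UMIs, PRRX1 as a marker, thinning, the score lists and the factor of 1.5, each with the other choices kept.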

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

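The tests on W-linked genes were chosen only after the clusters were seen.

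Wpkci-7 (ENSGALG00000035998), listed as HINTW in Supplementary Table 1, was found in 99.9% of the E4 cells and in 13.4% of the E6 cells. The paper does not discuss the gene, and both shares lie above the limit that 0 counts allow, which is what singled them out. At E10 it was found in 0.00426% of the cells. Its position is on the W chromosome of the GRCg7b assembly. At E6, it led 2 CT-like clusters, with a UMI in 95.7% of the cells of 1 of them and 0.833% in the cluster where it was rarest.

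The sex of the pooled embryos fits these values. In the 399 E6 cells with at least 3 Wpkci-7 UMIs, the W-linked gene NIPBLL had 88.9 CPM (70.1 to 111) against 88.0 CPM at E4, and E6 cells without Wpkci-7 had 0.244 CPM (0.0295 to 0.880). SPIN1W had 55.4 CPM (40.8 to 73.4) in the same cells, 56.0 CPM at E4 and 0 at E10. Free RNA alone does not give such a split within the E6 library. The values are consistent with female embryos at E4, embryos of both sexes at E6 and male embryos at E10. CT/M cells of E6 had a Wpkci-7 UMI in 8.90% (4.83 to 14.7%), CT-like cells in 14.3% (13.1 to 15.6%) and muscle-like cells in 6.87% (4.65 to 9.72%). Stage and sex cannot be told apart between libraries, since each stage is 1 pool. Whether sex has an effect on the CT/M cells was not tested and stays open.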

How the results depend on the processing

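All alternatives below were set at the start, and none was added later. No replicate was left out, since each stage is 1 library.

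Of 401 alternative values for the 35 results of the comparisons, 24 came from a setting that was the same run as the main one (the expected doublet share at E4 and E6) or as another (the 10th percentile at E10). Of the other 377, 320 stayed within the interval of the main value, 55 moved beyond it and 2 changed the sign of a difference that had a direction. For shares and their differences, it was the counting interval. For scores it was the SD over cells, and for the tallies of Supplementary Table 2 genes a fixed factor around the count. These bands are wide and cover no counting error, so a score or tally that stayed within them says little. Sign changes of differences too small for a direction are not counted among the 2. No share or score of this kind moved with 15 principal components, resolution 0.4 or without cell cycle regression. The factor of 2 in place of 1.5 bears only on the genes above both identities. Without genes of both lists, the E4 CT score of CT/M minus CT cells went from 0.00131 to -0.0345. The other score lists moved no result by more than the SD over cells, a wide limit. For the 64 other results, 510 of 675 values stayed, 159 moved (55 higher, 104 lower) and 6 were weaker, with 44 values of such repeated runs among the 675.

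Detection depends on depth. Thinned to 600 UMIs, the CT/M share was 0 at E4, 0.778% at E6 and 0.933% at E10, the PRRX1+ share of all cells 52.1%, 33.8% and 16.2%, the dual share of MYOG+ cells 5.48% and the OSR1+ share of PAX7+ cells 0.389%. The ID+ share of CT/M minus CT cells was 0.390 percentage points at E6 and changed sign to -1.40 at E10, and CT/M minus M was 6.61 at E10. Thinned to the 10th percentile of the stage, CT/M minus CT was 4.47 at E6 and CT/M minus M was 2.12 at E6. At E10 this is the same run as that at 600 UMIs. Thinning takes UMIs from every cell, so fewer cells hold UMIs of both lists by construction.

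With cells of at least 1000 UMIs, the CT/M share was 4.32% at E10, the PRRX1+ share of all cells 60.7% at E6 and 29.0% at E10, and ID+ CT/M minus CT 3.24 at E10. With at least 2000 UMIs, the CT/M share was 5.30% at E6 and 9.37% at E10, the PRRX1+ share 66.7% and 34.8%, the dual MYOG+ share 22.5%, the OSR1+ share of PAX7+ cells 2.91%, the CT/M share in muscle-like clusters 85.2% at E6 and 68.8% at E10, and ID+ CT/M minus CT 1.82 and minus M 9.95 at E10. With the top barcodes, as many as the paper's cells, the CT/M share was 3.37% at E10 and the PRRX1+ share 61.9% at E6. Without the mitochondrial filter, the PRRX1+ share was 54.1% at E6 and 23.8% at E10. For the last 2 settings, the cause was not tested.

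With at least 2 UMIs of each list, the CT/M share was 0.0412%, 1.07% and 0.290%, the PRRX1+ share of CT/M cells 100%, 85.4% and 77.9%, and the share in muscle-like clusters 100%, 90.2% and 70.6%. The dual MYOG+ share was 0.915% and the OSR1+ share of PAX7+ cells 0. ID+ CT/M minus CT was 14.0 at E4 and 19.4 at E10, and minus M 26.1 at E10. The CT score of CT/M minus M cells at E4 changed sign to -0.00208, from 2 CT/M cells. With PRRX1 left out of the CT markers, the CT/M share was 0.206%, 2.19% and 1.51%. Both settings ask for more than the paper's definition, so fewer cells qualify by construction.

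Without doublet removal, the E10 CT/M share was 3.67%. With the expected doublet share removed at E10, the PRRX1+ share of all cells was 23.8%, the dual MYOG+ share 9.07% and the CT/M share in muscle-like clusters 64.4%. With 2 times that share removed, they were 22.4%, 7.71% and 68.2%, and the PRRX1+ share of CT/M cells was 70.9%. The cause of these shifts was not tested.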

Differences from the paper's values

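The share of CT/M cells with a MYOG UMI was lowest at E4, at 0% of 25 cells, where the lowest share of the paper is 10%. It was 0% too with the top barcodes, at least 1000 or 2000 UMIs, no doublet removal, the expected doublet share (at E4 the same run as the main one) or 2 times that share removed, and no mitochondrial filter. The paper names no stage for its value, and the interval for 0 of 25 cells reaches 13.7%, so counting error covers the gap. With at least 2 UMIs of each list it was 0% of 2 cells at E4, too few to differ from the paper's value. None of the other alternatives set before the data were examined brought the share itself nearer to the paper's.

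The smallest E6 cluster held 27 cells, and that of the paper held 6 cells. Over the alternatives it held 22 to 61 cells, and none of them closed the gap.

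The paper states that CT/M cells express no specific genes besides CT and muscle markers. At E6, GXYLT1, ENSGALG00000050309, ROBO1, RRBP1, RF00100 and KPNA2 were at least 1.5 times above both identities, and at E10 HBE1, ACTA2, HBM, HBA1 and HBBA were. Of the 6 E6 genes, ENSGALG00000050309 is itself a CT marker of E6 in Supplementary Table 1, GXYLT1 a CT marker of E4 and KPNA2 a muscle marker of E10, so only ROBO1, RRBP1 and RF00100 go against the statement. With a factor of 2, the 6 E6 genes no longer passed. Over the alternatives for cells and clusters, only GXYLT1 of the E6 genes passed each time. Of the 5 E10 genes, only ACTA2 passed with 15 principal components, only HBE1 with at least 2000 UMIs and none with 2 times the expected doublet share removed, where other genes passed. With CT/M cells of CT-like and muscle-like clusters only, a test chosen after the values were seen, the 6 E6 genes passed and none of the 5 E10 genes did.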

Other observations

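The tests on muscle markers in CT-like cells, on CPM ratios of CT markers in muscle-like cells, on PRRX1 within CT-like cells, on UMIs per cell and the growing share of muscle cells for the CT/M share, and on other cell types among CT/M cells were chosen only after the results were seen.

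CT marker UMIs were found in muscle-like cells at every stage. If free RNA in the droplets were the whole cause, muscle-like cells would hold no more of them than endothelial-, blood- and ectoderm-like cells. At E6, at equal UMIs, 15.1% of muscle-like cells (11.7 to 19.1%) had a CT marker UMI against 3.23% of these cells (0.393 to 11.2%), which argues against it there. That was at 900 UMIs. At 600 UMIs it was 12.9% (9.84 to 16.6%) against 5.13% (1.41 to 12.6%), and these intervals overlap. For the 5 CT markers together, the CPM ratio at E6 was 1.91 (1.21 to 3.17), against free RNA as the whole cause. The E6 reference was 20 UMIs in 7 of 85 cells. This ratio was 1.19 at E4 (0.656 to 2.28), which decides nothing, and 0.691 at E10 (0.578 to 0.831), where free RNA fits. The ratio for PRRX1 alone was 2.14 at E6 (1.20 to 4.21) and 1.44 at E10 (1.08 to 1.97). These ratios argue against free RNA as the whole cause. The E6 reference was 12 UMIs in 4 of 85 cells. At equal UMIs, the PRRX1+ share was 10.5% (7.65 to 14.0%) against 1.61% (0.0408 to 8.66%) at E6, with 900 UMIs. At E10, with 600 UMIs, it was 3.76% (3.31 to 4.25%) against 2.62% (1.56 to 4.12%). These intervals overlap, so the shares do not decide for PRRX1. At E4, the PRRX1 ratio was 0.621 (0.302 to 1.30), and free RNA cannot be told apart from expression. There, the 15 UMIs of the other cell types lay in 2 of 61 cells, the 20 UMIs of muscle-like cells lay in 14 of 105, and free RNA accounted for 2.80% of these 20 by haemoglobin UMIs. For TWIST2, PDGFRA, OSR1 and SCX together it was 9.79 at E4 (1.57 to 405), against free RNA, though 20 of the 21 UMIs were of SCX and the other cell types held 1 UMI. It was 0.295 at E10 (0.231 to 0.378), where free RNA fits. At E6 it was 1.56 (0.760 to 3.71), and free RNA cannot be told apart from expression for these 4 genes because of the few UMIs. From haemoglobin UMIs, free RNA accounted for 15.5% of the PRRX1 UMIs of muscle-like cells at E6 and 9.41% at E10, and for 25.9% and 36.3% of the UMIs of the other 4 genes. Muscle-like cells held only 3 haemoglobin UMIs at E4 and 7 at E6. The E6 share of free RNA was 4.11% (1.65 to 8.47%), so the E4 and E6 values are rough. The haemoglobin estimate takes the barcodes without a cell as the profile of free RNA, so it excludes nothing by itself. Expression in muscle-like cells or doublets stay open for PRRX1 at E6 and E10.

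Muscle marker UMIs in CT-like cells of E10 fit free RNA. At equal UMIs, 1.39% of CT-like cells (1.20 to 1.60%) had a muscle marker UMI against 2.77% (1.68 to 4.29%) of endothelial-, blood- and ectoderm-like cells. By type, it was 5.52% of blood-like (3.25 to 8.69%), 0.784% of ectoderm-like (0.0951 to 2.80%) and 0 of 123 endothelial-like cells (0 to 2.95%). The CT-like share was above none of these types beyond the counting error. Free RNA accounted for 64.4% of the muscle marker UMIs of E10 CT-like cells by the haemoglobin estimate, and for 2.60% at E4 and 26.9% at E6. At E4 and E6 the other cell types held 0 and 1 muscle marker UMIs, too few for a comparison, so the cause stays open there. A transition of CT cells to muscle, which the paper proposes, was not tested and stays open.

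The values argue against doublets with about equal parts of a CT-like and a muscle-like cell as the whole cause of CT markers in muscle-like cells. The other CT markers of dual cells lay 22.4% of the way to CT-like cells at E6 (19.2 to 25.7%), the stage where it was highest, against 45.2% in simulated doublets. The E4 value of 3.88% (-8.91 to 17.2%) rests on 12 cells. The simulated doublets were random pairs that were neither clustered nor filtered by Scrublet, unlike the dual cells of muscle-like clusters. Doublets with a larger muscle part thus stay open, as do doublets as the cause of a part of the CT/M cells. At E10, 3.55% of the cells were removed and 22.0% were expected to be doublets.

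CT/M cells held more UMIs than CT and M cells at E6 and E10, which fits that deeper cells show more genes. Muscle-like cells of E10 with a CT marker UMI had 1.18 times the median UMIs of those without, and 76 of 100 random gene sets found as often gave as high a ratio. At E6 the ratio was 1.13, below the lowest of the 100 sets at 1.14, so these cells were less deep than such sets give. The higher ID+ share of CT/M cells fits the same explanation at E10, where it was 29.1% at equal UMIs (25.8 to 32.6%) against 30.5% of CT cells. It stayed above the 22.5% of M cells. A higher ID level in CT/M than in M cells at E10 stays open.

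The PRRX1+ share of all cells fell with stage, and the values argue against fewer UMIs per cell at E10 as the whole cause. At equal UMIs it was 16.2% at E10 (15.7 to 16.7%) and 52.1% at E4. They argue as well against a change in the mix of CT-like and other cells as the whole cause, since CT-like cells alone had a PRRX1 UMI in 22.3% at E10 (21.6 to 23.0%) and in 53.8% at E4 (52.4 to 55.2%). A change with stage, with the kinds of CT-like cells or with sex stays open.

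The CT/M share rose from E4. The values argue against a difference in UMIs per cell as the cause, since the median was 3656 UMIs at E4 against 2254 at E6 and 1124 at E10, and more UMIs show more genes. A growing share of muscle cells cannot be told apart from a change within them, because of the few E4 cells. Among cells with a muscle marker UMI at equal UMIs, 0 of 17 had a CT marker UMI at E4, which allows up to 19.5%, 16.6% had one at E6 (11.4 to 22.9%) and 6.83% at E10 (5.94 to 7.80%). A change with stage stays open as well.

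CT markers were lower and muscle markers higher in CT/M cells than in the combined CT and M cells. A larger share of muscle-like cells among CT/M cells fits. Of the median log2 ratio of 1.53 for E6 muscle markers, -0.22 was left after non-dual cells of the same clusters were set against CT/M cells. For E6 CT markers, 0.25 was left of -0.42, opposite in sign to the pattern. In simulated CT/M cells, between -0.04 and 0.09 was left. E6 CT/M cells of muscle-like clusters were nearer to CT-like cells than other cells of these clusters, and those of CT-like clusters lay 10.1% of the way to muscle-like cells. Doublets in part, free RNA or a hybrid identity may give this, and none was tested for it.

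Haemoglobin genes and ACTA2 were above the CT and M levels in E10 CT/M cells, led by HBE1 at 5.46 times the larger level. None of the haemoglobin genes passed with 15 principal components or with 2 times the expected doublet share removed. Blood-like, smooth muscle-like and other cell types among the CT/M cells fit, since CT and M cells leave these types out by definition. With CT/M cells of CT-like and muscle-like clusters only, the median of the 4 haemoglobin genes was 0.942 times the larger level and ACTA2 lay at 1.45 times (0.911 to 2.20). A smaller rise of ACTA2 stays open, and no biological explanation was tested.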
